# Targeting PHGDH reverses the immunosuppressive phenotype of tumor-associated macrophages through α-ketoglutarate and mTORC1 signaling

**DOI:** 10.1038/s41423-024-01134-0

**Published:** 2024-02-27

**Authors:** Zhengnan Cai, Wan Li, Sonja Hager, Jayne Louise Wilson, Leila Afjehi-Sadat, Elke H. Heiss, Thomas Weichhart, Petra Heffeter, Wolfram Weckwerth

**Keywords:** PHGDH, de novo serine synthesis, α-ketoglutarate, mTORC1, protumorigenic, tumor-associated macrophages, metabolomics, Tumour immunology, Cancer microenvironment

## Abstract

Phosphoglycerate dehydrogenase (PHGDH) has emerged as a crucial factor in macromolecule synthesis, neutralizing oxidative stress, and regulating methylation reactions in cancer cells, lymphocytes, and endothelial cells. However, the role of PHGDH in tumor-associated macrophages (TAMs) is poorly understood. Here, we found that the T helper 2 (Th2) cytokine interleukin-4 and tumor-conditioned media upregulate the expression of PHGDH in macrophages and promote immunosuppressive M2 macrophage activation and proliferation. Loss of PHGDH disrupts cellular metabolism and mitochondrial respiration, which are essential for immunosuppressive macrophages. Mechanistically, PHGDH-mediated serine biosynthesis promotes α-ketoglutarate production, which activates mTORC1 signaling and contributes to the maintenance of an M2-like macrophage phenotype in the tumor microenvironment. Genetic ablation of PHGDH in macrophages from tumor-bearing mice results in attenuated tumor growth, reduced TAM infiltration, a phenotypic shift of M2-like TAMs toward an M1-like phenotype, downregulated PD-L1 expression and enhanced antitumor T-cell immunity. Our study provides a strong basis for further exploration of PHGDH as a potential target to counteract TAM-mediated immunosuppression and hinder tumor progression.

## Introduction

Macrophages are key innate immune cells that play multiple roles in the maintenance of tissue homeostasis and exhibit phenotypic versatility in response to diverse tissue environments [1, 2]. The tumor microenvironment (TME) consists of malignantly transformed cells, stromal cells and infiltrating immune cells [3]. Tumor-associated macrophages (TAMs) are among the most abundant immune cells in the TME. These cells originate from circulating monocytes and tissue-resident macrophages that infiltrate tumor sites and undergo differentiation in response to multiple cytokines and growth factors (such as CCL2, CXCL4 and CSF-1) [4]. In most solid tumors, TAMs are regarded as overall protumorigenic factors that favor tumor growth and metastasis by promoting immunosuppression, angiogenesis and resistance to drug therapy and are generally correlated with a poor prognosis [5]. Several approaches involving the depletion of TAMs (with anti-CSF-1 antibodies and CSF-1R inhibition) [6, 7], the inhibition of immune checkpoints (with anti-PD-L1 antibodies) [8] and the reprogramming of TAMs (with agonistic anti-CD40 or inhibitory anti-CD47 antibodies) [9, 10] have been successful. However, a significant proportion of patients exhibit a limited response [11]. Further development of novel agents and strategies targeting additional immune checkpoints that benefit a wider range of patients is essential.

The proper activation and polarization of macrophages into distinct subtypes, although oversimplified, including M1-like and M2-like macrophage subsets, is crucial for their functional diversity [12]. Inflammatory (antitumorigenic) M1-like macrophages are commonly triggered by T helper 1 (Th1) cytokines, such as interferon gamma (IFN-γ) and tumor necrosis factor alpha (TNF-α), which are secreted by Th1 lymphocytes or lipopolysaccharide (LPS) from microbes. These cells secrete certain proinflammatory cytokines, including interleukin-6 (IL-6), IL-12, IL-1β and TNF-α, and produce inflammatory mediators, such as nitric oxide (NO) and reactive oxygen species (ROS), to activate antitumor immunity at the early stages of tumor onset [13]. Conversely, immunosuppressive (protumorigenic) M2-like macrophages are activated by Th2 cytokines, including IL-4, IL-13, and IL-10, which are secreted by the dominant Th2 lymphocytes in the TME or tumor cells at later stages, resulting in the upregulated expression of specific chemokines such as CCL17 and CCL22 and immunosuppressive cytokines such as IL-10 and transforming growth factor-β (TGF-β) [14]. Moreover, M2-like macrophages express high levels of certain markers, including ARG1, FIZZ1, YM1, MGL1, MGL2, CD36 and CD163 [15]. The changes in TAM phenotype during tumor progression reveals their crucial roles in tumor development and highlights the potential of targeting TAM infiltration, proliferation, and polarization as promising strategies for cancer immunotherapy.

We previously showed that IL-4-induced M2 macrophages activate phosphoglycerate dehydrogenase (PHGDH), which is the first rate-limiting enzyme of the serine synthesis pathway (SSP) and is required for their anti-inflammatory functions [16]. Furthermore, PHGDH was found to be highly expressed in TAMs isolated from murine orthotopic lung tumors [17], and its inhibition suppressed IL-4-stimulated M2 polarization and macrophage proliferation [16, 18]. These studies imply that PHGDH could be exploited for targeting TAMs and strengthening antitumor immunity. However, the influence of PHGDH on macrophage polarization has not been thoroughly defined and remains controversial. A previous study reported that LPS stimulation upregulates *Phgdh* expression as well as the ensuing one-carbon metabolism in bone marrow-derived macrophages (BMDMs), contributing to M1 polarization [19]. In contrast, another group found that LPS has no effect on the expression of *Phgdh* or other enzymes within the SSP in vitro, but exogenous serine is necessary for proinflammatory IL-1β production [20]. In addition, most experiments examining the effects of PHGDH mutation on tumor growth have utilized mouse strains lacking adaptive immunity, and systemic administration of pharmacological drugs concurrently affects both tumor cells and the TME. Thus, distinguishing the specific contribution of PHGDH to TAM-mediated effects on tumor development is challenging.

In this study, we applied genetic approaches to ablate the *Phgdh* gene in macrophages and discovered that PHGDH was necessary for the immunosuppressive activation of the Th2 cytokine IL-4. Deletion of *Phgdh* augmented the LPS-stimulated inflammatory phenotype. In a syngeneic mouse model of mesothelioma, we found that PHGDH expression was strongly increased in TAMs and that conditional deletion of *Phgdh* suppressed TAM infiltration and delayed tumor growth. Additionally, our findings suggest that the PHGDH-mediated SSP plays a crucial role in regulating the conversion of glutamate to alpha-ketoglutarate (αKG), which is necessary for mTORC1 signaling activation and sustains immunosuppressive M2 activation and TAM expansion.

## Results

### PHGDH supports macrophage immunosuppression

Gene expression changes following stimulation are highly dynamic, and both gene repression and activation occur at specific time points [21]. Therefore, we stimulated BMDMs with IL-4 or LPS for 3 different periods of time (4 h or 8 h for the early immune response, and 24 h for the late immune response) to investigate the temporal dynamics of gene expression changes involved in macrophage polarization and SSP. Additionally, we evaluated TAMs from mice bearing AE17 mesothelioma tumors (Supplementary Fig. S1A). We found upregulated expression of the PHGDH protein and gene in IL-4-treated macrophages (M2) at 24 h (Fig. 1A and Supplementary Fig. S1B) and upregulated expression of the *Phgdh* messenger RNA (mRNA) in TAMs compared with BMDMs (Fig. 1B). In contrast, LPS stimulation (in M1 macrophages) did not change *Phgdh* mRNA expression at early time points (4 h and 8 h) (Fig. 1A) but did significantly downregulate *Phgdh* gene expression at 24 h. Treatment with the selective PHGDH inhibitor PKUMDL-WQ-2101 (WQ-2101) significantly inhibited the IL-4-induced M2 markers *Arg1*, *Mgl1*, *Mgl2*, *Ym1* and *Tgfb* (Fig. 1C). Notably, these effects of PHGDH inhibition were observed in media supplemented with normal levels of exogenous serine, suggesting that factors other than serine production may play a crucial role in IL-4-induced M2 macrophage polarization. To further study the intrinsic effect of PHGDH on macrophages, we generated myeloid-specific Phgdh knockout mice by crossing *Phgdh*^fl/fl^ mice with *Cx3cr1*^cre/+^ mice (*Phgdh*^fl/fl^ *Cx3cr1*^cre/+^; denoted as *Phgdh*^fl/fl^ *Cx3cr1*-Cre) and control mice by crossing *Phgdh*^fl/fl^ mice with *Cx3cr1*^+/+^ mice (*Phgdh*^fl/fl^ *Cx3cr1*^+/+^; denoted as *Phgdh*^fl/fl^) (Fig. 1D). We confirmed the knockout of PHGDH in macrophages by Western blot analysis of BMDMs from *Phgdh*^fl/fl^ *Cx3cr1*-Cre mice compared to those from *Phgdh*^fl/fl^ mice (Fig. 1E). We observed that the conditional deletion of *Phgdh* did not affect the viability of naive macrophages (Supplementary Fig. S1C), yet M2 polarization was significantly restrained in PHGDH-deficient macrophages upon IL-4 stimulation over time (Fig. 1F). In contrast, PHGDH deficiency had no effect on the expression of the proinflammatory genes *Il1β*, *Il6* and *Tnfα* at 4 h or 8 h (Fig. 1G) but did upregulate *Il1β*, *Il6* and *Tnfα* following LPS treatment at 24 h (Fig. 1G). Thus, these results indicate that PHGDH activity promotes an immunosuppressive M2 phenotype in macrophages.

**Fig. 1:**
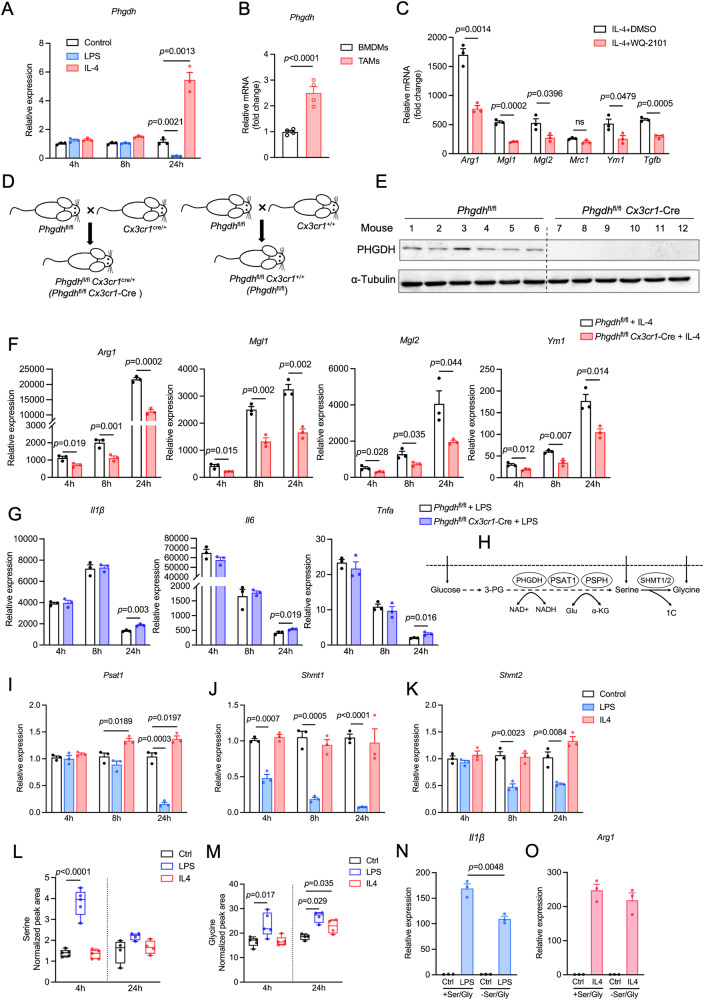
PHGDH deficiency suppresses IL-4-induced M2 polarization but exacerbates LPS-induced proinflammatory activation. **A** qPCR analysis of *Phgdh* mRNA in murine wild-type (WT) BMDMs incubated with DMEM (control), IL-4 (20 ng/mL), or LPS (100 ng/mL) for 4 h (hours), 8 h and 24 h (*n* = 3 independent experiments). **B** qPCR analysis of *Phgdh* mRNA in TAMs (CD11b^+^F4/80^+^) sorted from AE17 mesothelioma cells and BMDMs (control) from nontumor-bearing mice (*n* = 4 biologically independent samples). **C** qPCR analysis of M2 markers in IL-4-induced BMDMs treated with dimethyl sulfoxide (DMSO) or 25 μM WQ-2101 for 24 h (*n* = 3 independent experiments). The data are expressed as the fold change relative to the control (DMEM-treated WT BMDMs). **D** Generation of macrophage-specific *Phgdh* knockout mice (*Phgdh*^fl/fl^ *Cx3cr1*-Cre) by crossing *Phgdh*^fl/fl^ mice with mice expressing the Cre recombinase under the control of the Cx3cr1 promotor (*Cx3cr1*^cre/+^) and control mice (*Phgdh*^fl/fl^) by crossing *Phgdh*^fl/fl^ mice with *Cx3cr1*^+/+^ mice. **E** Western blot analysis of PHGDH protein expression in BMDMs from PHGDH-deficient mice (*Phgdh*^fl/fl^ *Cx3cr1*-Cre) and control mice (*Phgdh*^fl/fl^). **F** qPCR analysis of M2 markers in IL-4-treated PHGDH-deficient BMDMs and IL-4-stimulated *Phgdh*^fl/fl^ BMDMs after 4, 8 and 24 h (*n* = 3 biologically independent samples). The data are expressed as the fold change relative to the control (DMEM-treated *Phgdh*^fl/fl^ BMDMs). **G** qPCR analysis of M1 markers in LPS-stimulated PHGDH-deficient BMDMs and LPS-stimulated *Phgdh*^fl/fl^ BMDMs after 4 h, 8 h, and 24 h (*n* = 3 biologically independent samples). The data are expressed as the fold change relative to the control (DMEM-treated *Phgdh*^fl/fl^ BMDMs). **H** Schematic of serine metabolism, including de novo serine synthesis and one-carbon units. qPCR analysis of *Psat1* (**I**), *Shmt1* (**J**) and *Shmt2* (**K**) in wild-type (WT) BMDMs incubated with DMEM (control), IL-4 (20 ng/mL), or LPS (100 ng/mL) for 4 h, 8 h or 24 h (*n* = 3 independent experiments). Intracellular levels of serine (**L**) and glycine (**M**) in extracts of BMDMs stimulated with IL-4 (20 ng/mL), LPS (100 ng/mL) or DMEM (control) for 4 h and 24 h (*n* = 4 independent experiments). MS peak areas were normalized to internal standards and corresponding pellet protein concentrations. **N**, **O** qPCR analysis of *Il1β* (**M**) and *Arg1* (**N**) in wild-type (WT) BMDMs stimulated with LPS (100 ng/mL) or IL-4 (20 ng/mL) for 4 h in complete DMEM or in complete serine and glycine-depleted (−SG) media (*n* = 3 independent experiments). The data are shown as the mean ± SEM. Statistical significance was calculated using a two-tailed unpaired Student’s *t* test

PHGDH is the first and rate-limiting enzyme of SSP (Fig. 1H). We next asked whether serine metabolism contributes to PHGDH-mediated macrophage polarization. Like that of *Phgdh*, phosphoserine transaminase 1 (*Psat1*) mRNA expression was significantly downregulated upon LPS stimulation but modestly increased upon IL-4 treatment at 24 h (Fig. 1I). Cytoplasmic *Shmt1* expression was strongly downregulated over time upon exposure to LPS, and mitochondrial *Shmt2* was also reduced beginning at 8 h after LPS exposure (Fig. 1J, K). However, IL-4 stimulation had no impact on the expression of these genes (Fig. 1J, K). Genetic deletion of *Phgdh* had no obvious effect on these genes following stimulation with IL-4 or LPS (Supplementary Fig. S1D, E). Moreover, cellular serine and glycine levels were significantly increased upon LPS stimulation (Fig. 1L, M), suggesting that LPS may enhance the import of exogenous serine and glycine to maintain the demand of M1 macrophages. IL-4 stimulation had no effect on serine or glycine levels at 4 h but modestly elevated glycine levels at 24 h (Fig. 1L, M). The alanine-serine-cysteine-threonine transporters ASCT1 and ASCT2, encoded by *Slc1a4* and *Slc1a5*, respectively, have been reported to mediate serine and glycine transport [22]. We therefore measured the gene expression of *Slc1a4* and *Slc1a5* upon LPS or IL-4 stimulation. Surprisingly, the mRNA expression of *Slc1a4* was not affected by LPS stimulation at 4 or 24 h (Supplementary Fig. S1F), whereas *Slc1a4* was upregulated by IL-4 stimulation at 4 h (Supplementary Fig. S1F). *Slc1a5* expression was even downregulated upon LPS stimulation but was not affected by IL-4 stimulation (Supplementary Fig. S1J). We then proceeded to investigate whether exogenous serine and glycine levels influence macrophage polarization. Inhibition of ASCTs by the specific inhibitor L-phenylglycine (l-phg) [23] downregulated LPS-induced *Il1β* expression (Supplementary Fig. S1H) but not IL-4-induced *Arg1 expression* (Supplementary Fig. S1I). Furthermore, the absence of serine and glycine (-SG) in the medium reduced LPS-induced *Il1β* (Fig. 1N), whereas the IL-4-induced M2 marker *Arg1* (Fig. 1O) was not affected by conditional deprivation, highlighting the importance of exogenous serine and glycine for LPS-induced M1 polarization [19] but not for IL4-induced M2 polarization [16]. Taken together, these findings indicate that PHGDH is necessary for IL-4-induced immunosuppressive macrophage activation but is dispensable for the LPS-stimulated inflammatory phenotype.

### PHGDH contributes to M2-like TEM polarization and macrophage proliferation

Given the highly M2-like nature of TAMs in the complex TME and the high expression of *Phgdh* in isolated TAMs, we investigated whether PHGDH is required for the function of TAMs. We generated tumor-educated macrophages (TEMs) by culturing *Phgdh*^fl/fl^ and PHGDH-deficient BMDMs in tumor-conditioned media (TCM) derived from cancer cell lines with high PHGDH amplification; these cells included murine AE17 mesothelioma, human A549 lung cancer, human HCT116 colon cancer, and human MDA-MB-231 breast cancer cells without significant PHGDH amplification (Supplementary Fig. S2A). We found that all of the activated *Phgdh*^fl/fl^ TEMs exhibited upregulated expression of the ARG1 protein (Fig. 2A, B, Supplementary Fig. S2B, C) and the release of the immunosuppressive cytokine transforming growth factor-β (TGF-β) (Fig. 2C). However, deletion of *Phgdh* downregulated the expression of ARG1 and TGF-β (Fig. 2A–C, Supplementary Fig. S2B, C). The expression of another TAM marker, vascular endothelial growth factor (VEGF; also called VEGF-A), was also reduced by PHGDH deficiency (Fig. 2D), suggesting that PHGDH plays a crucial role in promoting M2-like TEM polarization, regardless of the PHGDH levels in the corresponding cancer cells. Moreover, coculture of *Phgdh*^fl/fl^ BMDMs with AE17 cells further upregulated the expression of the anti-inflammatory cytokine *Il10* in response to LPS, but PHGDH deficiency downregulated the expression of *Il10* (Fig. 2E).

**Fig. 2:**
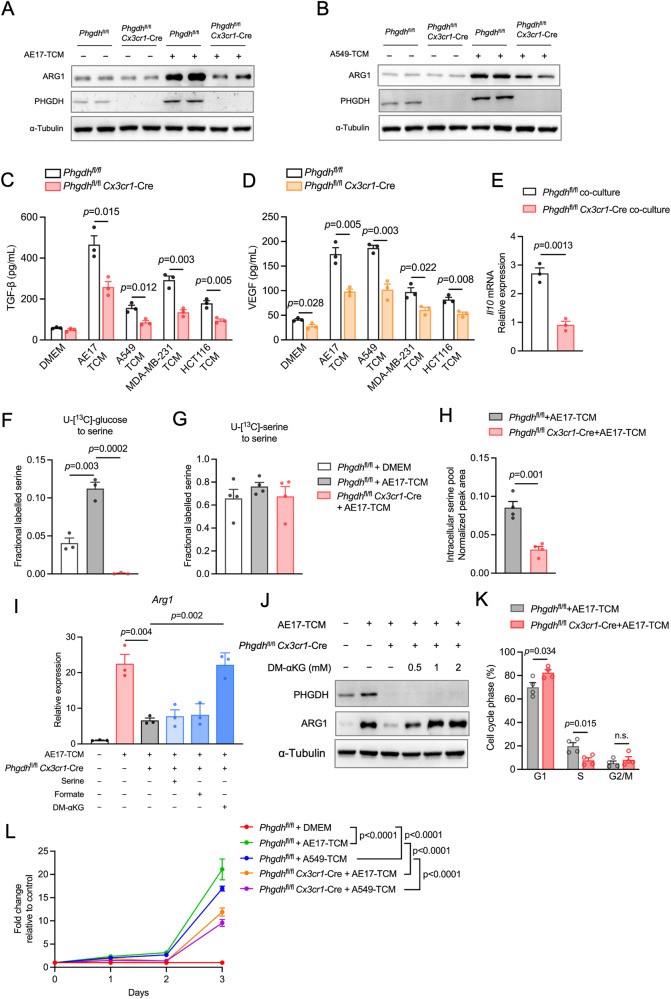
PHGDH-mediated de novo serine synthesis supports M2-like TEM polarization and macrophage proliferation. Western blot detection of ARG1 and PHGDH in *Phgdh*^fl/fl^ *Cx3cr1*-Cre BMDMs and *Phgdh*^fl/fl^ BMDMs incubated with DMEM, AE17-TCM (**A**) or A549-TCM (**B**) for 24 h. Protein secretion of TGF-β (**C**) and VEGF (**D**) in PHGDH-deficient BMDMs and *Phgdh*^fl/fl^ BMDMs incubated with AE17-TCM, A549-TCM, MDA-MB-231-TCM or HCT116-TCM for 24 h (*n* = 3 biologically independent samples). **E** qPCR analysis of *Il-10* in PHGDH-deficient BMDMs and control BMDMs cocultured with AE17 cells for 24 h (*n* = 3 independent experiments). The data are expressed as the fold change relative to the control (*Phgdh*^fl/fl^ BMDMs cocultured with DMEM). **F** ^13^C-labeling of serine in PHGDH-deficient BMDMs and *Phgdh*^fl/fl^ BMDMs incubated with AE17-TCM for 24 h and then pulsed with U-[^13^C]-glucose for 2 h (*n* = 3 independent experiments). **G** ^13^C-labeling of serine in PHGDH-deficient BMDMs and *Phgdh*^fl/fl^ BMDMs incubated with AE17-TCM for 24 h and then pulsed with U-[^13^C]-serine for 2 h (*n* = 3 independent experiments). **H** Intracellular level of serine in control BMDMs and PHGDH-deficient BMDMs (*n* = 4 independent experiments). **I** qPCR analysis of *Arg1* expression in PHGDH-deficient BMDMs incubated with AE17-TCM supplemented with serine, formate or 1 mM dimethyl-α-ketoglutarate (DM-αKG) (*n* = 3 independent experiments). **J** Western blot analysis of PHGDH and ARG1 in PHGDH-deficient BMDMs incubated with AE17-TCM supplemented with 0.5 mM, 1 mM, 2 mM or without DM-αKG. **K** Cell cycle analysis of BMDMs from PHGDH-deficient and control mice by 7-AAD and BrdU staining (*n* = 4 independent experiments). n.s. nonsignificant. **L** PHGDH-deficient BMDMs and control BMDMs were treated with AE17-TCM or A549-TCM for the indicated days and then incubated for 1 h with CCK8 reagent (*n* = 4 biologically independent samples). The optical density (OD) was detected at 450 nm. The data were normalized to the control (DMEM-treated *Phgdh*^fl/fl^ BMDMs) and are expressed as the fold change relative to the control. All the data are shown as the mean ± SEM. Statistical significance was calculated using a two-tailed unpaired Student’s *t* test

We next sought to evaluate whether serine metabolism was necessary for M2 macrophage polarization in the tumor context. Notably, serine levels were decreased in AE17-TCM, A549-TCM and MDA-MB-231-TCM cells, while glycine levels were increased compared to those in fresh or macrophage-conditioned medium (BMDM-CM) (Supplementary Fig. S2D, E). After incubation, the extracellular levels of both serine and glycine remained unchanged in the TEMs (Supplementary Fig. S2D, E), suggesting that exogenous serine is not necessary for TEM activation. To verify this, we performed pulsed stable isotope labeling with uniformly ^13^C-labeled (U-[^13^C]) glucose or serine, followed by gas chromatography‒mass spectrometry (GC‒MS) analysis. We found that, compared with the control, AE17-TCM-induced TEMs significantly increased the incorporation of glucose-derived carbons into serine (Fig. 2F), whereas the uptake of U-[^13^C]-serine was comparable between the TEMs and the control (Fig. 2G). Notably, PHGDH deficiency markedly reduced the incorporation of labeled glucose into serine (Fig. 2F) and decreased the intracellular serine pool (Fig. 2H). However, the demand of TEMs for exogenous serine was not affected by PHGDH deficiency (Fig. 2G). Therefore, TEMs rely on PHGDH-mediated de novo serine synthesis to maintain their intracellular serine pools.

We then asked whether supplementation with key metabolites of serine metabolism could restore the immunosuppressive phenotype in PHGDH-deficient TEMs. Surprisingly, serine and formate (known to be a one-carbon donor) were unable to restore M2-like activation in the TEMs (Fig. 2I). However, supplementation with cell-permeable αKG, the byproduct of SSP (Fig. 1H), restored the mRNA and protein expression of the M2 marker ARG1 in PHGDH-deficient TEMs (Fig. 2I, J). Importantly, we observed a concentration-dependent effect of αKG on ARG1 expression (Fig. 2J). In addition, both the AE17-TCM- and A549-TCM-treated BMDMs exhibited greater confluence and elongated morphology than the untreated BMDMs (Supplementary Fig. S2F). PHGDH deficiency led to a reduced cell number and altered morphology (Supplementary Fig. S2F) but did not induce apoptosis, as evidenced by the unchanged cleaved (cl.) caspase-3 (Supplementary Fig. S2G). Cell cycle analysis revealed that the cell cycle progression of PHGDH-deficient macrophages was inhibited, as indicated by a decreased percentage of cells in S-phase and increased percentage of cells in G1-phase (Fig. 2K). We next performed a CCK8 assay to evaluate the effects of PHGDH on TEM proliferation. As BMDMs differentiate into primary macrophages with limited proliferative capacity, we observed low OD450 values in both TEMs and untreated BMDMs (control) (Supplementary Fig. S2H). However, the increasing relative OD450 values of the AE17-TCM- and A549-TCM-treated TEMs indicated that the proliferative capacity of the TEMs was greater than that of the control (Fig. 2L). In contrast, genetic deletion of *Phgdh* suppressed the proliferation of TEMs (Fig. 2L). Taken together, these results indicate that PHGDH-mediated de novo serine synthesis is essential for M2-like TEM polarization and macrophage proliferation.

### PHGDH suppression impairs TAM infiltration and tumor growth

We hypothesized that the loss of PHGDH in macrophages, which results in attenuated M2-like TEM polarization and proliferation, may confer greater antitumor immunity in vivo. To test this hypothesis, we subcutaneously injected *Phgdh*^fl/fl^ and *Phgdh*^fl/fl^ *Cx3cr1*-Cre mice with AE17 cells and monitored tumor growth over time. In three independent experiments, we consistently found that both tumor volume (Fig. 3A and Supplementary Fig. S3A) and tumor weight were lower (by 34%, *p* = 0.034) (Fig. 3B) in the macrophage-specific *Phgdh*-knockout mice (8–12 weeks) than in the control mice (8–12 weeks) and corresponded to a significant reduction in TAM (CD45^+^CD11b^+^F4/80^+^) infiltration (Fig. 3C and Supplementary Fig. S3B). Moreover, depletion of PHGDH markedly decreased the population of M2-like TAMs (MHC-II^lo^CD206^+^) but increased the population of M1-like TAMs (MHC-II^hi^CD206^−^) (Fig. 3D and Supplementary Fig. S3B). To examine the influence of PHGDH ablation on the expression of macrophage-associated markers, we used fluorescence-activated cell sorting to isolate TAMs from *Phgdh*^fl/fl^ *Cx3cr1*-Cre tumor-bearing mice and analyzed the mRNA expression of several protumorigenic and proinflammatory markers. We found that compared with TAMs from *Phgdh*^fl/fl^ tumor-bearing mice, those from *Phgdh*^fl/fl^ *Cx3cr1*-Cre tumor-bearing mice exhibited significant upregulation of genes linked to an M1-like/proinflammatory phenotype (*Nos2* and *Tnfa*) (Fig. 3E), while downregulated genes were associated with an M2-like/protumorigenic phenotype (*Arg1*, *Tgfb* and *Il10*) (Fig. 3F). In addition to traditional M1-/M2-like TAMs, four distinct macrophage subsets have been characterized in human tumor tissues in a previous study, revealing the heterogeneity of macrophages in the TME [24]. To understand the impact of PHGDH on different cell populations, we selected 1–2 markers for each phenotype and conducted qPCR analysis. We found that PHGDH deficiency downregulated *Slc40a1* and *Gpnmb*, which are markers for the Mφ-c2-C1QA subset and *Apoe*, a marker for the Mφ-c3-APOE subset, while it had no effect on the other two subsets, Mφ-c1-THBS1 (represented by *Thbs1*) and Mφ-c4-GPX3 (represented by *Lst1* and *Fcgr3*) (Supplementary Fig. S3C). Taken together, these findings indicate that PHGDH selectively modulates the behavior of specific TAM subsets in the TME. In addition to traditional M2-like TAMs, Mφ-c2-C1QA and Mφ-c3-APOE TAMs are inhibited, indicating the crucial role of PHGDH in regulating these particular macrophage populations. In contrast, the results for the unaffected cell subsets, namely, Mφ-c1-THBS1 and Mφ-c4-GPX3, suggested that these cells were functionally independent of PHGDH or potentially regulated by alternative pathways. These findings suggest that targeting PHGDH in macrophages may reprogram certain TAM populations and decrease tumor malignancy. Indeed, the number of Ki67^+^ proliferating cells was slightly lower in *Phgdh*^fl/fl^ *Cx3cr1*-Cre tumors than in *Phgdh*^fl/fl^ tumors, although the difference did not reach statistical significance (Fig. 3G). Furthermore, we observed significant downregulation of PD-L1 in *Phgdh*^fl/fl^ *Cx3cr1*-Cre TAMs compared to *Phgdh*^fl/fl^ TAMs (Fig. 3H), suggesting that PHGDH deficiency may impact antitumor T-cell functions. Surprisingly, PHGDH deficiency had no impact on the total T-cell population or on the CD4 or CD8 subsets (Supplementary Figs. S3D and S4A). However, we observed a modest increase in CD8^+^CD25^+^ and CD8^+^IFNγ^+^ T cells (Fig. 3I, J), while regulatory T cells (CD4^+^FOXP3^+^CD25^+^ Tregs) were decreased (Fig. 3K). Earlier studies have reported that *Cx3cr1* is also expressed in lymphocytes [25]. To exclude the possibility of off-target effects of the *Cx3cr1*-Cre strain on the status of PHGDH in T cells, we evaluated PHGDH protein expression in T cells within tumor tissues via immunofluorescence staining of CD3. As shown in Supplementary Fig. S4B, there was no obvious difference in PHGDH expression in T cells between *Phgdh*^fl/fl^ and *Phgdh*^fl/fl^ *Cx3cr1*-Cre tumor-bearing mice. This finding suggested that the *Phgdh*^fl/fl^ *Cx3cr1*-Cre strain does not influence the expression of PHGDH in T cells. Notably, we conducted similar experiments in older mice (16–18 weeks) but observed no significant antitumor effects of PHGDH conditional ablation in these mice (data not shown), suggesting that the immune system of older mice might be less responsive to the alterations induced by PHGDH deficiency. Taken together, our findings indicate that the loss of PHGDH not only results in reduced TAM infiltration in younger mice and a restrained immunosuppressive phenotype but also leads to the inhibition of tumor growth and partial restoration of antitumor immunity.

**Fig. 3:**
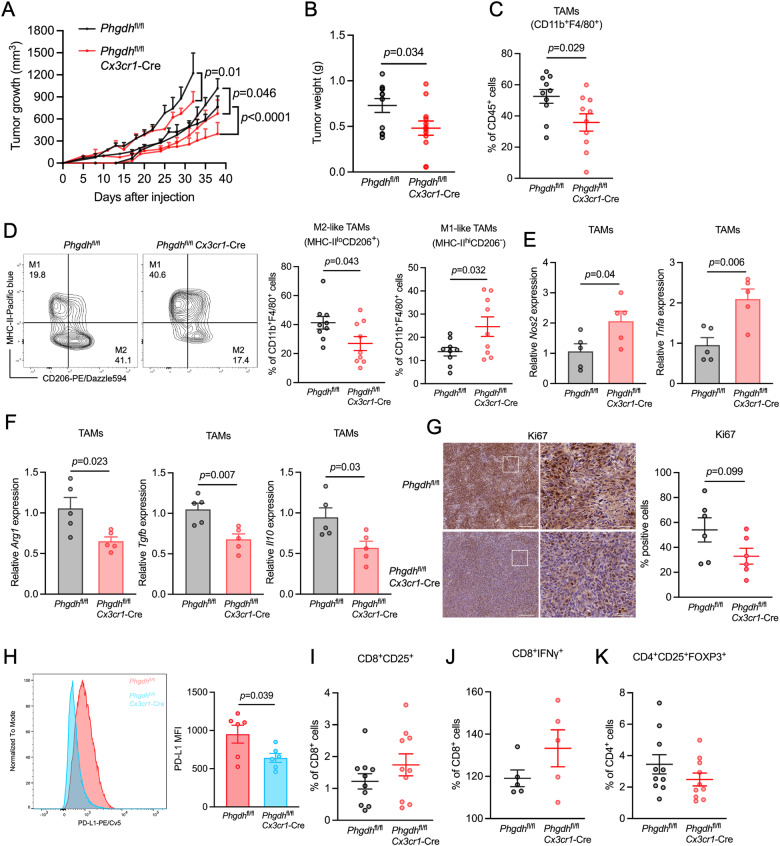
Macrophage-specific *Phgdh* ablation reduces tumor growth, TAM infiltration and polarization. **A** Tumor growth curves showing the mean tumor volume at the indicated timepoints following implantation of AE17 cells into *Phgdh*^fl/fl^ (batch1, *n* = 5; batch2, *n* = 3; batch3, *n* = 3) and *Phgdh*^fl/fl^ *Cx3cr1*-Cre (batch1, *n* = 5; batch2, *n* = 3; batch3, *n* = 4) mice. The data represent three independent experiments. **B** Tumor weights of mice injected with AE17 mesothelioma cells from **A**. The tumor data were collected on Day 32, Day 35 or Day 38 after tumor transplantation (*Phgdh*^fl/fl^, *n* = 11 in total; *Phgdh*^fl/fl^ *Cx3cr1*-Cre, *n* = 12 in total). Each symbol represents one individual. **C** Flow cytometry analysis of the proportion of TAMs (CD45^+^CD11b^+^F4/80^+^) among tumors from *Phgdh*^fl/fl^ (*n* = 10) and *Phgdh*^fl/fl^ *Cx3cr1*-Cre mice (*n* = 10). The data represent three independent experiments. **D** Flow cytometry analysis of M1-like TAMs (MHC-II^hi^CD206^−^) and M2-like TAMs (MHC-II^lo^CD206^+^) from *Phgdh*^fl/fl^ tumors (*n* = 9) and *Phgdh*^fl/fl^ *Cx3cr1*-Cre tumors (*n* = 9). The data represent three independent experiments. qPCR analysis of the antitumorigenic markers *Nos2* and *Tnfa* (**E**) and the protumorigenic markers *Arg1*, *Tgfb*, and *Il10* (**F**) in TAMs sorted from mice with AE17 tumors (*n* = 5 tumors per condition). The data are expressed as the fold change relative to the control. The results represent two independent experiments. **G** Representative immunohistochemical (IHC) images (left) and quantification (right) of Ki67-stained cells in tumor sections from mice with AE17 mesothelioma tumors (*n* = 6 tumors per condition). The data represent two independent experiments. Scale bar, 200 µm (left), 50 µm (right). **H** Representative histogram (left) and quantitative plot (right) of PD-L1^+^ TAMs in tumor sections from mice with AE17 tumors (*n* = 6 tumors per condition). The data represent two independent experiments. Analysis of the proportions of activated CD8^+^ (CD3^+^CD8^+^CD25^+^) (**I**, *n* = 10 tumors per condition), CD8^+^IFNγ^+^ (**J**, *n* = 5 tumors per condition) and Treg (CD4^+^CD25^+^FOXP3^+^) (**K**, *n* = 10 tumors per condition) cells from mice with AE17 mesothelioma tumors. The results represent three independent experiments (**I** and **K**) or two independent experiments (**J**). All of the data are shown as the mean ± SEM. Statistical significance was calculated using two-way ANOVA with Tukey’s multiple comparison test (**A**) or a two-tailed unpaired Student’s *t* test (**B**–**K**)

### PHGDH suppression drives macrophage metabolic reprogramming

To shed light on the mechanisms by which PHGDH maintains the immunosuppressive phenotype of TAMs, we performed transcriptomic analyses of *Phgdh*^fl/fl^ and *Phgdh*^fl/fl^ *Cx3cr1*-Cre macrophages from AE17 cells treated with TCM. 

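For the RNA-seq experiment, TEMs were BMDMs kept for 24 h in AE17-TCM, the medium conditioned by cells of the murine mesothelioma line AE17. RNA was sequenced from 4 samples of *Phgdh* fl/fl TEMs and 4 samples of *Phgdh* fl/fl *Cx3cr1*-Cre TEMs, in which the Cre recombinase is expressed from the *Cx3cr1* locus. The authors mapped the single-end reads to the mouse mm10 genome with TopHat2 and counted them per gene with HT-seq. For 18635 genes they deposited the read count of each sample divided by the size factor of that sample, called the normalized count here. The reads counted on genes, recovered from these values, were 46533603, 47027420, 41998820 and 45467325 in the samples of *Phgdh* fl/fl TEMs (median 46000464). In the samples of *Phgdh* fl/fl *Cx3cr1*-Cre TEMs they were 38219563, 41162151, 42118499 and 44149669 (median 41640325). The 10 most abundant genes took between 11.9% and 12.8% of the reads of a sample. Each pair of samples of the same genotype differed by more than sampling noise, with a chi-square per gene between 1.89 and 7.15. The legend of Fig. 4A calls the samples biologically independent, and all 8 were used as separate replicates. The RNA-seq methods do not say how many mice they came from. The chi-square cannot tell cells of different mice from separate cultures of the same mouse, so that the spread between replicates may not be that between mice. Between genotypes the chi-square per gene lay between 24.9 and 42.5. The first principal component carried 44.8% of the variance and separated the genotypes, and the second carried 13.2% and did not. On the second, replicates 1 and 4 of both genotypes lay between 8.302 and 12, and replicates 2 and 3 between -13.21 and -6.213. The genotypes were compared with limma (eBayes with a mean-variance trend) on log2(normalized count + 1) over the 13629 genes with a mean normalized count of at least 10, and p-values were adjusted by the Benjamini-Hochberg method. Each log2 fold change is given for *Phgdh* fl/fl *Cx3cr1*-Cre TEMs over *Phgdh* fl/fl TEMs on this scale, which understates the change of genes with few reads. The filter on low values is the choice that moved the number of genes the most. The labels and the paper's text name no sequencing batch for these libraries, so that none could be compared.

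The targeted gene *Phgdh* (ENSMUSG00000053398) lies on the minus strand of chromosome 3 of mm10 from 98313170 to 98339990. Its normalized count was 117 ± 9.82 (SD, n = 4) in *Phgdh* fl/fl TEMs and 27.1 ± 9.39 (SD, n = 4) in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs. The samples of *Phgdh* fl/fl TEMs lay between 104.9 and 128.9 and the samples of *Phgdh* fl/fl *Cx3cr1*-Cre TEMs between 14.2 and 35.3, so that reads of the gene were still counted in each sample with the Cre. The log2 fold change was -2.15 (standard error 0.21, limma adjusted p = 5.1e-08). Across 4 samples against 4, the exact two-sided permutation test gave p = 0.029, the smallest p that this design allows. With each sample left out in turn, the ratio of the means, 0.231 with all samples, stayed between 0.208 and 0.268.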

Notably, PHGDH deficiency not only suppressed the TCM-induced expression of genes associated with M2-like (protumorigenic) polarization, as indicated by the expression of *Arg1*, *Tgfb, Mgl1* (*Clec10a*), *Ccl22, and Cd36* but also strongly stimulated the expression of genes associated with an M1-like (antitumorigenic) signature (e.g., *Ccl5*, *Cxcl1*, *Cxcl9*, *Cd86*, *Il18* and *Nos2*) (Fig. 4A). 

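These values compare the genotypes under TCM, and BMDMs without TCM were not analysed here. *Arg1* (ENSMUSG00000019987, chromosome 10 from 24915221 to 24927484) had a normalized count of 1610 ± 86.7 (SD, n = 4) in *Phgdh* fl/fl TEMs and 291 ± 30.2 (SD, n = 4) in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs. Its log2 fold change was -2.47 (standard error 0.06, limma adjusted p = 4.7e-17). The fold changes of the other M2-like genes named here were smaller. On the log2 scale they were -0.45 for *Cd36*, -0.41 for *Clec10a*, -0.36 for *Ccl22* and -0.15 for *Tgfb1*, each with a limma adjusted p under 0.05 and with all samples of *Phgdh* fl/fl *Cx3cr1*-Cre TEMs below all samples of *Phgdh* fl/fl TEMs. For *Ccl22* (adjusted p = 0.0261) the adjusted p rose to between 0.0519 and 0.0736 in 5 of the other settings.

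Among the M1-like genes, *Ccl5* (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518) rose from 6242 ± 249 to 9680 ± 234 normalized counts (SD, n = 4 each), a log2 fold change of 0.63 (standard error 0.03, limma adjusted p = 2.6e-13). The log2 fold change was 0.72 for *Nos2*, 0.50 for *Cxcl1*, 0.34 for *Cd86* and 0.20 for *Il18*. Each of these 4 genes had a limma adjusted p under 0.05, but that of *Il18* (0.0269) rose to between 0.0524 and 0.0828 in 5 of the other settings. *Cxcl9* had few reads, with 6.69 ± 2.73 normalized counts (SD, n = 4) in *Phgdh* fl/fl TEMs and 10.3 ± 1.79 (SD, n = 4) in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs. It lay below the filter on low values, and its difference did not exceed the spread between replicates (exact permutation test, two-sided, p = 0.0857).

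Of the 15 M1-like genes drawn in Fig. 4A, 14 passed the filter, and all 14 were higher in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs with an adjusted p under 0.05. Their median log2 fold change was 0.64, and in 13 of them all samples of one genotype lay above all samples of the other. Among genes without any difference, 2.86% would show this. Many genes differed here, so that the share among the other tested genes is higher. Of 51 tested G2/M genes, for example, 20 showed it. The groups overlapped for *Il1a*. All 13 M2-like genes of Fig. 4A were lower, with a median of -0.22. Of these, 12 had an adjusted p under 0.05 and 12 had groups that did not overlap. The exception to both was *Vegfa* (log2 fold change -0.052), which passed only when p-values were adjusted over the list alone. *Folr2* (log2 fold change -1.28) lies on chromosome 7 from 101839988 to 101857194, inside a stretch with a run of changed genes. *Cd86* lies on chromosome 16 from 36603869 to 36666081, and *Cd80* from 38455561 to 38496335. Close to *Cd86*, *Slc15a2* (from 36750177 to 36784962) rose from a mean of 1.18 to 108 normalized counts. A difference in sequence between the mice was not tested there, so that a local effect on *Cd86* and *Cd80* is not excluded. As a group, the lists differed from the other tested genes by limma's camera test with an inter-gene correlation of 0.01 (p = 3.9e-09 for the M1-like and 9.6e-11 for the M2-like list). The paper's text does not name how the genes drawn were chosen, so the tests are not taken as a sign of stability. The alternative that moved the M1-like median the most was a filter at a mean FPKM of at least 5, under which it was 0.31. Of the M1-like genes that filter keeps only *Ccl5*, *Il15*, *Il18* and *Cd86*, so that the value is not a smaller change of the same list. From the lower M2-like genes and the higher M1-like genes, the paper concludes that PHGDH deficiency suppressed the protumorigenic and stimulated the antitumorigenic expression of TEMs. Other markers, which the paper measures in TAMs, did not all move that way in TEMs. In the authors' deposited table, *Slc40a1* (log2 fold change 0.52), *Gpnmb* (0.36) and *Cd274* (0.71), the gene of PD-L1, were higher. *Il10* (-0.01) and *Tnf* (-0.05) had adjusted p-values above 0.05 there.

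**Figure D1:**
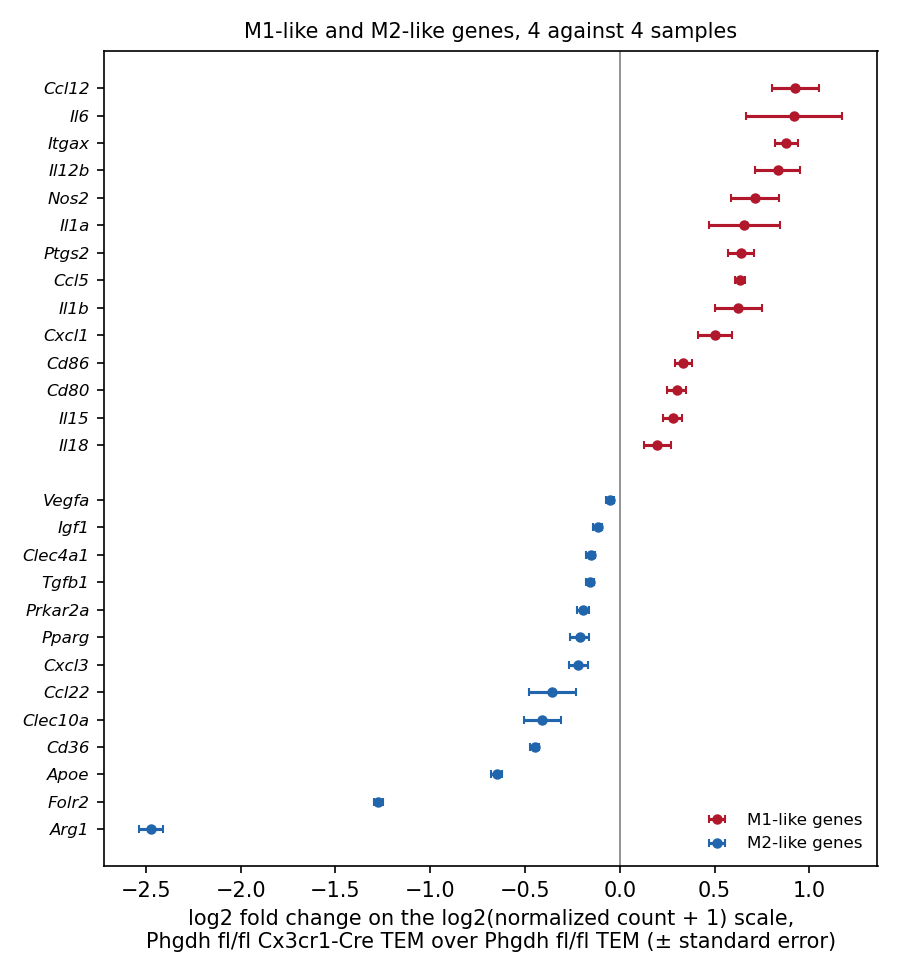
Log2 fold change on the log2(normalized count + 1) scale of each tested M1-like and M2-like gene of Fig. 4A, Phgdhfl/fl Cx3cr1-Cre TEMs over Phgdhfl/fl TEMs, with 4 samples per genotype. Points are limma estimates and bars their standard errors, and the 14 M1-like genes lie right of 0 and the 13 M2-like genes left of 0, with *Arg1* at -2.47.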

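The hallmark gene sets were not used here. Gene lists and Reactome sets chosen beforehand stand in their place, each tested against the other genes with camera, first at a fixed inter-gene correlation and then with the correlation estimated from the data. Of Seurat's list of S phase genes, 42 were tested, with a median log2 fold change of -0.21. Of these, 30 were lower and 4 higher in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs with an adjusted p under 0.05 over all genes, and 36 passed when adjusted over the list alone. In 28 the samples of the genotypes did not overlap, against 2.86% of genes without a difference and 20 of the 51 G2/M genes below. The list was lower as a group at p = 1.7e-07, and at p = 0.0206 with the estimated correlation. The alternative that moved its median the most was FPKM computed from the recovered reads, which gave -0.13 and was chosen after the data were seen. Seurat's list of G2/M genes did not follow. Its 51 tested genes had a median of 0.091, with 18 higher and 5 lower at an adjusted p under 0.05 (24 over the list alone). It was higher as a group at p = 0.0111 but not with the estimated correlation (p = 0.326).

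For the 79 tested subunits of the respiratory chain and ATP synthase the median was -0.12, with 44 lower and 2 higher at an adjusted p under 0.05 (50 over the list alone). The list was lower at p = 6.8e-09 and did not pass with the estimated correlation (p = 0.172). After a trend of fold change on GC content and gene length was taken off, its median was -0.056.

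Over 15 Reactome sets with Benjamini-Hochberg adjustment of the camera p, 8 had an adjusted p under 0.05, and 0 had one with the estimated correlation, where 6 had an unadjusted p under 0.05. The set of E2F mediated regulation of DNA replication was lower (median -0.15, 21 of 27 genes, adjusted p = 0.00655). It no longer passed with the filter at a mean FPKM of at least 5 (median -0.13, adjusted p = 0.184). The S phase set (median -0.10, adjusted p = 5.8e-07) and the respiratory electron transport set (median -0.13, 66 of 71 genes, adjusted p = 1.3e-08) were lower as well. The set of glycolysis (median -0.088, 14 of 23 genes lower) stayed above the threshold at an adjusted p of 0.0566. The 11 genes of mTORC1-mediated signalling did not stand apart (median -0.013, adjusted p = 0.429), and their median was 0.0020 with scaling to total reads, which moved the median of all tested genes from -0.0018 to 0.013. Neither the set of chemokine receptors and chemokines (median 0.038, adjusted p = 0.743) nor that of interferon gamma signaling (median 0.027, adjusted p = 0.672) stood apart from the other genes, and the median of the former changed sign with quantile normalization (-0.019).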

Gene set enrichment analysis (GSEA) revealed that genetic ablation of PHGDH notably decreased the “E2F transcription factor target”, “mitochondrial oxidative phosphorylation” (OXPHOS), “glycolysis”, and “mTORC1 signaling” signatures and concurrently augmented the “inflammatory response” and “p53 pathway” (Fig. 4B, C, Supplementary Fig. S5A–C), implying that PHGDH plays a major role in regulating the cell cycle and metabolic reprogramming. KEGG enrichment analysis revealed dramatic downregulation of numerous metabolic pathways, including “pyrimidine metabolism”, “purine metabolism”, “arginine and proline metabolism”, and “glycine, serine and threonine metabolism”, in *Phgdh*^fl/fl^ *Cx3cr1*-Cre TEMs (Supplementary Fig. S5D), all of which are purportedly critical for supporting the function of M2 macrophages and cell proliferation. 

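The KEGG sets were not used here, and Reactome sets with related content were tested by camera with an adjusted p over all 15 sets. Purine metabolism had a median log2 fold change of -0.12, with 25 of 32 genes lower in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs (adjusted p = 0.000871). Pyrimidine metabolism had a median of -0.11, with 15 of 19 genes lower, and lay close to the threshold (adjusted p = 0.0486). Over the alternatives its adjusted p lay between 0.0279 and 0.94, and it no longer passed with DESeq2 (0.117), fgsea (0.113), the estimated correlation (0.111), the filter at a mean FPKM of at least 5 (0.94), computed FPKM (0.153) or without some of the samples. The set of amino acid synthesis and interconversion, which holds *Phgdh* itself as its lowest gene, had a median of -0.10 with 10 of 15 genes lower, and did not pass (adjusted p = 0.0566). DNA replication (median -0.14, 80 of 99 genes lower, adjusted p = 7.9e-09) and mRNA splicing (median -0.13, 99 of 115 genes lower, adjusted p = 2.4e-11) were lower.

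All 85 tested genes of cytosolic ribosomal proteins were lower in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs, 77 of them with an adjusted p under 0.05 (79 over the list alone), and their median was -0.19. The groups did not overlap for 64 of the 85, against 2.86% of genes without a difference and 20 of the 51 G2/M genes. Many ribosomal protein genes have processed pseudogenes, so that the counting could have split their reads. Of the 38 proteasome subunits, 26 were lower and 2 higher with an adjusted p under 0.05, with a median of -0.13. As groups, the ribosomal proteins were lower at p = 7.7e-26 and the proteasome subunits at p = 1.3e-07 by camera at an inter-gene correlation of 0.01. With the estimated correlation these p-values were 0.0493 and 0.144.

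**Figure D2:**
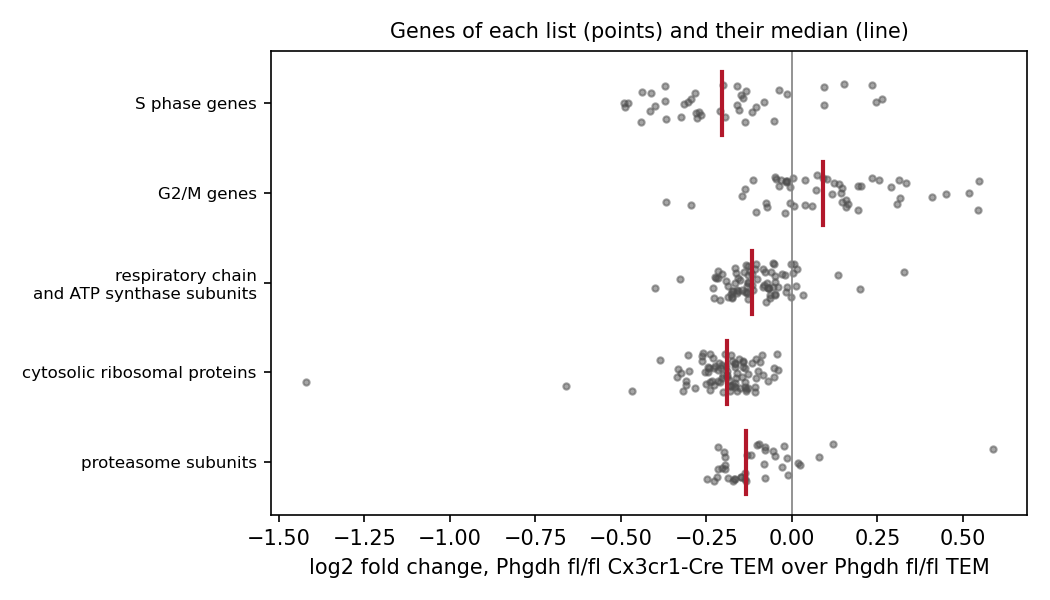
Log2 fold change (horizontal axis) of each tested gene (points) in 5 gene lists, Phgdhfl/fl Cx3cr1-Cre TEMs over Phgdhfl/fl TEMs, with the median of each list as a line; points are spread vertically only to be seen. The medians of the S phase genes, respiratory chain subunits, ribosomal proteins and proteasome subunits lie left of 0, and that of the G2/M genes lies at 0.091.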

We then assessed whether PHGDH deficiency could cause metabolic reprogramming in TEMs. We measured the oxygen consumption rate (OCR), an indicator of OXPHOS, and the extracellular acidification rate (ECAR), a readout of glycolysis. We found that the basal OCR, maximal OCR and ATP-linked respiration of *Phgdh*^fl/fl^ TEMs were strongly elevated compared to those of the control (DMEM-treated *Phgdh*^fl/fl^ BMDMs) (Fig. 4D, E), suggesting an increase in mitochondrial OXPHOS. However, this increase was not observed in PHGDH-deficient cells (Fig. 4D, E), indicating that mitochondrial respiration was inhibited upon PHGDH depletion in TEMs. In addition, both DMEM-treated *Phgdh*^fl/fl^ BMDMs (control) and *Phgdh*^fl/fl^ TEMs cultured in the absence of glucose had similar ECARs (Fig. 4F), whereas the addition of glucose significantly increased the ECAR in *Phgdh*^fl/fl^ TEMs but not in the control (Fig. 4F), consistent with an increase in the Warburg effect in TAMs [26]. Indeed, the conversion of glucose to lactate represented approximately 50% of the maximal glycolytic ability of control macrophages, whereas *Phgdh*^fl/fl^ TEMs used up to 80% of their maximal ability (Fig. 4G). However, PHGDH deficiency significantly reduced the glycolytic capacity triggered by TCM (Fig. 4F, G). These data suggest that, in contrast to the lower overall metabolic activity observed in the control macrophages and PHGDH-deficient TEMs, the *Phgdh*^fl/fl^ TEMs were highly metabolically active. Consistent with these findings, cellular metabolite levels were distinctly different between *Phgdh*^fl/fl^ *Cx3cr1*-Cre TEMs and *Phgdh*^fl/fl^ TEMs (Supplementary Fig. S5E and Supplementary Table S1). In addition, we observed a significant decrease in the levels of the anti-inflammatory metabolites itaconate and taurine (Fig. 4H–J) as well as the polyamine metabolite ornithine (Fig. 4K), which are essential for immunosuppressive macrophage functions in PHGDH-deficient TEMs. These findings suggest that depletion of PHGDH shifts TEMs away from an immunosuppressive metabolic state.

**Fig. 4:**
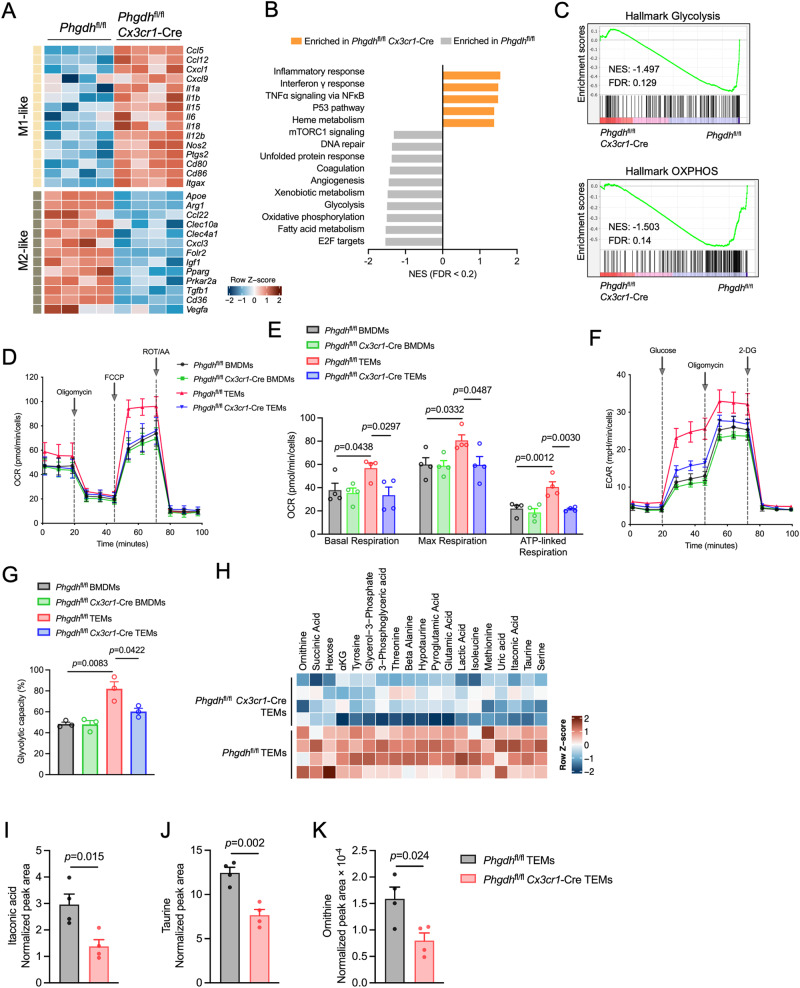
PHGDH deficiency modulates macrophage metabolic reprogramming. **A** Heatmap of M1 and M2 macrophage gene expression in *Phgdh*^fl/fl^ *Cx3cr1*-Cre and *Phgdh*^fl/fl^ BMDMs incubated with AE17-TCM for 24 h (*n*  =  4 biologically independent samples). **B** GSEA was conducted using hallmark gene sets from the Molecular Signatures Database of the Broad Institute. The analysis identified the most significantly enriched gene sets in *Phgdh*^fl/fl^ *Cx3cr1*-Cre and control BMDMs. **C** GSEA plots of the glycolysis (up) and oxidative phosphorylation (OXPHOS) (down) gene signatures in *Phgdh*^fl/fl^ *Cx3cr1*-Cre TEMs relative to *Phgdh*^fl/fl^ TEMs from the analysis in B with their respective normalized enrichment scores (NES) and false discovery rates (FDR). **D** Oxygen consumption rate (OCR) of *Phgdh*^fl/fl^ *Cx3cr1*-Cre BMDMs and control BMDMs incubated with AE17-TCM or DMEM for 24 h followed by exposure to the indicated bioenergetic modulators: oligomycin, carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP), and rotenone/antimycin A (AA) (*n* = 4 independent experiments). The arrow denotes when the compounds were added. **E** Basal OCR, maximal OCR, and ATP-linked respiration from the trace in **A**. **F** Glycolysis stress analysis of *Phgdh*^fl/fl^ *Cx3cr1*-Cre BMDMs and control BMDMs incubated with AE17-TCM or DMEM for 24 h before exposure to the indicated compounds: glucose, oligomycin, and 2-deoxy-D-glucose (2-DG) (*n* = 4 independent experiments). The arrow denotes when the compounds were added. **G** Glycolytic capacity of the trace in **B**. **H** Cellular levels of significantly reduced metabolites in PHGDH-deficient BMDMs compared to those in control BMDMs incubated with AE17-TCM for 24 h (*n* = 4 biologically independent samples). The color bar indicates the range of metabolite levels depicted by the Z score. GC‒MS analysis of the cellular metabolites itaconic acid (**I**), taurine (**J**) and ornithine (**K**) (*n* = 4 biologically independent samples). MS peak areas were normalized to the internal standard and corresponding pellet protein concentration. The data are shown as the mean ± SEM. Statistical significance was calculated using a two-tailed unpaired Student’s *t* test

To verify these results in vivo, we evaluated representative genes of the glycolytic pathway and the subunits of the five protein complexes involved in the electron transport chain (ETC) in TAMs sorted from *Phgdh*^fl/fl^ *Cx3cr1*-Cre and *Phgdh*^fl/fl^ tumor-bearing mice. We found that the expression of most representative genes (*Ndufb8*, *Sdhb*, *Cox5a* and *Atp5a1*) encoding for the ETC was lower in *Phgdh*^fl/fl^ *Cx3cr1*-Cre TAMs than in *Phgdh*^fl/fl^ TAMs (Supplementary Fig. S5F), indicating that PHGDH deficiency reduced TAM OXPHOS, which was consistent with our in vitro Seahorse analyses. Furthermore, compared with their *Phgdh*^fl/fl^ counterparts, *Phgdh*^fl/fl^ *Cx3cr1*-Cre TAMs exhibited a slight decrease (not significant) in the expression of selected genes (*Hk2*, *Gaphd*, *Pgam1*, *Pfkm*, *Pkm* and *Ldha*) involved in glycolysis (Supplementary Fig. S5G). This nuanced effect suggested the possibility of a compensatory response from increased M1-like TAM populations within the tumor tissues of *Phgdh*^fl/fl^ *Cx3cr1*-Cre mice. Moreover, we evaluated two other enzymes (*Psat1* and *Psph*) involved in the de novo serine synthesis pathway (Supplementary Fig. S5H). The *Psat1* and *Psph* gene expression levels did not differ between *Phgdh*^fl/fl^ *Cx3cr1*-Cre TAMs and *Phgdh*^fl/fl^ TAMs, which is consistent with our in vitro data (Supplementary Fig. S1D, E), indicating that the regulatory effect of PHGDH on the other two enzymes is minimal.

### De novo serine synthesis promotes αKG-dependent immunosuppressive macrophage activation

Based on our metabolomic analysis, PHGDH depletion inhibited glutamine utilization in TEMs, as indicated by reduced intracellular levels of glutamate and αKG (Fig. 4H). Our in vivo data confirmed that the serum αKG levels in PHGDH conditional knockout mice were considerably decreased upon tumor injection (Fig. 5A). Interestingly, the serum levels of serine and glycine remained unaffected by the conditional knockout of PHGDH (Fig. 5B), indicating that the daily dietary intake of these nonessential amino acids provided an adequate supply. These findings suggest that the reduced TAM functions observed in PHGDH-deficient mice may not be attributed to alterations in serine and glycine availability. αKG is the key intermediate of the TCA cycle and can be directly linked *via* the de novo serine synthesis pathway, which produces equimolar amounts of serine and αKG because the enzyme PSAT1 converts 3-phosphohydroxypyruvate and glutamine-derived glutamate to phosphoserine and αKG (Fig. 1H) [27]. We hypothesized that SSP plays a crucial role in the conversion of glutamate to αKG and thereby promotes TAM polarization toward an M2-like phenotype. To address this hypothesis, we performed pulsed stable labeling studies using U-[^13^C]-glutamine and revealed that the carbon flow from glutamine to αKG was significantly lower in PHGDH-deficient TEMs (by 40%) than in control cells (Fig. 5C). We then utilized siRNA to silence the expression of *Psat1* in RAW264.7 cells (Fig. 5D). Like in the case of genetic ablation of *Phgdh*, siRNA-mediated *Psat1* suppression decreased U-[^13^C]-glutamine incorporation into αKG (Fig. 5E) and decreased the intracellular αKG level in TEMs (Fig. 5F). In addition, *Psat1* suppression blunted M2-like polarization compared with that in the control group (Fig. 5G). We then investigated whether rescuing the αKG level in *Psat1*-silenced TEMs could restore the immunosuppressive phenotype. As expected, the addition of αKG to AE17-TCM restored macrophage *Arg1* mRNA and protein expression in *Psat1*-silenced TEMs (Fig. 5H, I). Given that supplementation with αKG could restore M2-like TEM polarization, we then asked whether αKG treatment alone is capable of inducing M2-like polarization. Indeed, αKG treatment alone activated *Arg1* expression in a concentration-dependent manner (Fig. 5I–J). In contrast, the expression of the M1-like markers *Il1β* and *Nos2* was strongly inhibited upon αKG treatment (Fig. 5K). Taken together, these results indicate that de novo serine synthesis plays a crucial role in the conversion of glutamate to αKG, contributing to the maintenance of the M2-like phenotype.

**Fig. 5:**
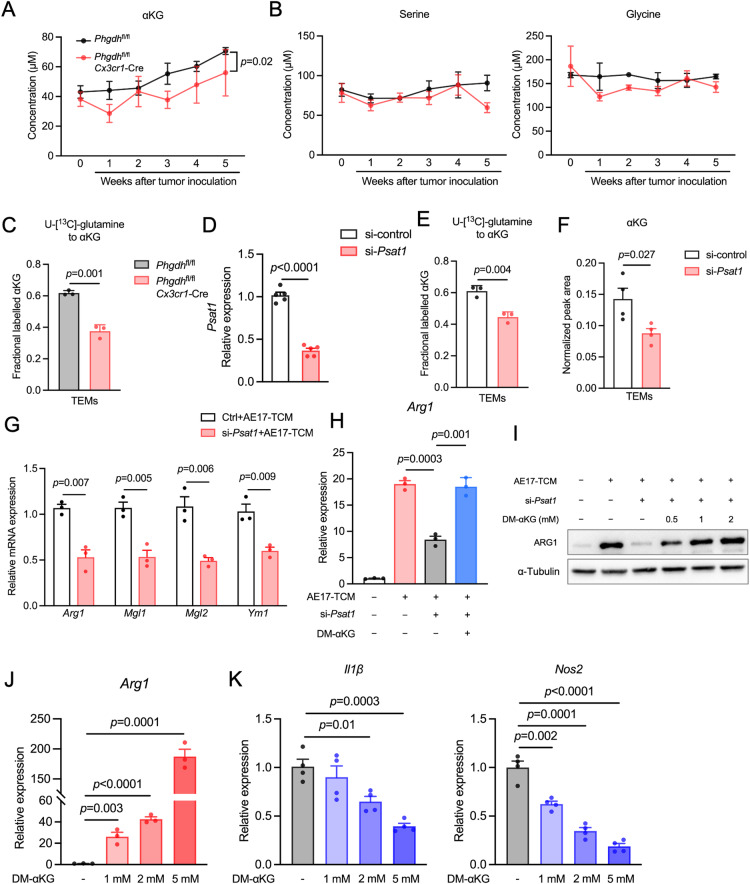
De novo serine synthesis regulates the conversion of glutamate to αKG, contributing to the maintenance of an M2-like macrophage phenotype. The concentrations of αKG (**A**), serine (**B**) and glycine (**B**) in the serum of control and PHGDH-deficient mice at the indicated days post tumor inoculation. (*n* = 4 biologically independent samples). **C** ^13^C-labeling of αKG in PHGDH-deficient BMDMs and *Phgdh*^fl/fl^ BMDMs incubated with AE17-TCM for 24 h and then pulsed with U-[^13^C]-glutamine for 2 h (*n* = 3 independent experiments). **D** qPCR analysis of *Psat1* gene expression in RAW 264.7 macrophages subjected to *Psat1* siRNA (si-*Psat1*) or nontargeting siRNA (si-control) treatment (*n* = 5 biologically independent samples). The data are expressed as the fold change relative to the control. **E** ^13^C-labeled αKG in si-*Psat1* RAW and si-control RAW264.7 macrophages incubated with AE17-TCM for 24 h and then pulsed with U-[^13^C]-glutamine for 2 h (*n* = 3 independent experiments). **F** Cellular level of αKG in si-*Psat1-* and si-control RAW 264.7 macrophages incubated with AE17-TCM for 24 h, followed by GC‒MS (*n* = 3 biologically independent samples). **G** qPCR analysis of the M2 markers *Arg1*, *Mgl1*, *Mgl2* and *Ym1* in *Psat1*-knockdown and control macrophages incubated with AE17-TCM for 24 h (*n* = 3 biologically independent samples). The data are expressed as the fold change relative to the level in the AE17-TCM-treated si-control group. **H** qPCR analysis of *Arg1* expression in Psat1-knockdown macrophages incubated with AE17-TCM supplemented with or without 1 mM DM-αKG (*n* = 3 independent experiments). **I** Western blot analysis of ARG1 in *Psat1*-knockdown macrophages incubated with AE17-TCM supplemented with (0.5 mM, 1 mM or 2 mM) or without DM-αKG. qPCR analysis of *Arg1* (**J**), *Il1β* (**K**) and *Nos2* (**K**) expression in *Psat1*-knockdown macrophages incubated with AE17-TCM supplemented with the indicated concentrations of DM-αKG (*n* = 3 biologically independent samples). The data are expressed as the fold change relative to the control. The data are shown as the mean ± SEM. All the data were analyzed using a two-tailed unpaired Student’s *t* test (**C**–**H**, **J**–**K**) or two-way ANOVA with Tukey’s multiple comparisons test (**B**)

### αKG generated by SSP supports mTORC1 signaling

Our GSEA data highlighted the enrichment of the mTORC1 signaling pathway in PHGDH-deficient TEMs (Fig. 6A and Supplementary Fig. S6A). 

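All 46 mTORC1 signature genes drawn in Supplementary Fig. S6A were lower in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs than in *Phgdh* fl/fl TEMs. Each of the 46 had a limma adjusted p under 0.05, and in each all samples of one genotype lay below all samples of the other. Among genes without a difference 2.86% would show this, but many genes differed here, and 20 of the 51 G2/M genes showed it. The median log2 fold change of the list was -0.24. With each sample left out in turn the median stayed between -0.25 and -0.23. By camera, the list was lower than the other tested genes at p = 1.6e-29, and at p = 0.00152 with the correlation between its genes estimated from the data. How the genes drawn were chosen from the hallmark set is not named in the paper's text, so the tests are not taken as a sign of stability. *Mcm2* fell from 1821 ± 55.3 to 1367 ± 16.9 normalized counts (SD, n = 4 each), a log2 fold change of -0.41 (standard error 0.03, limma adjusted p = 2.8e-09). *Mcm4* changed by -0.40 on the same scale and *Shmt2* by -0.25.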

Previous studies have shown that both serine and αKG can support mTORC1 signaling in cancer and immune cells [28–31], and our results underscore the regulatory effects of αKG produced by de novo serine synthesis on M2-like TEM polarization. We reasoned that mTORC1 is involved in TAM/TEM M2-like polarization and proliferation driven by de novo serine synthesis pathway-derived αKG. To evaluate mTORC1 signaling, we assessed the phosphorylation of the downstream effector S6 and eukaryotic translation initiation factor 4E-binding protein 1 (4E-BP1). We observed that, compared with control cells, both AE17-TCM- and A549-TCM-stimulated TEMs exhibited substantial S6 and 4EBP1 phosphorylation (Fig. 6B, Supplementary Fig. S6B–D). Rapamycin treatment not only blocked mTORC1 signaling activation (Fig. 6B, Supplementary Fig. S6B–D) but also suppressed TEM M2-like polarization (Fig. 6B and Supplementary Fig. S6C) and macrophage proliferation (Fig. 6C and Supplementary Fig. S6E). Notably, rapamycin treatment suppressed *Phgdh* mRNA expression in TEMs (Fig. 6D), implying that mTORC1 signaling and PHGDH interact with each other. Like rapamycin, WQ-2101 treatment reduced the phosphorylation of these mTORC1 targets (Fig. 6B, Supplementary Fig. S6B–D). Furthermore, genetic deletion of PHGDH diminished mTORC1 signaling in TEMs and in tumors (Fig. 6E, F). We also observed that the activity of mTORC2, as indicated by the phosphorylation of AKT, was induced by the tumor medium but was not affected by the ablation of PHGDH (Fig. 6E). Next, we asked whether αKG supplementation could restore the activity of mTORC1 signaling in PHGDH-deficient TEMs. As expected, αKG supplementation largely increased the phosphorylation of S6 in PHGDH-deficient TEMs (Fig. 6G). Interestingly, treatment of BMDMs with αKG alone enhanced mTORC1 signaling activity (Fig. 6G). Taken together, these data show that the PHGDH-mediated de novoserine synthesis pathway modulates TAM polarization and proliferation at least in part *via* αKG and mTORC1 signaling.

**Fig. 6:**
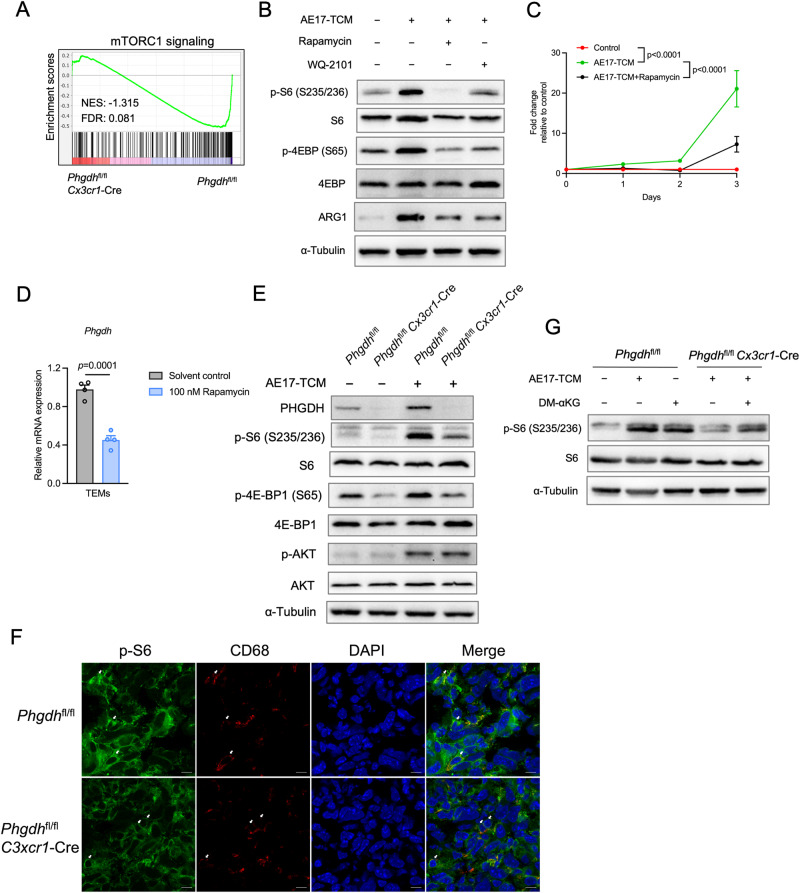
The PHGDH-mediated SSP activates mTORC1 signaling in M2-like TAMs. **A** GSEA plot of the “mTORC1 signaling” gene signature in *Phgdh*^fl/fl^ *Cx3cr1*-Cre TEMs relative to that in *Phgdh*^fl/fl^ TEMs from the analysis in Fig. 4B with the respective NES and FDR. **B** Western blot analysis of the indicated proteins in WT BMDMs incubated with AE17-TCM supplemented with 100 nM rapamycin or 25 μM WQ-2101 for 24 h. **C** *Phgdh*^fl/fl^ BMDMs were treated with AE17-TCM for the indicated days and then incubated for 1 h with CCK8 reagent (*n* = 4 biologically independent samples). The OD was detected at 450 nm. The data were normalized to the control (DMEM-treated *Phgdh*^fl/fl^ BMDMs) and are expressed as the fold change. **D** qPCR analysis of *Phgdh* expression in AE17-TCM-treated BMDMs treated with or without 100 nM rapamycin for 24 h (*n* = 4 biologically independent samples). **E** Western blot analysis of the indicated proteins in PHGDH-deficient BMDMs and control BMDMs incubated with or without AE17-TCM for 24 h. **F** Representative images of cryosectioned AE17 tumors stained with antibodies against p-S6 (green) and CD68 (red) as well as the nuclear stain DAPI. Scale bar, 10 μm. **G** Western blot analysis of the indicated proteins in PHGDH-deficient BMDMs and control BMDMs incubated with AE17-TCM supplemented with or without 1 mM DM-αKG for 24 h. The data are shown as the mean ± SD (**C**) or SEM (**D**). The data were analyzed using two-way ANOVA with Tukey’s multiple comparisons test (**C**) or a two-tailed unpaired Student’s *t* test (**D**)

### PHGDH depletion in macrophages reduces their crosstalk with tumor cells

TAM recruitment and differentiation are key parts of tumor growth and malignancy. The attenuation of tumor growth and simultaneous reduction in TAM infiltration prompted us to assess the influence of PHGDH depletion in macrophages on the crosstalk of TAMs with tumor cells. 

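*Ccr2* (ENSMUSG00000049103) lies on the plus strand of chromosome 9 of mm10 from 124101950 to 124113557, 4.03 Mb from *Cx3cr1*, where the Cre is inserted. Its normalized count was 389 ± 25.2 (SD, n = 4) in *Phgdh* fl/fl TEMs and 214 ± 5.87 (SD, n = 4) in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs, between 370 and 430 recovered reads per sample in the former and between 189 and 214 in the latter. The log2 fold change was -0.86 (standard error 0.07, limma adjusted p = 3.0e-09), and the ratio of the means was 0.549. With each sample left out in turn the ratio stayed between 0.533 and 0.559. The tested genes within 5 Mb of *Cx3cr1* had an adjusted p under 0.05 in 30 of 77 cases (39.0%), against 41.0% of the genes elsewhere. Within that distance *Slc6a20b*, a neighbor singled out after its values were seen, was lower by a log2 fold change of -1.91.

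*Cxcr4* (ENSMUSG00000045382) lies on the minus strand of chromosome 1 from 128588199 to 128592293. Its normalized count was 2324 ± 103 (SD, n = 4) in *Phgdh* fl/fl TEMs and 2725 ± 94.0 (SD, n = 4) in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs. The log2 fold change was 0.23 (standard error 0.03, limma adjusted p = 1.4e-05), and the ratio of the means was 1.17, between 1.16 and 1.197 with each sample left out in turn. For both genes all 4 samples of one genotype lay on one side of all 4 samples of the other (exact two-sided permutation test, p = 0.029).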

Our RNA-seq data revealed that PHGDH depletion significantly downregulated the expression of *Ccr2*, a major chemoattractant receptor (Fig. 7A), while the expression of another chemoattractant receptor, CXCR4, was unaffected [32] (Supplementary Fig. S7A). Consistent with these findings, we confirmed that PHGDH deficiency markedly reduced CCR2 levels in TEMs treated with AE17-TCM or A549-TCM (Fig. 7B and Supplementary Fig. S7B) as well as in TAMs isolated from *Phgdh*^fl/fl^ *Cx3cr1*-Cre tumor-bearing mice (Fig. 7C). Given the important role of the CCL2-CCR2 chemokine signaling pathway in monocyte/macrophage recruitment in tumor models, we hypothesized that PHGDH depletion could impair macrophage migration toward cancer cells. Indeed, PHGDH-deficient macrophages exhibited defects in their ability to migrate toward AE17 and A549 cells (Fig. 7D and Supplementary Fig. S7C). Notably, rapamycin treatment not only downregulated CCR2 protein expression (Fig. 7B and Supplementary Fig. S7B) but also restricted the migration of TEMs toward cancer cells (Fig. 7E and Supplementary Fig. S7D), suggesting the potential involvement of mTORC1 signaling in CCR2-mediated macrophage migration. To gain further insight into the interplay between the PHGDH-mediated SSP and mTORC1 signaling in macrophage migration, we added αKG to the upper chambers of Transwell plates. Intriguingly, the additional αKG partially restored the migration ability of the PHGDH-deficient TEMs (Fig. 7F and Supplementary Fig. S7E). Thus, the interplay between PHGDH-mediated SSP and mTORC1 signaling may play a role in regulating macrophage migration to the TME.

**Fig. 7:**
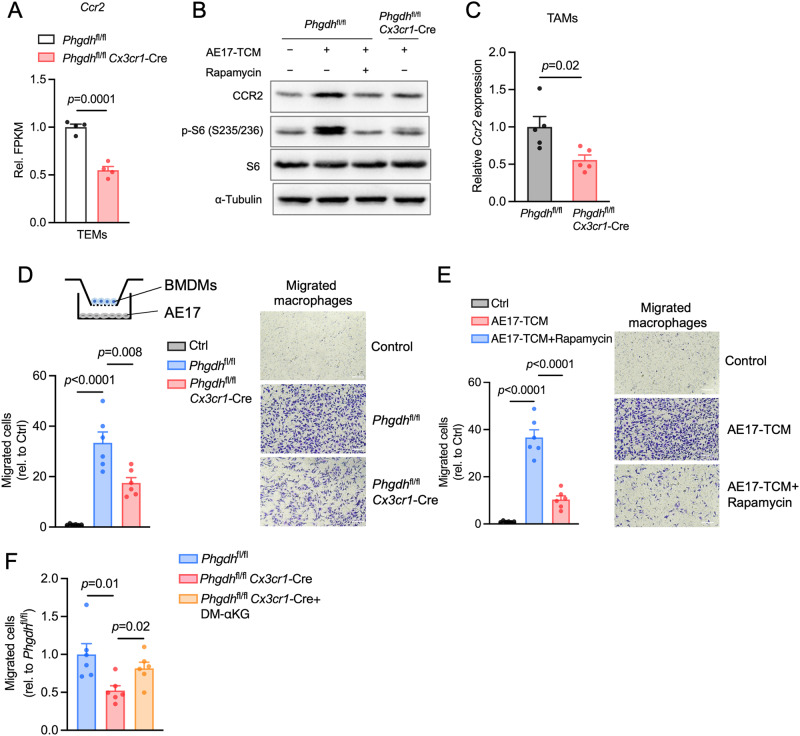
PHGDH depletion downregulates the expression of key chemotactic receptors on TAMs and impairs macrophage migration. **A** Relative FPKM (Rel. FPKM) of *Ccr2* in PHGDH-deficient TEMs and control TEMs (*n* = 4 biologically independent samples) according to RNA-seq. **B** Western blot analysis of the indicated proteins in PHGDH-deficient BMDMs and control BMDMs incubated with AE17-TCM supplemented with or without 100 nM rapamycin for 24 h. **C** qPCR analysis of *Ccr2* in TAMs sorted from mice with AE17 tumors (*n* = 5 tumors per condition). The data are expressed as the fold change relative to the WT. The results represent two independent experiments. **D** Scheme of the Transwell system with PHGDH-deficient BMDMs in the upper chamber and AE17 cells in the bottom chamber. The migration of macrophages was quantified 24 h after seeding (*n* = 6 random fields for each condition for two independent experiments with similar results). Scale bars, 100 µm. **E** Quantification of PHGDH-deficient macrophages incubated with or without 100 nM rapamycin that had migrated across a Transwell insert following coculture with AE17 cells (*n* = 6 random fields for each condition for two independent experiments with similar results). Scale bars, 100 µm. **F** Quantification of PHGDH-deficient macrophages that migrated across a Transwell insert following coculture with AE17 cells with or without 1 mM DM-αKG supplementation (*n* = 6 random fields for each condition for two independent experiments with similar results). Scale bars, 100 µm. The data are shown as the mean ± SEM (**A**, **D**–**F**). The data were analyzed using a two-tailed unpaired Student’s t test (A and C-F)

To determine the levels of CCR2 expression in M1-like and M2-like TAMs in a more widespread manner, we mined the TCGA database using the TIMER2.0 online tool [33] (http://timer.cistrome.org). In many of the evaluated solid tumors (Spearman’s rank correlation coefficient, adjusted *p* value < 0.05), we observed a positive correlation between *Ccr2* gene expression and the infiltration of M1-like TAMs (Supplementary Fig. S7F, Supplementary Table S4). However, the correlation between *Ccr2* expression and the infiltration of M2-like TAMs was not as pronounced in most tumors (adjusted *p* value > 0.05) (Supplementary Table S4). Among the tumors with significant correlations (adjusted *p* value < 0.05), we found both positive and negative correlations between *Ccr2* expression and the infiltration of M2-like TAMs (Supplementary Fig. S7G, Supplementary Table S4). This is mainly because CCR2 is involved in the recruitment of monocytes/macrophages from the bloodstream to sites of inflammation or the TME. This recruitment process is a critical step in the generation of TAM populations within tumors, influencing the tumor immune landscape. Combined with our previous findings, one plausible explanation is that PHGDH deficiency diminishes CCR2 levels within TAMs, specifically affecting the monocyte/macrophage recruitment process without compromising the function of M1-like inflammatory TAMs. However, a rational understanding of the underlying mechanisms requires further exploration.

## Discussion

Increased serine uptake and de novo synthesis have emerged as critical regulators of cellular dynamics in cancer cells, lymphocytes, and endothelial cells [29, 34–38]. Dietary serine and glycine restriction agents or PHGDH inhibitors are being explored as promising antitumor therapies [39–43]. However, the role of PHGDH and serine metabolism in TAMs has not been determined. The protumorigenic impact of TAMs on the immunosuppressive TME and tumor progression suggests that targeting TAMs could be a valuable therapeutic approach [44]. In this study, we demonstrated that deletion of the serine biosynthesis enzyme PHGDH effectively suppressed the immunosuppressive activity of M2-like TAMs and two other different macrophage subsets, Mφ-c2-C1QA and Mφ-c3-APOE, in tumor tissues and attenuated tumor growth in a murine mesothelioma model. We found that both the typical Th2 immune response and the TME enhanced PHGDH-mediated de novo serine synthesis in macrophages and promoted immunosuppressive macrophage activation and proliferation through mTORC1 signaling. Depletion of PHGDH disrupted the enhanced metabolism critical for protumorigenic macrophage function, which resulted in a decrease in TAM infiltration and a phenotypic shift of M2-like TAMs toward an M1-like phenotype. Additionally, PHGDH deficiency reduced PD-L1 production in TAMs and partially restored antitumor T-cell immunity. Our observations revealed that the absence of PHGDH impaired M2-like TEM polarization, regardless of the PHGDH levels in the corresponding cancer cells. Nevertheless, we did not observe the inhibitory effects of PHGDH deficiency in older mice, which could be attributed to the overall decline in the immune system associated with aging. It is plausible that the immune system of older mice is less responsive to the PHGDH-dependent alterations that contribute to the observed antitumor effects in younger mice. These findings raise the intriguing possibility that targeting PHGDH in macrophages could serve as a promising therapeutic approach for solid tumors, particularly in younger individuals with low or negligible PHGDH expression in tumor cells.

Metabolism is increasingly recognized as a major regulator of macrophage function [45]. M1-like macrophages are characterized by a highly glycolytic metabolism, which enables extensive lactate secretion, NADPH and nucleotide biosynthesis, and reactive oxygen species (ROS) production, all of which support their cytocidal activities [46]. Conversely, M2-like macrophages predominantly rely on oxidative metabolism for bioenergetic purposes, which is associated with their role in tissue repair and remodeling [46]. Serine metabolism has recently been found to be involved in macrophage polarization in response to various environmental cues [16, 19, 20, 47, 48]. Yu et al. reported that LPS stimulation induces an increase in de novo serine synthesis in macrophages, which contributes to IL1β expression through the production of S-adenosylmethionine and histone methylation [20]. However, consistent with the findings of a recent investigation [48], our findings revealed that de novo serine synthesis did not change during the early time points (4 h and 8 h) after LPS stimulation, while the expression of two enzymes involved in one-carbon metabolism, namely, *Shmt1* and *Shmt2*, was markedly downregulated. We also found that prolonged stimulation (24 h) resulted in the downregulation of both *Phgdh* and *Psat*1 expression, indicating the dynamic effect of LPS on de novo serine synthesis. Interestingly, genetic ablation of *Phgdh* did not influence the expression of proinflammatory genes at 4 h or 8 h but led to increased expression levels at 24 h. Conversely, de novo serine synthesis was increased at 24 h following IL4 treatment or tumor CM stimulation, and genetic ablation of *Phgdh* significantly downregulated the expression of M2 markers. In agreement with these findings, recent data revealed that suppression of PHGDH enhances viral infection- or IFN-γ-activated M1 polarization but suppresses IL4-induced M2 polarization [49, 50]. Moreover, serine and glycine deprivation has been shown to downregulate the expression of the anti-inflammatory gene *Il10* and thus upregulate the expression of the proinflammatory genes *Il6* and *Tnfα* [47]. However, our study, along with others, revealed downregulated expression of the proinflammatory genes *Il1β* and *Tnfα* in the absence of exogenous serine and glycine, which may be attributed to the roles of serine in downstream glutathione (GSH) synthesis and the mTORC1 pathway [19, 48]. Our findings indicated that in contrast to M1 macrophage polarization, IL4-induced M2 polarization or TCM-induced protumorigenic macrophage polarization does not require exogenous serine. This was demonstrated by the lack of changes in the attenuated M2 phenotype when pharmacological or genetic inhibition of PHGDH was applied in medium supplemented with normal serine levels or in medium supplemented with additional serine or formate. These results suggest that factors other than serine or one-carbon production may play a crucial role in M2-like macrophage polarization. The addition of αKG successfully restored the expression of M2 markers in PHGDH- or PSAT1-deficient models, which highlights its role in regulating immunosuppressive macrophage polarization. Indeed, we found that both glutamate and αKG were markedly downregulated by PHGDH depletion in protumorigenic macrophages. Notably, conditional depletion of PHGDH resulted in a decrease in the serum level of αKG in tumor-bearing mice. Previous studies have shown that αKG is important for M2 macrophage activation through supporting JMJD3-dependent histone modification [18, 51]. In addition to these findings, our metabolomic and transcriptomic analyses revealed that serine biosynthesis-produced αKG is a determinant of mTORC1 signaling activation, which in turn supports immunosuppressive TAM activation, proliferation, and migration.

mTORC1 signaling has been found to activate serine and one-carbon metabolism through upregulating the expression of PHGDH, PSAT1 and SHMT [52]. Interestingly, recent studies have revealed that cellular serine levels also influence mTORC1 activation and downstream signaling in several cancer and immune cells [28, 29, 31, 48]. For example, in *Gclc*-mutant Tregs, elevated serine uptake and synthesis are required for cellular GSH compensation and mTORC1 activation, which in turn limits the immunosuppressive function of Tregs [29]. Serine deprivation has been shown to suppress macrophage IL-1β production through the inhibition of mTORC1 signaling in LPS-induced macrophages [48], which is different from what occurs in cancer cells, in which macrophages rely on enhanced de novo serine synthesis to promote mTORC1 signaling to support cell proliferation [28]. However, serine was abundantly available under our culture conditions and in vivo, suggesting that serine availability is not the limiting factor affecting mTORC1 signaling. Instead, we found that glutamine utilization in protumorigenic macrophages was markedly reduced by PHGDH ablation. Moreover, the suppression of PHGDH or PSAT1 significantly decreased the conversion of glutamate to αKG and decreased the cellular αKG pool in protumorigenic macrophages and in the serum of tumor-bearing mice. These findings suggest that αKG may play a regulatory role in mTORC1 signaling in TAMs. Indeed, we demonstrated that SSP-derived αKG activates mTORC1 signaling and contributes to the maintenance of an M2-like macrophage phenotype in the TME. Depletion of PHGDH affects αKG production and leads to suppression of mTORC1 signaling. Importantly, inhibition of mTORC1 signaling alone exhibited effects similar to those of genetic or pharmacological blockade of PHGDH, while supplementation with αKG rescued the defects associated with PHGDH deficiency and restored the recruitment of macrophages to cancer cells. In addition, we observed a reciprocal relationship between mTORC1 signaling and PHGDH, as evidenced by the downregulation of *Phgdh* expression in protumorigenic macrophages following rapamycin treatment. This finding suggested the presence of a positive feedback loop between PHGDH and the mTORC1 pathway. Preclinical studies targeting PHGDH have shown promising results in inhibiting the growth of cancers via amplification of PHGDH [34, 40–43]. It would be meaningful to investigate whether the inhibition of PHGDH alone or in combination with an mTORC1 inhibitor can elicit a promising antitumor response in patients whose tumor cells lack or express very low levels of PHGDH.

In conclusion, our study provides novel insights into the role of PHGDH-mediated serine biosynthesis in shaping the behavior of TAMs and their crosstalk with tumor cells. Depletion of PHGDH in macrophages led to reduced tumor growth, altered TAM polarization toward an antitumor phenotype, and improved antitumor T-cell immunity. Targeting PHGDH or modulating its downstream signaling pathways may be a novel strategy to manipulate TAM function and improve the efficacy of clinical immunotherapies.

### Limitations of the study

While early studies have established the pivotal role of *Cx3cr1* in macrophage functions, our experiments with older mice expressing *Phgdh*^fl/fl^ *Cx3cr1*-Cre did not reveal any signs of tumor alterations compared to those in *Phgdh*^fl/fl^ mice. Nevertheless, we acknowledge the possibility that age could influence how *Cx3cr1* impacts macrophage functions in our experiments. Overall, age has a strong effect on antitumor effects, and we consider this avenue highly interesting and worthy of thorough investigation in future studies.

## Methods

### Animals and tumor experiments

*Phgdh*^fl/fl^ mice were crossed with *Cx3cr1*^cre/+^ mice to obtain *Phgdh*^fl/fl^ *Cx3cr1*^cre/+^ (denoted as *Phgdh*^fl/fl^ *Cx3cr1*-Cre) or *Phgdh*^fl/fl^ *Cx3cr1*^+/+^ (denoted as *Phgdh*^fl/fl^) littermates. All mice in the study were bred on a C57BL/6 background and housed in conventional cages with access to a standard diet and water ad libitum at a constant ambient temperature and a 12-hour light cycle. For the tumor experiments, first, AE17 cells were injected intraperitoneally (i.p.) in mice to promote tumor growth. These recultured and STR-checked AE17 cells were subcutaneously injected (1 ×10^6^ in 100 μL of serum-free RPMI plus 25% Matrigel) into the right flank of 8- to 12-week-old *Phgdh*^fl/fl^ and *Phgdh*^fl/fl^ *Cx3cr1*-Cre mice. Tumor size was monitored at regular intervals of 2–3 days by measuring the length and width with a caliper. The tumor volume was calculated using the following formula: tumor volume = (length × width^2^)/2. When the tumors reached a size of 500–800 mm^3^, the animals were sacrificed by cervical dislocation, and the tumors were collected for further analysis. The experiments were repeated three times, with at least three mice per condition injected with tumor cells in each experiment. The therapeutic experiments conducted in this study were approved by the official Austrian ethics committee for animal experiments (ethics approval number: GZ 66.009/0134-V/3b/2019). Mice in individual experiments were sex- and age-matched.

### Cell culture

The human lung cancer cell Line A549, the human breast cancer cell line MDA-MB-231, the human colon cancer cell line HCT116, mouse RAW 264.7 macrophages, and the mouse fibroblast Line L929 were originally obtained from the ATCC. The mouse mesothelioma cell line AE17 was originally obtained from Sigma. All cancer cell lines and L929 cells were grown in Dulbecco′s modified Eagle′s medium (DMEM) high glucose mixture supplemented with 10% heat-inactivated bovine serum (FBS), 2 mM L-glutamine, 100 U/mL penicillin and 0.1 mg/mL streptomycin (complete DMEM). For metabolomic analysis, dialyzed heat-inactivated FBS was used. All the cell lines used in the study were confirmed to be free of mycoplasma contamination.

### Conditioned media preparation

A total of 0.25 ×10^6^ cancer cells were seeded in 15 mL of complete DMEM. After 24 h, the tumor-conditioned medium (TCM) was collected and centrifuged at 400 × *g* for 4 min. The supernatant was filtered through a 0.22-µm filter to eliminate debris and stored at −80 °C before use. For the L929-conditioned medium, a total of 17 × 10^6^ L929 cells were cultured in 40 mL of complete DMEM in 175 cm^2^ flasks. After 7 days, the L929 conditioned medium was collected, filtered (0.22 µm), aliquoted and stored at −20 °C until use.

### Macrophage isolation and in vitro polarization

BMDMs were generated as previously described [53]. Briefly, bone marrow cells were obtained by flushing the femurs and tibias of wild-type (WT), *Phgdh*^fl/fl^ or *Phgdh*^fl/fl^ *Cx3cr1*-Cre mice aged 6 to 8 weeks. After erythrocyte lysis with ammonium chloride-potassium (ACK) lysis buffer (0.15 M NH4Cl, 10 mM KHCO3 and 0.1 mM EDTA) for 5 min at room temperature (RT), the cells were washed twice with ice-cold phosphate-buffered saline (PBS), and the bone marrow cell suspension was cultured in BMDM differentiation medium (high glucose DMEM, 10% heat-inactivated FBS, 2 mM L-glutamine, 100 U/ml penicillin and 0.1 mg/ml streptomycin supplemented with 20% L929-conditioned supernatant) for 7 days. Fresh medium was added every 2–3 days. On Day 7, differentiated BMDMs (96% of the cells were positive for F4/80 and CD11b) were harvested and seeded in complete DMEM for different experiments.

To induce in vitro polarization, BMDMs were plated at a density of 1 ×10^6^ cells/well in six-well plates with 2 mL of DMEM and allowed to adhere overnight. The media was then replaced with TCM supplemented with 25 ng/mL IL-4 or 100 ng/mL LPS. After 4, 8 or 24 h of stimulation, the macrophages were collected for RNA or protein extraction. For tumor coculture experiments, AE17 cells were plated at a density of 3 × 10^5^ cells in a 24-well plate and allowed to attach overnight. Then, 4 × 10^5^ macrophages were seeded onto the cell inserts (0.3 μm pore size) for 10 min before they were added to the tumor cells. After stimulation with 100 ng/mL LPS for 24 h, the macrophages were collected for RNA extraction. For several experiments, macrophages were cultured with IL-4 in the presence or absence of 25 μM WQ-2101 (SML1970; Sigma), 0.4 mM serine (Sigma), 1 mM formate (Sigma) or 1 mM DM-αKG (Santa Cruz; sc-211344) for 24 h, after which the cells were harvested for further experiments as indicated.

### Flow cytometry of cells from tumor tissue

Tumors were excised, minced and dissociated in digestion buffer (1 mg/mL collagenase VIII and 1 mg/mL DNase I in PBS). The tissue was incubated for 30 min at 37 °C with agitation and then filtered through a 70 μm Falcon cell strainer to remove undigested tumor tissues. Red blood cells were lysed with ACK lysis buffer. Viable cells were counted after resuspension in WB buffer (5% FCS, 5 mM EDTA, and 20 μg/mL DNase I in PBS without Ca^2+^/Mg^2+^). Subsequently, 2–4 ×10^6^ cells in 100 μL of WB buffer were blocked with Fc blocking solution (anti-mouse CD16/CD32, 1:1000) for 10 min on ice. The cell suspension was then divided into two parts for macrophage staining and T-cell staining. For macrophage staining, the cell suspension was incubated in WB buffer for 30 min on ice with antibodies specific for CD45 (1:100, 30-F11; BioLegend), F4/80 (1:100, BM8; BioLegend), CD11b (1:100, M1/70; BioLegend), CD206 (1:100, C068C2; BioLegend), I-A/I-E (1:100, M5/114.15.2; BioLegend) and PD-L1 (1:100, 10 F.9G2; BioLegend). For T-cell staining, the cell suspension was incubated in WB buffer for 30 min on ice with antibodies specific for CD45 (1:100, 30-F11; BioLegend), CD3 (1:100, 17A2; BioLegend), CD25 (1:100, PC61; BioLegend), CD4 (1:100, GK1.5; BioLegend), and CD8a (1:100, QA17A07; BioLegend). For dead cell staining, Zombie Aqua (BioLegend) was added to the T cells before the incubation of antibodies, and 7-AAD (BioLegend) was added to the macrophages after the incubation of antibodies. For intracellular protein staining, Perm Fix solution was used for fixation and permeabilization, followed by FOXP3 (1:100, MF-14, BioLegend) and IFN-γ (1:100, XMG1.2, BioLegend) staining for 30 min at RT. To improve IFN-γ staining, exocytosis was inhibited by keeping the cells in the presence of brefeldin A (10 μg/mL, BioLegend) during the isolation and staining procedure. The data were obtained on a BD LSRFortessaTM X-20 cell analyzer (Becton Dickinson) and processed using FlowJo v10.

### TAM isolation using FACS

Tumors were isolated and digested as described above. The cell suspension was blocked with Fc blocking solution for 20 min on ice. The cells were subsequently incubated with fluorophore-conjugated antibodies against CD45, CD11b and F4/80 on ice in the dark for 30 min. After the incubation, the cells were washed with WB buffer and centrifuged at 300 *×g* for 5 min. The cell pellet was resuspended in 500 µL of WB buffer containing 7-AAD and sorted using a BD FACSMelody™ Cell Sorter. The CD45^+^CD11b^+^F4/80^+^ cells were sorted directly into TRI reagent (Thermo Fisher Scientific; 15596026). Then, RNA was isolated from the sorted cells following the manufacturer’s instructions.

### Cell cycle analysis

After treatment, the BMDMs were incubated with 20 μM BrdU (B5002, Sigma) in fresh culture medium at 37 °C in a humidified atmosphere (5% CO_2_). After 2 h, the cells were washed twice with PBS (without Ca^2+^/Mg^2+^) and harvested. Subsequently, 1 × 10^6^ cells were resuspended in cold (–20 °C) ethanol and fixed overnight at 4 °C. Afterward, the cells were washed and incubated in 2 M HCL containing 0.5% Triton X-100 at RT. After 30 min, the cells were washed again and incubated with 0.1 M Na2B4O7 for 10 min at RT. After another wash, the cell pellets were resuspended in anti-BrdU antibody solution (1:25, 3D4; BioLegend) and incubated for 30 min in the dark at RT. The cells were washed twice in cell staining buffer (BioLegend; 420201) and resuspended in 100 μL staining buffer containing 5 μL 7-AAD solution (BioLegend; 420403). After a 30 min incubation at RT in the dark, the cells were analyzed using a FACSAria II instrument (BD Biosciences).

### Immunohistochemistry and immunofluorescence of tumor sections

Tumor tissues were fixed in 4% formaldehyde, dehydrated, embedded in paraffin, and sectioned into 4 μm thick slices. To quench endogenous peroxidases, the sections were incubated with H_2_O_2_ (0.3% v/v) in PBS for 10 min. Antigen retrieval was performed by boiling the sections in 10 mM citrate buffer (pH 6.0) for 30 min. Prior to antibody incubation, the sections were blocked with Ultra V Block solution (UltraVision LP, Thermo Fisher Scientific) for 1 hour at RT. The sections were then incubated with a Ki67 antibody (1:200, 28074-1-AP, Proteintech) in a humid chamber for 1 hour at RT. Antibody binding was detected using the UltraVision LP detection system according to the manufacturer’s instructions. Subsequently, the sections were developed with DAB reagent (Dako) and counterstained with hematoxylin for 30 s. In addition, H&E staining was performed as previously described [54]. The stained slides were scanned using a whole slide scanner (Pannoramic SCAN II, 3DHISTECH). Evaluation and quantification of Ki67-stained cells were performed using Definiens software.

For immunofluorescence (IF) staining, tumor tissues were embedded and frozen in OCT medium (Sakura Finetek) and sliced into 4 µm sections using a cryomicrotome (Cryostar NX70, Thermo Fisher Scientific). The cryo-slides were then defrosted and fixed with 4% PFA. To block nonspecific binding, the tissue slides were incubated with a blocking solution (5% goat serum, 1% bovine serum albumin and 0.1% or 0.3% Triton X-100 in PBS). Subsequently, the slides were incubated with antibodies against CD68 (1:800, D4B9C, CST) and p-S6 (1:300, 50. Ser 235/236, Santa Cruz) overnight or with PHGDH (1:400, D3D5E, CST) and CD3-FITC (1:400, 17A2, CST) for 1.5 h. The samples were washed three times with PBS and subsequently incubated with fluorescence-labeled secondary antibodies for 1 hour in the dark. After incubation, the slides were counterstained with 4′,6-diamidine-2′-phenylindole dihydrochloride (DAPI; Sigma) for 10 min. The tissue slides were then mounted in nonhardening mounting medium (Vectashield Mounting Media, Vector). A confocal laser-scanning microscope (LSM 700, Carl Zeiss) equipped with a 63 Å/1.4 oil differential interference contrast M27 objective lens (Plan Apochromat, Carl Zeiss) was used to analyze the IF staining. The acquired images were processed using Zeiss ZEN 2.5 software.

### RNA extraction and RT‒qPCR

After treatment, BMDMs or TAMs were collected, washed twice with PBS and suspended directly in TRI reagent (Thermo Fisher Scientific). Total RNA was isolated following the manufacturer’s instructions. The concentration of RNA was determined using a Qubit 4 Fluorometer (Thermo Fisher Scientific), a Qubit RNA Broad Range Assay Kit (Invitrogen; Q10210), and a Nanodrop (Thermo Fisher Scientific). Reverse transcription of RNA was performed using the GoScript^TM^ Reverse Transcription Kit (Promega) with 1 μg of total RNA. The mRNA levels of the target genes were assessed using Luna Universal qPCR Master Mix (New England Biolab; M3003E) on a Bio-Rad CFX96 real-time system. The quantification of mRNA expression was performed via the comparative Ct (2^-∆∆Ct^) method. The Rps9 gene was used as the internal control. The primer pair sequences used are listed in Supplementary Table S2.

### Enzyme-linked immunosorbent assay (ELISA)

Differentiated BMDMs were seeded at a density of 1 ×10^6^ cells per well in a 6-well plate overnight. The media was then replaced with AE17-TCM, A549-TCM, MDA-MB-231-TCM or HCT116-TCM. After 24 h, cell-free supernatants were collected. The levels of secreted TGF-β and VEGF in the supernatants were determined following the manufacturer’s instructions using a TGF-β ELISA kit (Invitrogen, BMS608-4) and a VEGF ELISA kit (Sigma, RAB0509-1KT). Respectively. The experiment was performed in three biological replicates.

### Cell viability assay

*Phgdh*^fl/fl^ *Cx3cr1*-Cre and *Phgdh*^fl/fl^ BMDMs were plated at a density of 1 ×10^4^ cells/well into a 96-well plate for 24 h. The media were then replaced with 100 μL of fresh DMEM containing 10% CCK8 (MedChemExpress, HY-K0301) for 1 hour. The absorbance was measured at 450 nm by a microplate reader (Thermo Scientific).

### Proliferation assay (CCK8)

*Phgdh*^fl/fl^ *Cx3cr1*-Cre, *Phgdh*^fl/fl^ or WT BMDMs were seeded at a density of 5 ×10^3^ cells/well into a 96-well plate and incubated overnight. The media were subsequently replaced with AE17-TCM, A549-TCM, or AE17-TCM supplemented with 100 nM rapamycin (MedChemExpress, HY-10219). CCK8 solution was added as described above, and the absorbance at 450 nm was measured every 24 h for a period of 3 days.

### Western blot analysis

Macrophages were homogenized in cold RIPA lysis buffer containing protease inhibitor cocktails (Sigma; 4693116001) and phosphatase PhosStop EASYPack cocktails (Roche; 4906837001) followed by sonication with a tip-probe sonicator on ice. The concentrations of the proteins were determined using the bicinchoninic acid (BCA) assay. Equal amounts of proteins were loaded onto 10% or 12% SDS‒PAGE gels, separated by electrophoresis, and then transferred onto polyvinylidene fluoride (PVDF) membranes. The membranes were subsequently incubated with primary antibodies. The protein bands were visualized using an enhanced chemiluminescence (ECL) system (Amersham Biosciences, Cytiva) and imaged using an iBright FL1500 Imaging System (Thermo Fisher). The primary antibodies used were anti-ARG1 (1:1000, sc-47715), p-ribosomal protein S6 (1:1000, sc-293144), anti-ribosomal protein S6 (1:1000, sc-74459), and anti-p-4E-BP1 (1:1000, sc-293124); anti-4E-BP1 (1:1000, sc-81149); anti-p-AKT1/2/3 (1:1000, sc-81433); and anti-AKT1/2/3 (1:1000, sc-81434) obtained from Santa Cruz; and anti-PHGDH (1:750, 13428), anti-CCR2 (1:1000, 12199) obtained from CST; and anti-α-Tubulin (1:1000, 1224-1-AP) and secondary antibodies horseradish peroxidase (HRP)-conjugated anti-rabbit Ig (H + L) (1:5000, SA00001-2) and HRP-conjugated anti-mouse Ig(H + L) (1:5000, SA00001-1) were purchased from Proteintech.

### Macrophage migration assay

In vitro migration assays were performed using tissue culture-treated cell inserts with 8.0 µM pore size PET membranes (cellQART). A549 or AE17 cancer cells were seeded at a density of 3 ×10^5^ cells/well in a 24-well plate and incubated overnight. For some experiments, 100 nM rapamycin or 1 mM DM-αKG was added to the upper chamber. The media were then removed, and the cells were washed twice with PBS. Fresh medium containing 0.5% heat-inactivated FBS was added to the wells. Next, 0.5 × 10^6^ *Phgdh*^fl/fl^ *Cx3cr1*-Cre or *Phgdh*^fl/fl^ BMDMs were seeded in 200 μL DMEM supplemented with 0.5% heat-inactivated FBS on the top of the membrane chamber and allowed to incubate for 10 min before the chamber was submerged into the lower compartment of the 24-well plate. After 24 h, the insert was removed, washed and fixed in 4% paraformaldehyde (PFA) for 20 min. Nonmigrated cells on the upper side of the membrane were removed with cotton swabs, and the insert was then submerged in 0.2% crystal violet solution for 10 min for cell staining. The insert was dried overnight following washing with tap water. The migrated cells were photographed in 6 random fields and quantified manually by counting single cells under a Nikon ECLIPSE Ti2 microscope (Nikon).

### Seahorse extracellular flux analysis

The macrophage OCR and ECAR were measured as previously described [55]. Briefly, *Phgdh*^fl/fl^ *Cx3cr1*-Cre and *Phgdh*^fl/fl^ BMDMs were plated in 6-well plates at a density of 1 × 10^6^ cells per well. After incubating with TCM for 24 h, the cells were scraped and transferred to Cell-Tak (Corning)-precoated XF24e-cell culture plates for immediate adhesion with XF assay medium (Agilent Technologies). Before the measurements were taken, the cells were placed in a CO_2_-free incubator at 37 °C for 1 hour. In the meantime, a utility plate containing 1 mL of calibrant solution was prepared to hydrate the XF extracellular flux cartridge. The utility plate was incubated overnight in a CO_2_-free incubator at 37 °C. Following the instructions of the glycolysis stress assay from Agilent, glucose (30 mM), oligomycin (30 μM) and 2-deoxy-D-glucose (2-DG, 50 mM) were added to each well. Real-time extracellular acidification (ECAR) was measured using a seahorse analyzer. For the mitochondrial stress assay, the cells were incubated in XF assay medium supplemented with 2 mM glutamine, 1 mM pyruvate and 25 mM glucose. The final concentrations of oligomycin (3 μM), FCCP (3 μM), and a mixture of rotenone/antimycin A (0.5 μM) were injected into ports A, B, and C, respectively. The data were monitored for the ECAR and OCR, and the values were normalized to the cell number.

### RNA-seq and bioinformatics analysis

*Phgdh*^fl/fl^ *Cx3cr1*-Cre and *Phgdh*^fl/fl^ BMDMs were seeded in a 6-well plate at a density of 1 ×10^6^ cells per well. After incubating with AE17-TCM for 24 h, total RNA was isolated using TRIzol reagent according to the manufacturer’s instructions. Library preparation was carried out at the Next Generation Sequencing (NGS) unit of the Vienna Biocenter Core Facility (VBCF, Vienna, Austria). The NEBNext Ultra Directional RNA Library Prep Kit (New England Biolabs) was used for preparing the sequencing libraries. The average length of the pooled libraries was 330–360 bp, and the libraries were sequenced on a NextSeq550 instrument (Illumina) using the 1 ×75 bp sequencing mode. The RNA-Seq reads were mapped to the reference mouse mm10 genome using TopHat2 [56]^,^ and fragments per kilobase of transcript per million fragments mapped (FPKM) were calculated via HT-seq [57]. 

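The deposited sample values were not divided by gene length. Within a sample they are whole multiples of the value of a single read, and 100% of the 144353 values above 0 gave a whole number of reads, with a largest distance of 0.000451 from a whole number. The authors' deposited table also holds a mean per gene, which differs from the mean of the 8 sample values by at most 5e-05. The sample values are thus read counts divided by a size factor per sample, between 0.889 and 1.09. No gene in the table had fewer than 10 reads over the 8 samples, and 3.17% of the values were 0. FPKM used as a filter was computed from the recovered reads and the exon length of each gene in the GENCODE M21 annotation of the same genome build, in which 18629 of the 18635 genes were found. The library kit keeps the strand, but the paper's text does not name the strand setting of the counting, so that reads of overlapping and antisense genes could have been counted at either gene.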

The differential gene expression analysis was conducted by DESeq2 [58] with the following statistical cutoffs: genes with low counts greater than 10, adjusted *p* value less than 0.05, and an absolute log2-fold change greater than 1.5.

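Of the 13629 tested genes, 5594 had a limma adjusted p under 0.05, of which 2830 were higher and 2764 lower in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs. An absolute log2 fold change over 1.5 left 55 genes, 32 higher and 23 lower. A filter at a mean FPKM of at least 5 moved the number of genes with an adjusted p under 0.05 the most, to 3668, of which 3 passed the log2 fold change cutoff. Without a filter, 150 genes passed that cutoff. An absolute fold change over 1.5, in place of the same number on the log2 scale, gave 532 genes, 329 higher and 203 lower. In the authors' deposited table, 5007 genes have an adjusted p-value under 0.05, 2537 higher and 2470 lower, and 64 of them have an absolute log2 fold change over 1.5. Of the authors' calls, 4998 were among the genes tested here, and 4984 were also called by limma, all 4984 in the same direction. On the recovered reads, edgeR's quasi-likelihood test, an alternative added after the unit was known, called 5608 genes, 5528 of them shared with limma. DESeq2 called 5066, of which 5054 were shared. The biological coefficient of variation estimated by edgeR was 0.0288, so that small differences exceeded the spread between replicates.

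Among genes with an adjusted p under 0.05, a mean FPKM of at least 5 in the higher group and groups that did not overlap, the 5 highest log2 fold changes were those of *Gm14513* (8.29), *Rps15a-ps8* (8.19), *Cd33* (1.00), *Ccl12* (0.93) and *Clec4e* (0.92). The first of these is a processed pseudogene 97.4% identical to a transcript of *Rps3* over 93.5% of its length, and the second a processed pseudogene 92.2% identical to one of *Rps15a*. The 5 lowest were those of *Arg1*, *Mmp9* (-1.36), *Folr2*, *Gm22655* (-1.22) and *Gm10086* (-1.21). *Gm22655* lies on chromosome 7 from 101881184 to 101881279, in the same stretch as *Folr2*, and *Gm10086* is a processed pseudogene 97.7% identical to a transcript of *Rpl34*.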

### siRNA transfection

*Psat1* siRNA was obtained from Santa Cruz, and siRNA transfection was performed as described earlier [55]. Briefly, RAW 264.7 macrophages were seeded onto a 6-well plate at a density of 0.6 × 10^6^ cells/well. Once the cells reached 70–80% confluence, they were transfected with either control siRNA or *Psat1* siRNA using Lipofectamine 3000 Transfection Reagent (Invitrogen) according to the manufacturer’s instructions. After 48 h of transfection, the cells were gently washed with PBS and then incubated in AE17-TCM supplemented with or without DM-αKG for 24 h. The cells were subsequently harvested for analysis of mRNA expression and metabolites.

### Pulsed stable isotope-resolved metabolomics

Stable isotope tracing experiments were performed as described previously with some modifications [59]. Briefly, differentiated BMDMs were seeded at a density of 1 ×10^6^ cells per well in DMEM and incubated overnight. The medium was then replaced with AE17-TCM, and the cells were incubated for 24 h. Two hours prior to harvest, a second medium was used to expose the cells to DMEM without glucose or serine (D9802-01, USBiological) supplemented with 4.5 g/L U-[^13^C]-glucose (Cambridge Isotope Laboratories; CLM-1396), 0.4 mM U-[^13^C]-serine (Cambridge Isotope Laboratories; CLM-1574-H) or 1 mM U-[^13^C]-glutamine (Cambridge Isotope Laboratories; CLM-1822-H). The cells were washed twice with HEPES buffer (5 mM HEPES, 100 mM NaCl, pH 7.4) and quenched by adding 1 mL of 50% precooled methanol (−80 °C) containing 2.5 nM phenyl β-D-glucopyranoside (Sigma) as an internal control. Cell lysates were collected in polypropylene tubes by scraping, followed by the addition of 200 μL of chloroform. The samples were shaken for 1 hour at 4 °C. After centrifugation, the supernatant was transferred to a new tube and dried in a SpeedVac (Labogene). Next, 15 μL of methoxyamine hydrochloride solution (40 mg/mL in pyridine) was added to the dried fraction, and the mixture was then incubated for 90 min at 30 °C. Subsequently, 60 μL of N-methyl-N-trimethylsilyltrifluoroacetamide (MSTFA) was added, and the mixture was incubated for 30 min at 37 °C. The reaction mixture was centrifuged for 10 min at 4 °C and 21,000 × *g*, after which the supernatants were transferred to glass vials with microinserts. The metabolites were measured using GC‒MS following standard protocols [60]. Data processing and natural ^13^C labeling correction were performed using the Data Extraction for Stable Isotope-labeled metabolites (DExSI) software [61]. The default settings were used except for the following parameters. The number of points on either side of the apex and scan window was set to 10. Mass isotopomer fraction labeling was determined by integrating metabolite ion fragments (Supplementary Table S3).

### Metabolomic analysis by GC‒MS and LC‒MS

Cellular metabolites were extracted and analyzed according to previously established methods with modifications [53]. Briefly, *Phgdh*^fl/fl^ *Cx3cr1*-Cre and *Phgdh*^fl/fl^ BMDMs were seeded at a density of 1 × 10^6^ cells/well in DMEM and incubated overnight. The medium was then replaced with AE17-TCM for 24 h. The cells were washed twice with 0.9% NaCl and quenched by adding 80% ice-cold methanol containing 2.5 nM phenyl β-D-glucopyranoside (GC‒MS) or 10 nM ampicillin (LC‒MS) as the internal extraction standard. The extraction samples were incubated for 15 min at 4 °C and then centrifuged for 10 min at 21,000 × *g*. The supernatant was transferred to a fresh polypropylene tube and dried in a SpeedVac. The cell pellets were lysed in RIPA buffer, after which the protein levels were measured for normalization purposes. For measurements of αKG, serine and glycine levels in the blood of *Phgdh*^fl/fl^ *Cx3cr1*-Cre and *Phgdh*^fl/fl^ tumor-bearing mice, blood was drawn weekly from the facial vein and incubated for 2 h at 4 °C. Then, 10 μL of serum was collected after centrifugation, and metabolites were extracted in 1 mL of precooled methanol. The extraction samples were incubated for 15 min at 4 °C, and then centrifuged for 10 min at 21,000 × *g*. The supernatants were subsequently dried in a SpeedVac system. For GC‒MS analysis, sample derivatization was carried out as described above. The injection volume of each sample was 1 μL, and the samples were injected at a 1:5 split ratio. The total ion chromatogram was deconvoluted, and peak alignment and integration were performed using the software MS-DIAL [62].

LC‒MS analysis was performed using an UltiMate 3000 UHPLC System (Thermo Scientific) coupled to an LTQ-Orbitrap Elite mass spectrometer (Thermo Scientific). The extracted samples were dissolved in MS buffer (10 mM NH_4_OAc in mqH_2_O and 2% methanol, pH 6.9) and then centrifuged for 10 min at 21,000 × *g*. The supernatant was subsequently transferred to HPLC vials. The sample was separated using a Thermo Scientific^TM^ Accucore™ Vanquish C-18+ (100 × 2.1 mm, 1.5 µm particle size) UHPLC column equipped with a Thermo Scientific^TM^ Accucore™ Defender C18 guard cartridge (10 × 2.1 mm, 2.6 µm particle size). The sample injection volume was 5 µL. The mobile phase system consisted of a mixture of solvent A (10 mM NH4OAc in mqH2O, pH 6.9) and solvent B (LC‒MS grade methanol). A gradient elution method was used for the analysis: 0–1 min 5% B, 5–30 min linear gradient to 85% B, 0.1 min back to 0% B, 10 min 0% B. The flowrate was set to 0.25 mL/min, and the column oven temperature was 30 °C. MS analysis was performed with the following ion source parameters: spray voltage, 4 kV; capillary temperature, 350 °C; sheath gas, 35; and auxiliary gas, 10. Mass spectrometry was performed in positive ion mode. The full MS scan range was 100–1200 m/z with a resolution of 120,000. The normalized collision energy for collision-induced dissociation (CID) was set to 35%. Xcalibur software (Thermo Scientific) and MS-DIAL were used for data analysis and interpretation.

### Statistical analysis

All of the data are presented as mean ± SEM unless otherwise noted. All of the statistical analyses were performed using Prism v9 (GraphPad Software) or Excel (Microsoft). Statistical significance was analyzed using an unpaired Student’s *t* test or two-way ANOVA with Tukey’s multiple comparisons test. Differences with *p*  <  0.05 were considered to be statistically significant.

## Supplementary information

TableS1

TableS4

Supplemental material

Uncropped gels

## Data Availability

All of the data from this manuscript are available from the corresponding author upon request. RNA sequence data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE 236357.

# Supplementary material for: Targeting PHGDH reverses the immunosuppressive phenotype of tumor-associated macrophages through α-ketoglutarate and mTORC1 signaling
**Source:** Cell Mol Immunol. 2024 Feb 27;21(5):448–65. doi: 10.1038/s41423-024-01134-0

Supplemental information

**Targeting PHGDH reverses the immunosuppressive function in tumor-associated macrophages through α-ketoglutarate and mTORC1 signaling**

Zhengnan Cai, Wan Li, Sonja Hager, Jayne Louise Wilson, Leila Afjehi-Sadat, Elke H. Heiss, Thomas Weichhart, Petra Heffeter, Wolfram Weckwerth^*^

**Supplemental table legends**

**Table S1. All identified and quantified metabolites obtained from GC-MS and LC-MS**

**Table S2. Primers used for RT-qPCR**

**Table S3. Metabolite specific mass fragments for the calculation of ^13^C-isotope incorporation**

**Table S4. Correlation between *Ccr2* gene expression and TAM infiltration in diverse cancer types**

**Supplemental figure legends**

**Figure S1. PHGDH supports M2 immunosuppressive phenotype**. (**A**) Gating strategies for TAMs cell sorting analyses. Flow cytometry plot axes are displayed in logarithmic scale, except for forward scatter (FSC) and side scatter (SSC) for which a linear scale was used. (**B**) Western blot analysis of ARG1 and PHGDH protein expressions in WT BMDMs treated with 20 ng/mL IL-4 or DMEM. (**C**) Cell viability analysis of BMDMs from PHGDH-deficient mice and *Phgdh*^fl/fl^ mice (*n* = 4 biologically independent samples per genotype). (**D-E**) qPCR analysis of *Psat1*, *Shmt1* and *Shmt2* in PHGDH-deficient BMDMs and *Phgdh*^fl/fl^ (control) BMDMs stimulated with 20 ng/mL IL-4 (D)or 100 ng/mL LPS (E) for 4 h, 8 h and 24 h (*n* = 3 independent experiments). Data are expressed as the fold change relative to control (DMEM treated WT macrophages) at indicated time points. (**F-J**) qPCR analysis of *Slc1a4* (F) and *Slc1a5* (J) in WT BMDMs stimulated with 100 ng/mL LPS, 20 ng/mL IL-4 or DMEM for 4 h and 24 h (*n* = 3 independent experiments). (**H**) qPCR analysis of *Il1b* in WT BMDMs stimulated with 100 ng/mL LPS or 100 ng/mL LPS pretreated with 50 μM L-phenylglycine (l-phg) (*n* = 3 independent experiments). (**I**) qPCR analysis of *Arg1* in WT BMDMs stimulated with 20 ng/mL IL-4 or 20 ng/mL IL-4 pretreated with 50 μM l-phg (*n* = 3 independent experiments). Data are shown as the mean ± SEM. Statistical significance was calculated using a two-tailed unpaired Student’s t-test.

**Figure S2. PHGDH deficiency diminishes M2-like TEMs phenotype**. (**A**) Western blot detection of PHGDH in AE17, A549, MDA-MB-231 and HCT116 cancer cells. (**B-C**) Western blot detection of ARG1 and PHGDH in *Phgdh*^fl/fl^ *Cx3cr1*-Cre BMDMs and *Phgdh*^fl/fl^ BMDMs incubated with DMEM, MDA-MB-231-TCM (B) or HCT116 (C) for 24 h. (**D-E**) Extracellular levels of serine (D) and glycine (E) in conditioned media from WT BMDMs incubated with DMEM, AE17-TCM, A549-TCM or MDA-MB-231-TCM for 24 h followed by GC-MS (*n* = 3 biologically independent samples). Data are expressed as the fold change relative to the unconditioned DMEM. (**F**) Images of AE17-TCM- or A549-TCM-stimulated PHGDH-deficient for 2 days. Scale bar, 100 µm. (**G**) Western blot detection of pro.caspase-3 and cl.caspase-3 in *Phgdh*^fl/fl^ *Cx3cr1*-Cre BMDMs and *Phgdh*^fl/fl^ BMDMs incubated with DMEM or AE17-TCM. *Phgdh*^fl/fl^ BMDMs was treated with 400 μM palmitic acid (PA.) for 24 h as the positive control. (**H**) PHGDH-deficient BMDMs and control BMDMs were treated with AE17-TCM or A549-TCM for the indicated days followed by 1h CCK8 incubation (*n* = 4 biologically independent samples). The optical density (OD) was detected at 450 nm. Data are shown as the mean ± SEM. Statistical significance was calculated using a two-tailed unpaired Student’s t-test.

**Figure S3. PHGDH deficiency in macrophages favors antitumor immunity.** (**A**) Representative images of tumors from AE17 tumor-bearing mice. (**B**) Gating strategies for flow cytometry analyses described in Figures 3D, 3G and S3E. Flow cytometry plot axes are presented in logarithmic scale, except for forward side scatter (FSC) and side scatter (SSC) for which a linear scale was used. (**C**) qPCR analysis of selected macrophage markers in TAMs sorted from AE17 mesothelioma (*n* = 5 tumors per condition). Data are expressed as the fold change relative to *Phgdh*^fl/fl^ samples. Results represent two independent experiments. Data are shown as the mean ± SEM. Statistical significance was calculated using a two-tailed unpaired Student’s t-test.

**Figure S4.** (**A**) Analysis of the proportion of T cells (CD3^+^), CD4 (CD4^+^) and CD8 (CD8^+^) from AE17 mesothelioma (*n* = 10 tumors per condition). Results represent three independent experiments. (**B**) Representative images of cyrosectioned AE17 tumors stained with antibodies against PHGDH (red) and CD3 (green) as well as the nuclear stain DAPI. Scale bar, 20 μm. Data are shown as the mean ± SEM. Statistical significance was calculated using a two-tailed unpaired Student’s t-test.

**Figure S5. PHGDH deficiency restrains M2-like TEMs functions.** (**A-C**) GSEA plots of the E2F targets (A), p53 pathway (B) and inflammatory response (C) gene signature in *Phgdh*^fl/fl^ *Cx3cr1*-Cre TEMs relative to *Phgdh*^fl/fl^ TEMs from the analysis in Figure 4B with their respective normalized enrichment scores (NES) and false discovery rates (FDR). (**D**) KEGG enrichment analysis conducted on *Phgdh*^fl/fl^ *Cx3cr1*-Cre TEMs and *Phgdh*^fl/fl^ TEMs using GSEA. (**E**) Principal Component Analysis (PCA) of total identified metabolites in *Phgdh*^fl/fl^ TEMs and PHGDH-deficient TEMs. Samples are plotted based on the first two principal components (PC 1 and PC 2) with the indicated contributions to total variance (*n* = 4 biologically independent samples). (F) qPCR analysis of representative genes encoding for subunits of the five protein complexes involved in the ETC in TAMs sorted from AE17 mesothelioma (*n* = 5 tumors per condition). Data are expressed as the fold change relative to *Phgdh*^fl/fl^ samples. Results represent two independent experiments. (G) qPCR analysis of representative genes encoding for glycolytic pathway in TAMs sorted from AE17 mesothelioma (*n* = 5 tumors per condition). Data are expressed as the fold change relative to *Phgdh*^fl/fl^ samples. Results represent two independent experiments. (H) qPCR analysis of *Psat1* and *Psph* in TAMs sorted from AE17 mesothelioma (*n* = 5 tumors per condition). Data are expressed as the fold change relative to *Phgdh*^fl/fl^ samples. Results represent two independent experiments. Data are shown as the mean ± SEM. Statistical significance was calculated using a two-tailed unpaired Student’s t-test.

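Table S1 lists 62 metabolites measured in 4 samples of *Phgdh* fl/fl TEMs and 4 samples of *Phgdh* fl/fl *Cx3cr1*-Cre TEMs by GC‒MS or LC‒MS. These samples are not the RNA-seq samples. The methods state that the protein level of the cell pellets was measured for normalization. The values are relative, so that they compare samples within a metabolite and not metabolites with one another. The mean was lower in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs for 55 metabolites and higher for 7, and the median ratio of the means was 0.742. By an exact two-sided permutation test of 4 samples against 4, 21 metabolites had p under 0.05, all of them lower, and 0 had a Benjamini-Hochberg adjusted p under 0.05 over the 62 (smallest 0.0844). The smallest exact p that this design allows is 0.029, so that the 0 reflects the design as well as the values. With limma on log2 values, which assumes a shared spread, 22 were lower and 0 higher at an adjusted p under 0.05. Serine was lower with a ratio of 0.471, itaconic acid with 0.466 and taurine with 0.615, each with an exact p of 0.029. Ornithine had a ratio of 0.503 with an exact p of 0.0857. A median-of-ratios factor per sample over all metabolites lay between 1.09 and 1.22 in *Phgdh* fl/fl TEMs and between 0.751 and 0.956 in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs. Dividing by it takes off the difference shared by most metabolites and centres the ratios, so that the 33 lower means it leaves do not bear on the 55. After this division, 5 metabolites were lower and 3 higher with an exact p under 0.05. The factor was computed over the metabolites of GC‒MS and LC‒MS together, which had different extraction standards. If the shared difference was not the same in both methods, a metabolite could pass or fail for that reason alone.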

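The heatmap in panel A shows the genes of the mTORC1 signature by sample. On the log2(normalized count + 1) scale, the changes of its 46 genes range from -2.15 for *Phgdh*, which is itself a member of the signature, and -1.05 for *Scd1* to -0.13 for *Hspa4*.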

**Figure S6. mTORC1 signaling regulates M2-like TEM polarization and proliferation.** (**A**) Heatmap of gene signatures for mTORC1 signaling in Figure 6A. (**B**) Protein quantification of S6 (p-S235/236) shown in Figure 6B (*n* = 3 biologically independent samples). Data are presented as fold changes relative to the untreated group. Data are normalized on tubulin and the total S6 protein. (**C**) Western blot detection of indicated proteins in WT BMDMs incubated with A549-TCM supplying with 100 nM rapamycin or 25 μM WQ-2101 for 24 h. (**D**) Protein quantification of S6 (p-S235/236) shown in Figure S6C (*n* = 3 biologically independent samples). Data are presented as fold changes relative to the untreated group. Data are normalized on the tubulin and the total S6 protein. (**E**) *Phgdh*^fl/fl^ BMDMs was treated with A549-TCM for the indicated days followed by 1h CCK8 incubation (*n* = 4 biologically independent samples). The OD was detected at 450 nm. Data were normalized to the control (DMEM-treated *Phgdh*^fl/fl^ BMDMs) and expressed as fold change. Data are shown as the mean ± SD (C). Data analyzed using a two-way ANOVA with Tukey’s multiple comparisons test (C).

**Figure S7.** **PHGDH-mediated SSP interacts with mTORC1 signaling to regulate macrophage migration.** (**A**) Relative FPKM (Rel. FPKM) of *Cxcr4* in PHGDH-deficient TEMs and control TEMs (*n* = 4 biologically independent samples). (**B**) Western blot detection of indicated proteins in PHGDH-deficient BMDMs and control BMDMs incubated with A549-TCM supplying with or without 100 nM rapamycin for 24 h. (**C**) Scheme of the transwell system with PHGDH-deficient BMDMs in the upper chamber and A549 cells in the bottom. Migration of macrophages was quantified 24 h after seeding (*n* = 6 random fields for each condition for two independent experiments with similar results). Scale bars, 100 µm. (**D**) Quantification of PHGDH-deficient macrophages incubating with or without 100 nM rapamycin that have migrated across a transwell filter following co-culture with AE17 cells (*n* = 6 random fields for each condition for two independent experiments with similar results). Scale bars, 100 µm. (**E**) Quantification of PHGDH-deficient macrophages that have migrated across a transwell filter following co-culture with A549 cancer cells, with or without supplementation of 1 mM DM-αKG (*n* = 6 random fields for each condition for two independent experiments with similar results). (**F**) Spearman’s correlation between *Ccr2* gene expression and M1-like TAM infiltration based on CIBERSORT algorithm. (**G**) Spearman’s correlation between *Ccr2* gene expression and M2-like TAM infiltration based on CIBERSORT algorithm. Purity adjustment was applied when analyzing the TCGA database. Only significant correlations are displayed, with an adjusted *p*-value < 0.05. Data are shown as the mean ± SEM (A and C-D). Data analyzed using a two-tailed unpaired Student’s t-test (A and C-E).

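Table S4 holds the correlations behind panels F and G. For each of 40 tumor types or subtypes it gives the paper's Spearman's rho between *Ccr2* expression and the infiltration estimated by CIBERSORT, once for M1-like and once for M2-like macrophages, with an adjusted p-value. Counted over that table, the rho for M1-like macrophages was positive with an adjusted p under 0.05 in 35 of the 40 and negative in 0, with a median of 0.36 and a range from 0.0791 to 0.582. For M2-like macrophages it was positive with an adjusted p under 0.05 in 11, negative in 6 and not under 0.05 in 23, with a median of 0.0401 and a range from -0.277 to 0.429. The panels leave out the tumor types above the threshold, whereas the table keeps them.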

**Table S2. Primers used for RT-qPCR**

| Target | Primer Forward | Primer Reverse |
| --- | --- | --- |
| *Arg1* | ACATTGGCTTGCGAGACGTA | ATCGGCCTTTTCTTCCTTCCC |
| *Mrc1* | CTCTGTTCAGCTATTGGACGC | CGGAATTTCTGGGATTCAGCTTC |
| *Ym1* | CCAGCAGAAGCTCTCCAGAAGCA | TGGTAGGAAGATCCCAGCTGTACG |
| *Il10* | GCTCTTACTGACTGGCATGAG | CGCAGCTCTAGGAGCATGTG |
| *Nos2* | CAGAGGACCCAGAGACAAGC | TGCTGAAACATTTCCTGTGC |
| *Il1b* | TGGCAACTGTTCCTG | GGAAGCAGCCCTTCATCTTT |
| *Tnfa* | TCTGTCTACTGAACTTCGGGGTGA | TTGTCTTTGAGATCCATGCCGTT |
| *Tgfb* | TGACGTCACTGGAGTTGTACGG | GGTTCATGTCATGGATGGTGC |
| *Past1* | AGAAGAATGTTGGCTCTGCC | CCCATGACGTAGATGCTGAA |
| *Phgdh* | CAGGTGGTTACACAAGGAACA | GTCTGCCTGCTTAGATGCTT |
| *Shmt1* | CCACGCTCCTAATACAAGGCA | TGCTGTAAACCTCGGCATCA |
| *Shmt2* | GCGGATGTTGTTACCACC | GGGAACACAGCGAAGTTGAT |
| *Rps9* | GCAAGATGAAGCTGGATTAC | GGGATGTTCACCACCTG |
| *Mgl1* | TGCAACAGCTGAGGAAGGACTTGA | AACCAATAGCAGCTGCCTTCATGC |
| *Mgl2* | GCATGAAGGCAGCTGCTATTGGTT | TAGGCCCATCCAGCTAAGCACATT |
| *Ccr2* | TTTGTTTTTGCAGATGATTCAA | TGCCATCATAAAGGAGCCAT |
| *Il6* | ACAAAGCCAGAGTCCTTCAGAGAG | TTGGATGGTCTTGGTCCTTAGCCA |
| *Thbs1* | GGGGAGATAACGGTGTGTTTG | AGACTCTGGAATGCGGTTG |
| *Slc40a1* | TGGAACTCTATGGAAACAGCCT | TGGCATTCTTATCCACCCAGT |
| *Gpnmb* | CATTCCCATCTCGAAGGTGAAA | AAATGGCAGAGTCGTTGAGGA |
| *Apoe* | GACCCAGCAAATACGCCTG | CATGTCTTCCACTATTGGCTCG |
| *Lst1* | TGGAAAGGAATGCCCAGGTC | GGCATAGTCAGTGCTGAGGT |
| *Fcgr3* | AATGCACACTCTGGAAGCCAA | CACTCTGCCTGTCTGCAAAAG |
| *Atp5a1* | GAGACTGGGCGTGTGTTAAG | CTCCTCTGCTTGAACATTCCTC |
| *Cox5a* | ATGCCTGGGAATTGCGTAAAG | TGCGAACAGCACTAGCAAAAT |
| *Gapdh* | TGGCCTTCCGTGTTCCTAC | GAGTTGCTGTTGAAGTCGCA |
| *Hk2* | TGATCGCCTGCTTATTCACGG | AACCGCCTAGAAATCTCCAGA |
| *Ldha* | TGTCTCCAGCAAAGACTACTGT | GACTGTACTTGACAATGTTGGGA |
| *Ndufb8* | TGTTGCCGGGGTCATATCCTA | AGCATCGGGTAGTCGCCATA |
| *Pfkm* | GCGACTTGCTGAATGATCTCC | CATTGTCGATTGAGCCAACCA |
| *Pgam1* | GTCCTGGATGCCATTGACCA | GACCTGTCAGACCGCCATAG |
| *Sdhb* | AATTTGCCATTTACCGATGGGA | AGCATCCAACACCATAGGTCC |
| *Pkm* | GTGGGCAGCAAGATCTACGT | GAGCCACCATTCTCCACCTC |
| *Psph* | GGATGCAGTGTGCTTTGATGT | CCAGCTCCCTTATGCCAGG |
| *Uqcrc2* | AAAGTTGCCCCGAAGGTTAAA | GAGCATAGTTTTCCAGAGAAGCA |

**Table S3. Metabolite specific mass fragments for the calculation of ^13^C-isotope incorporation**

| Compound | Derivate | Ions | Formula | Maximum labellled atoms | Labelling with |
| --- | --- | --- | --- | --- | --- |
| Serine | 3TMS | 218, 219, 220 | C8H20N1O2Si2 | C2 | U-[^13^C]-glucose or serine |
| αKG | 1MeOX 2TMS | 304, 305, 306, 307, 308, 309 | C11H22O5N1Si2 | C5 | U-[^13^C]-glutamine |

Figure S1

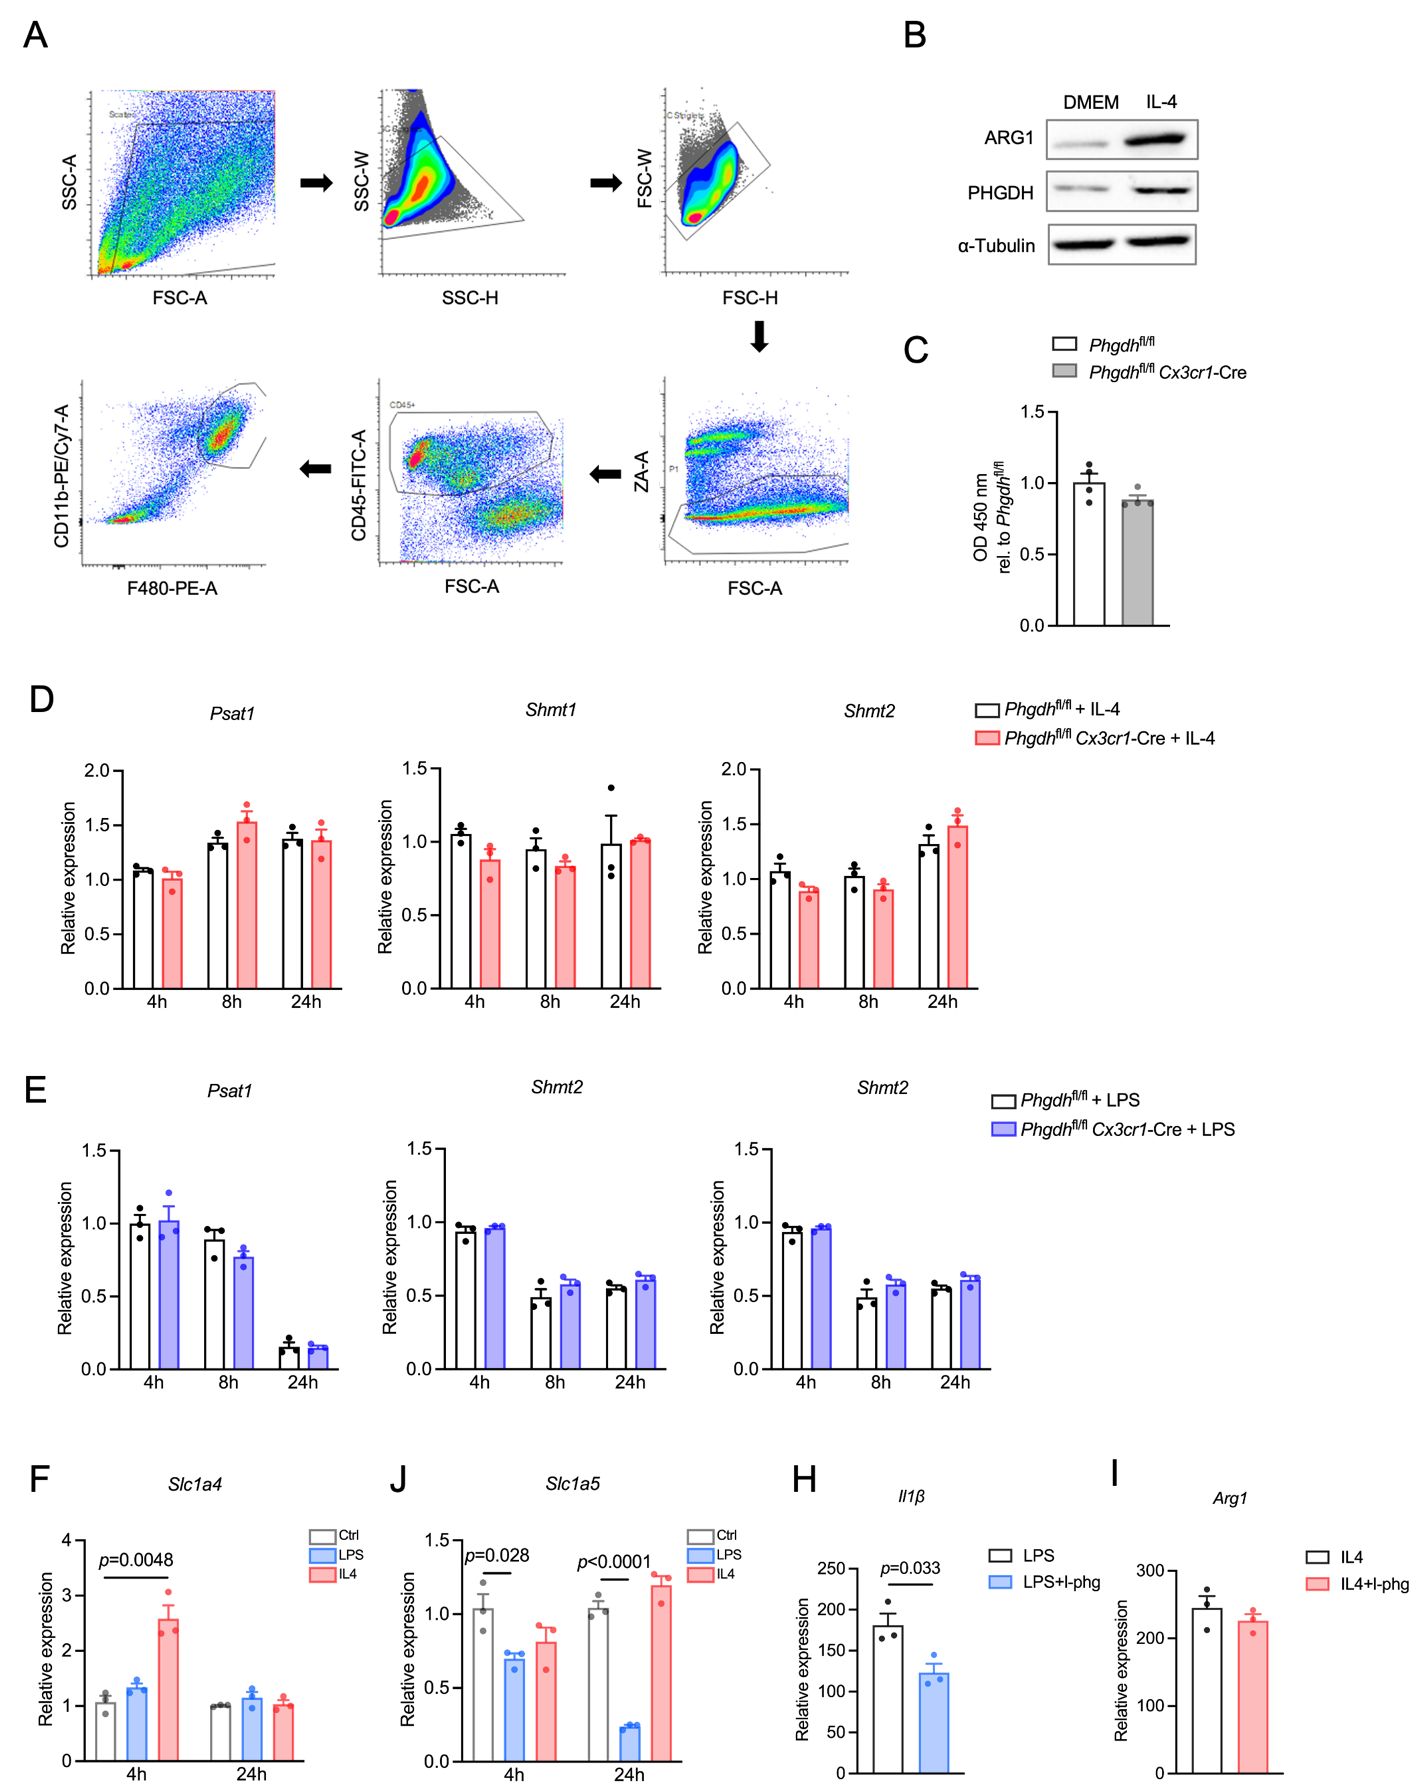

Figure S2

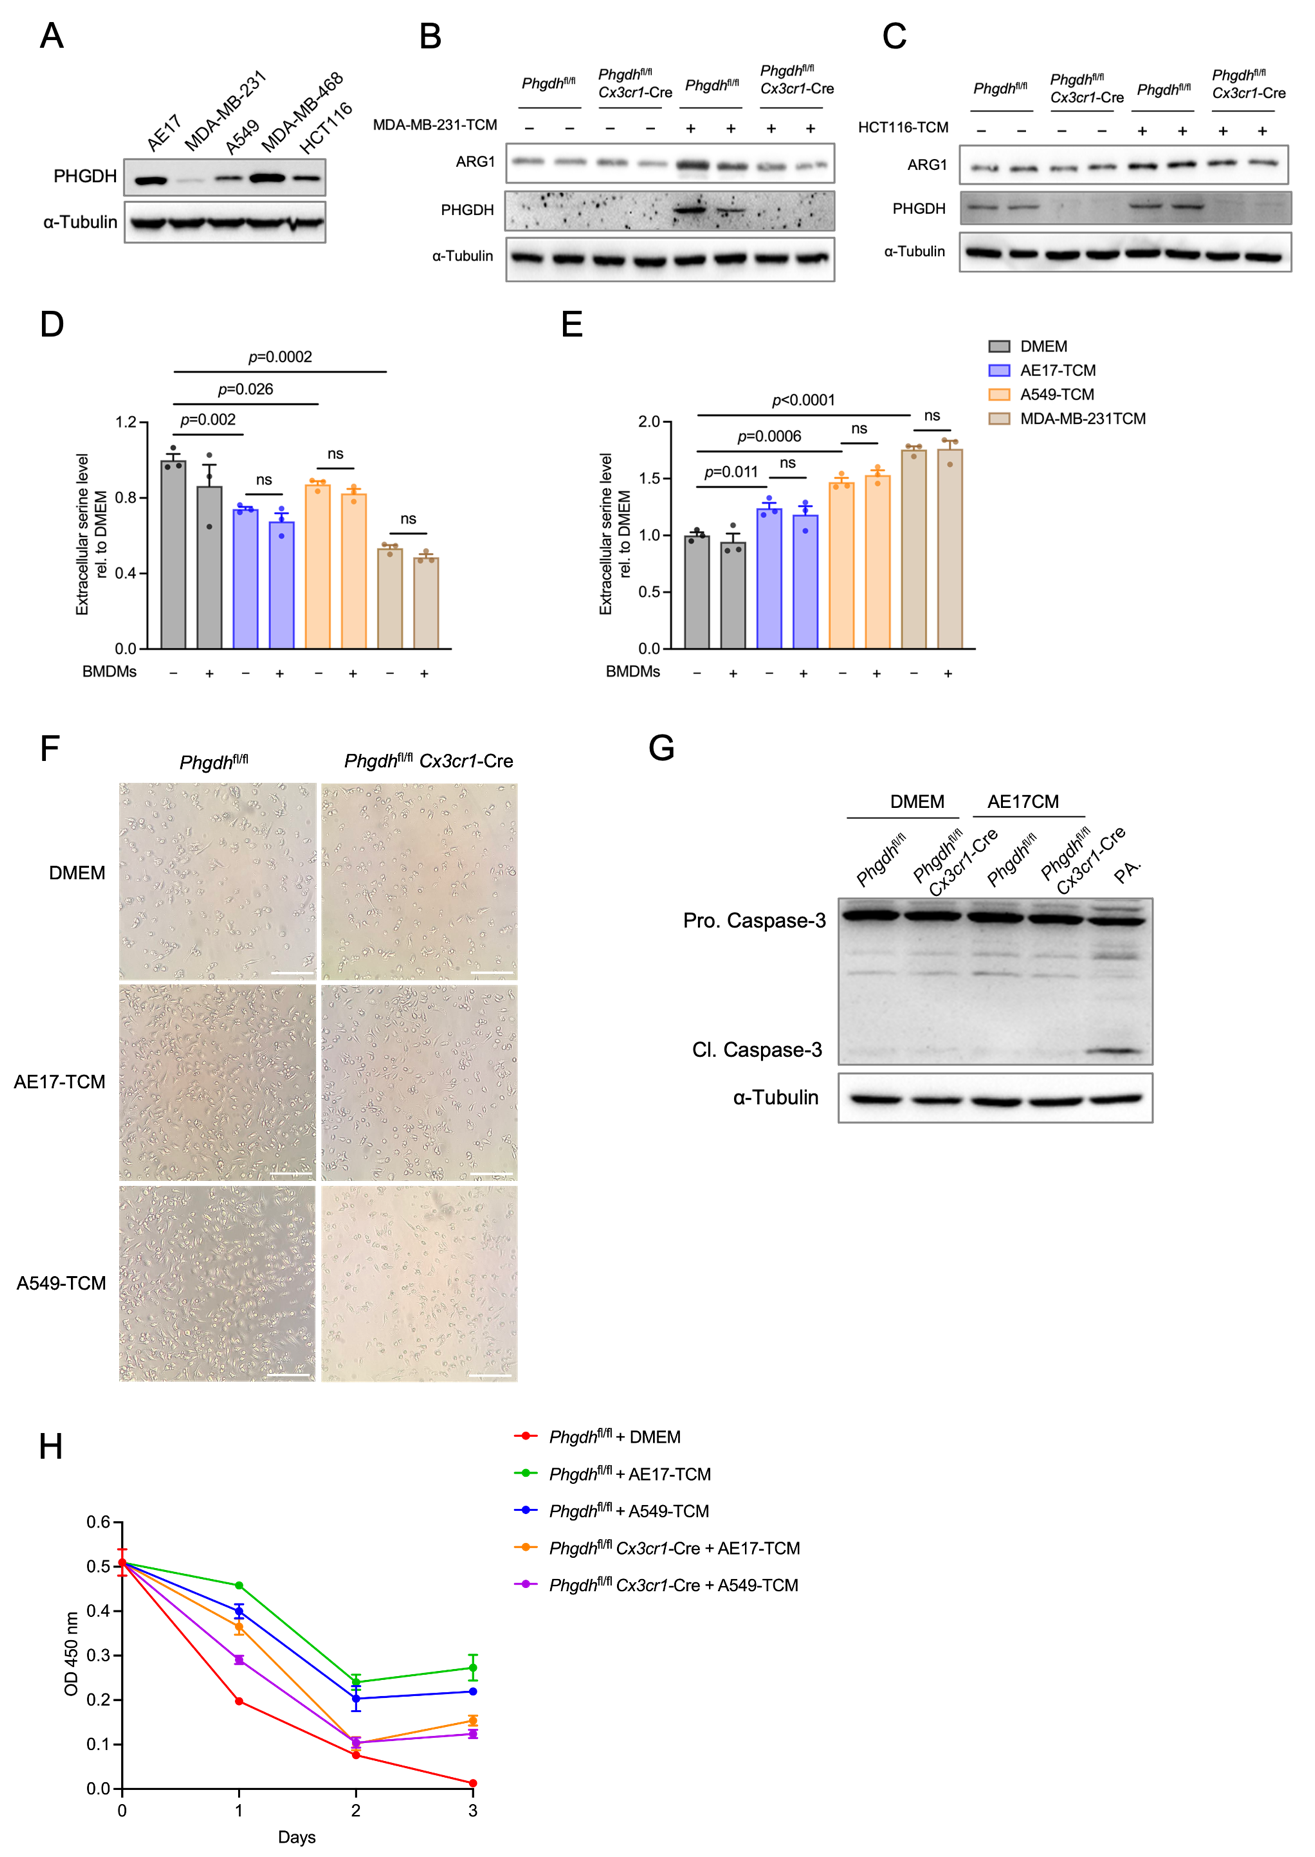

Figure S3

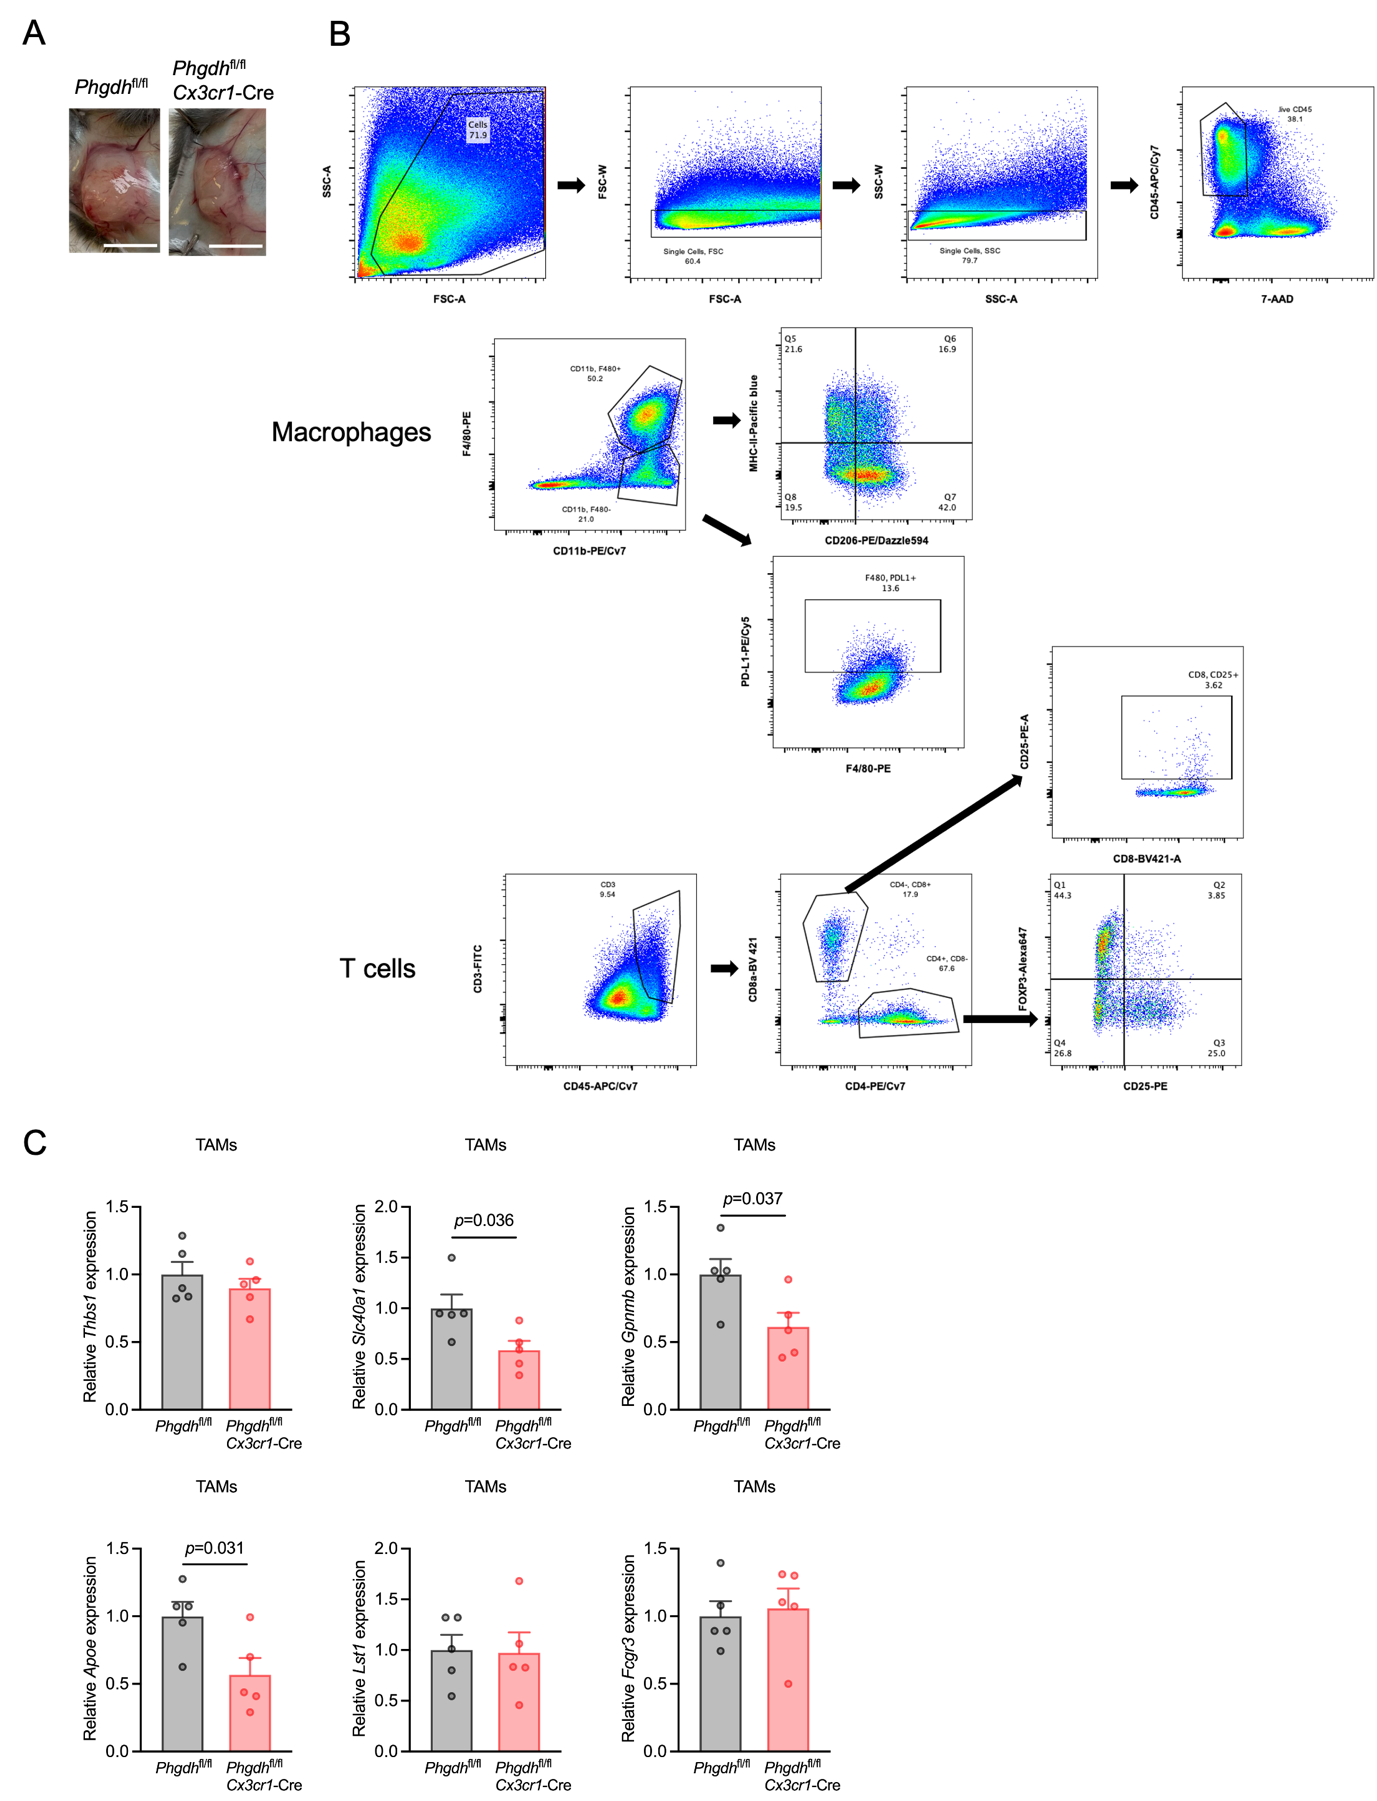

Figure S4

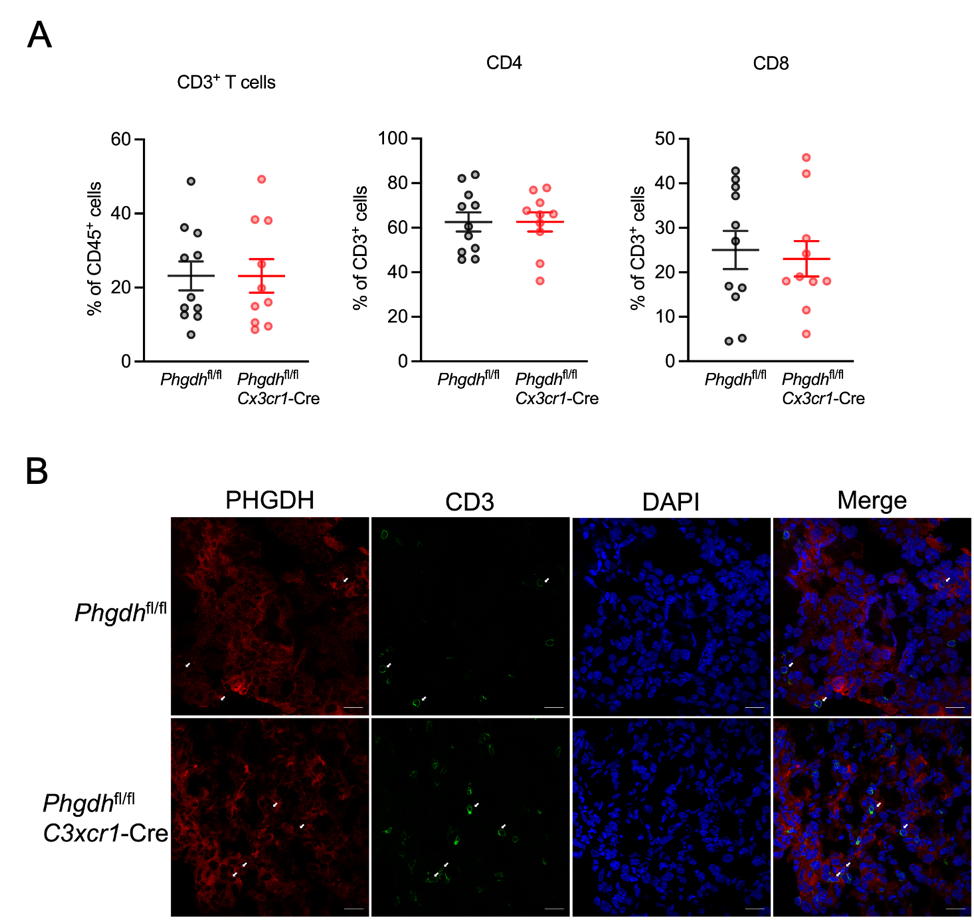

Figure S5

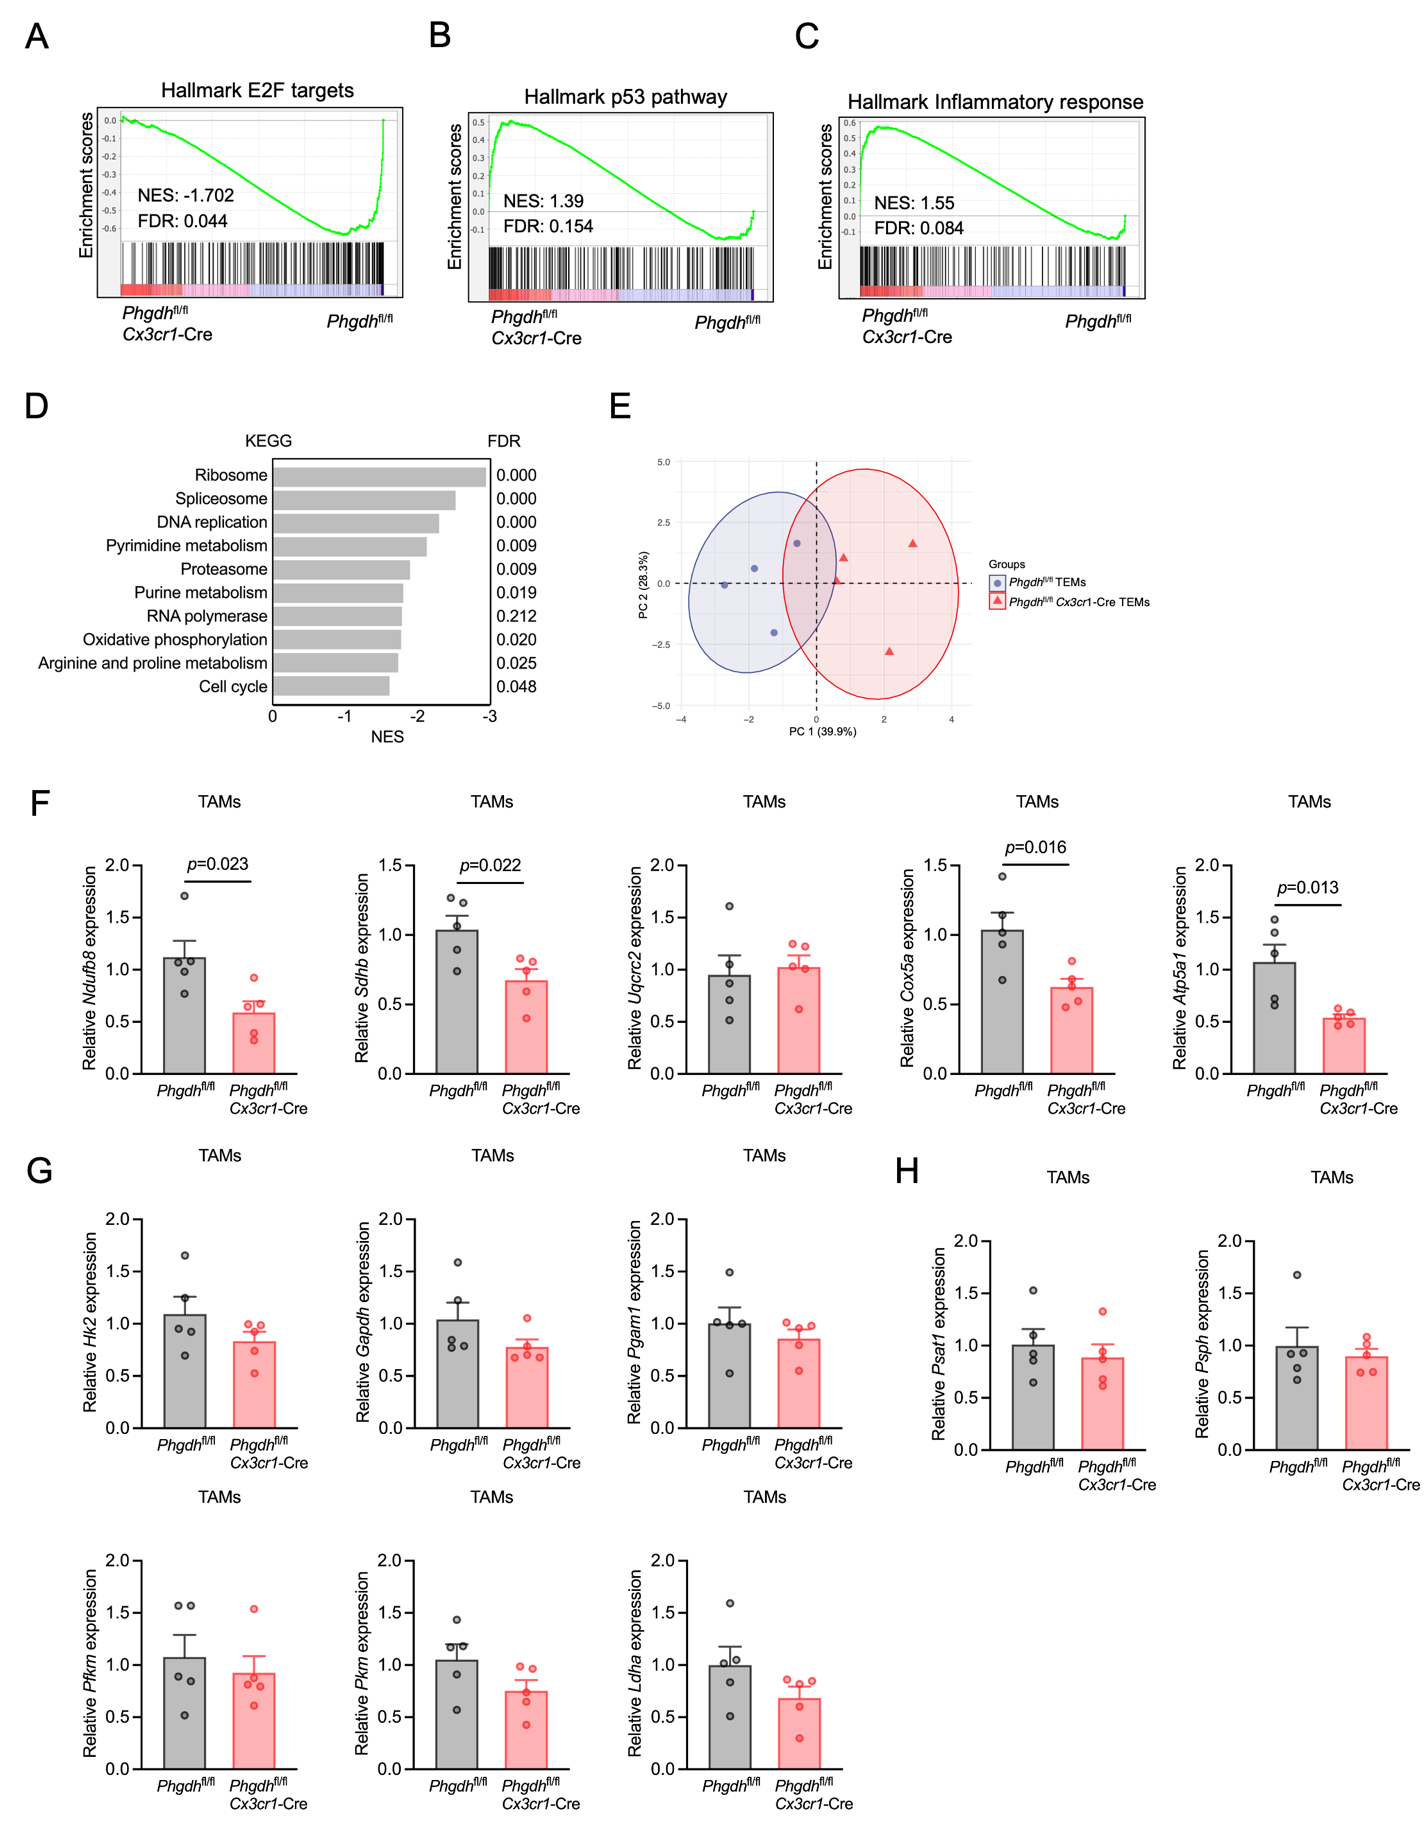

Figure S6

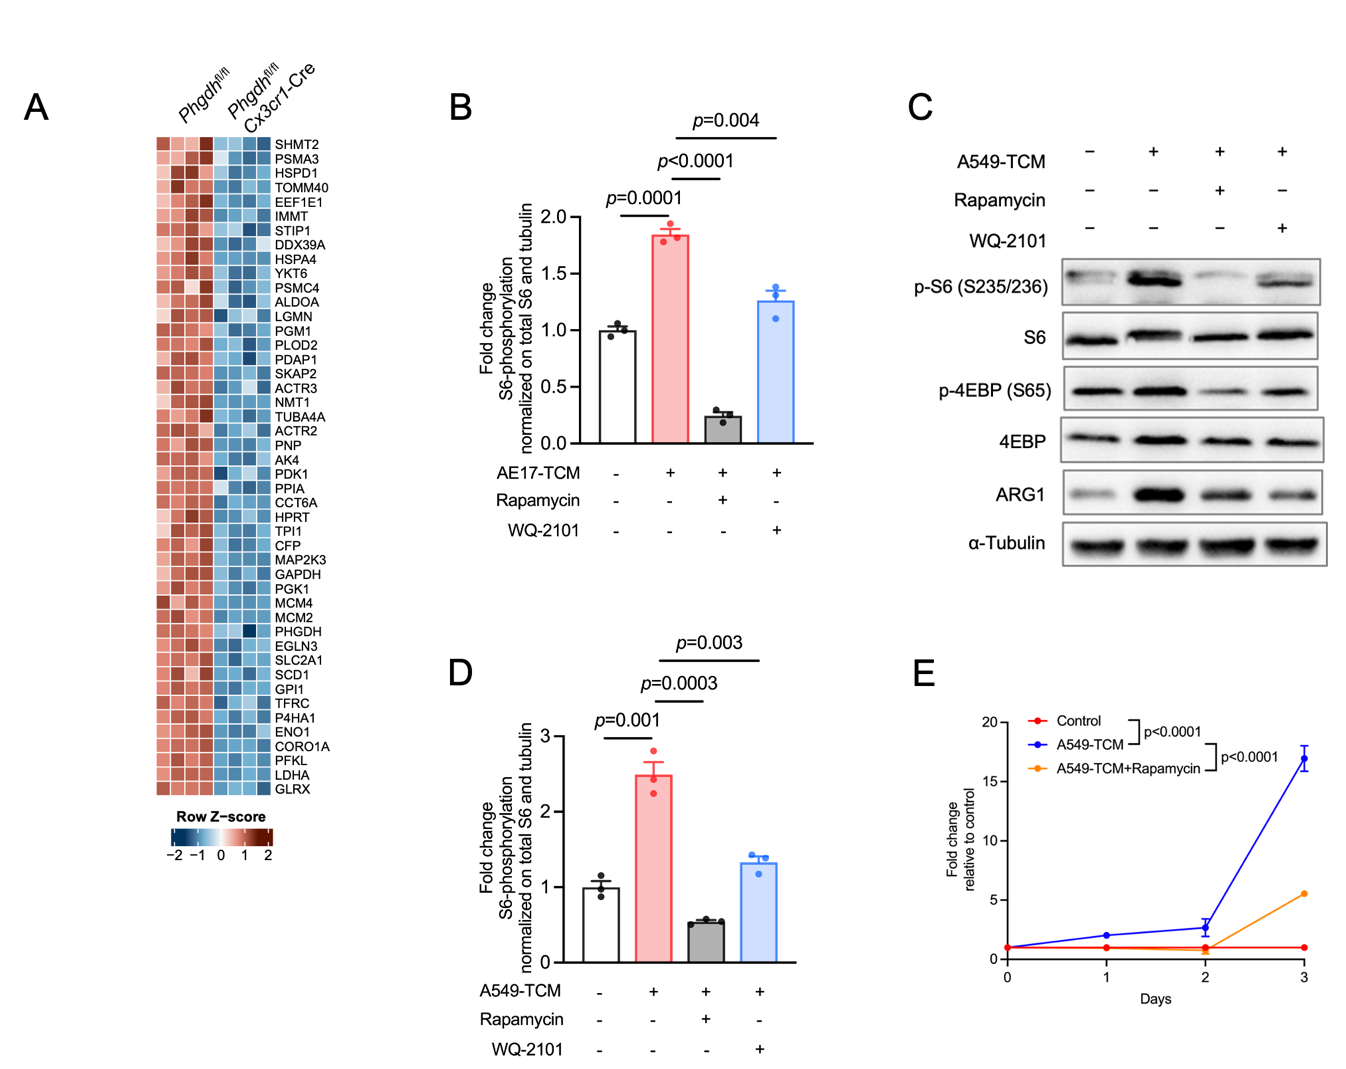

Figure S7

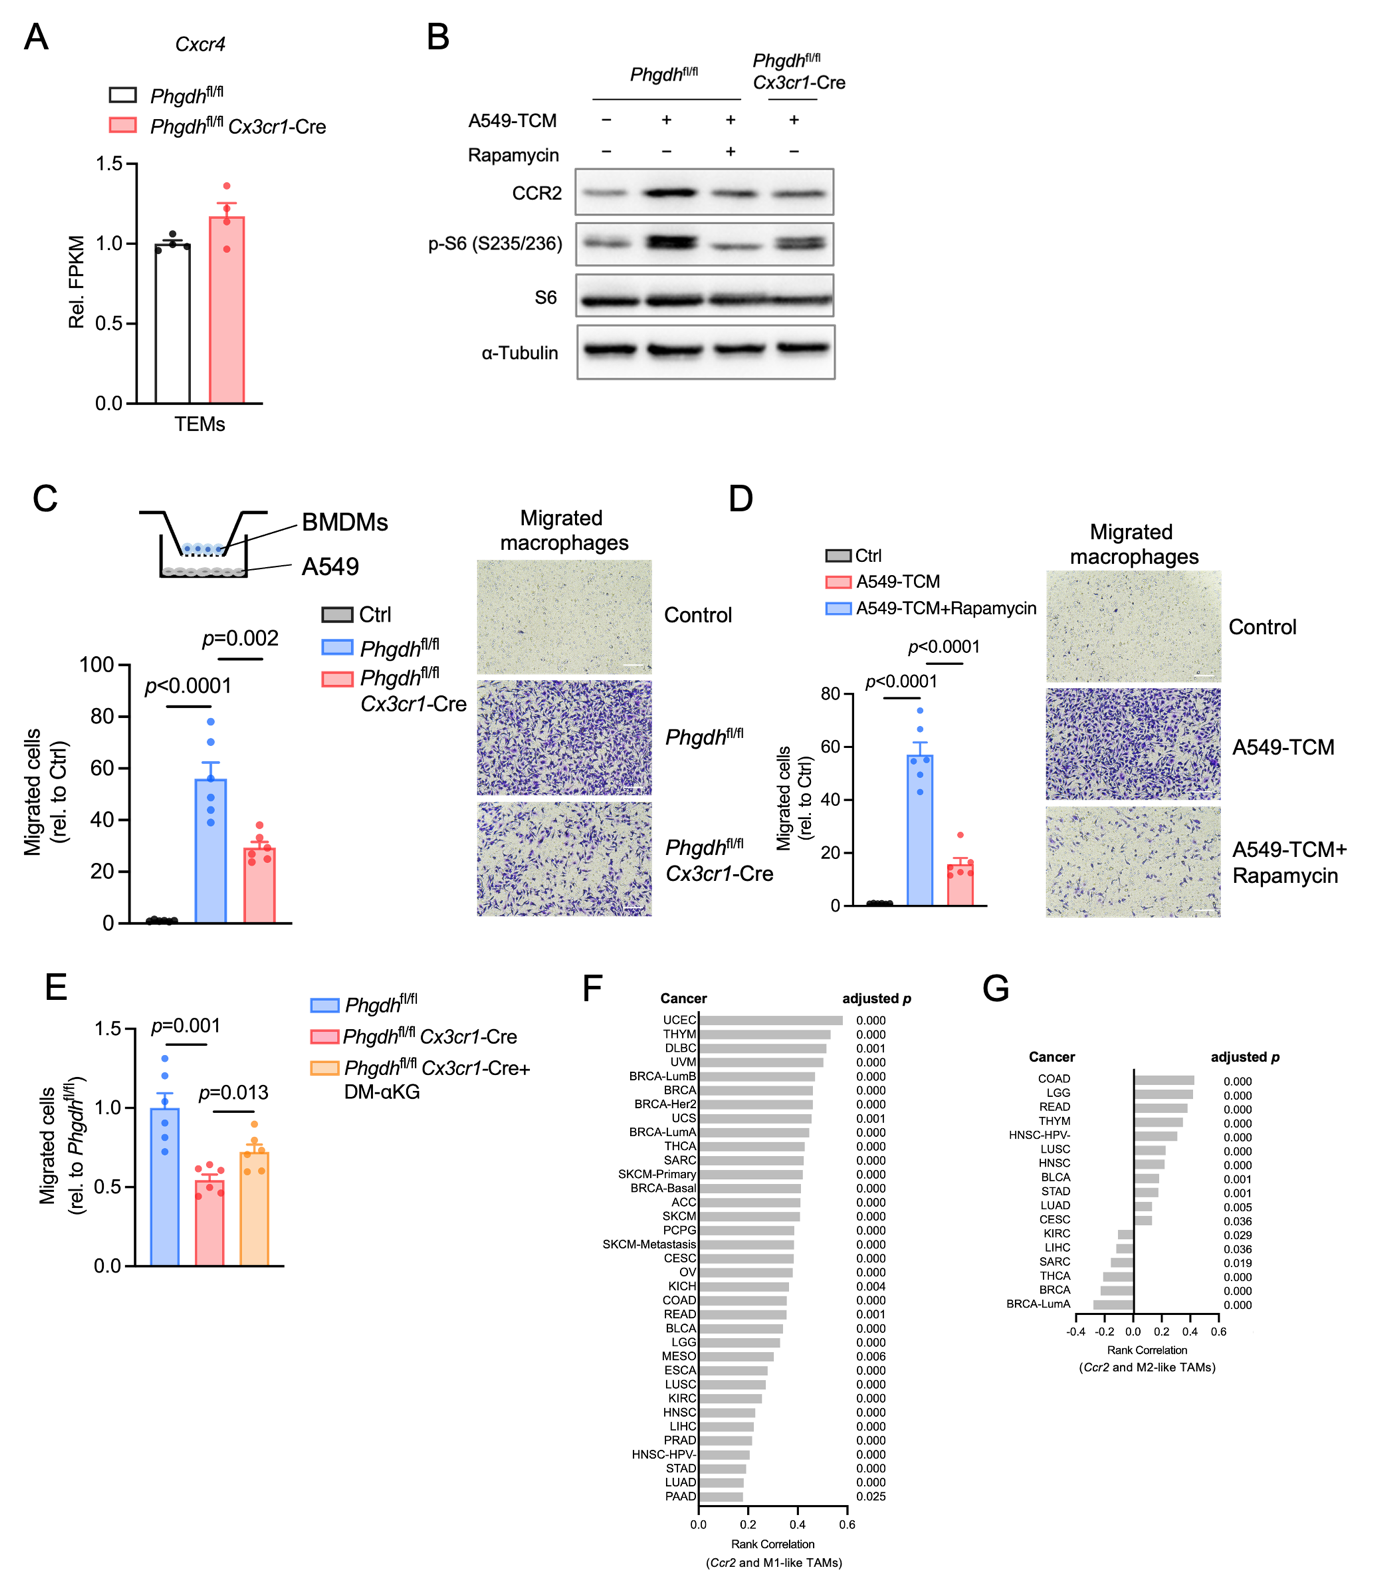

**Supplement:** Supplementary file 3 — Supplemental material

# Supplementary material for: Targeting PHGDH reverses the immunosuppressive phenotype of tumor-associated macrophages through α-ketoglutarate and mTORC1 signaling
**Source:** Cell Mol Immunol. 2024 Feb 27;21(5):448–65. doi: 10.1038/s41423-024-01134-0

Figure 1E

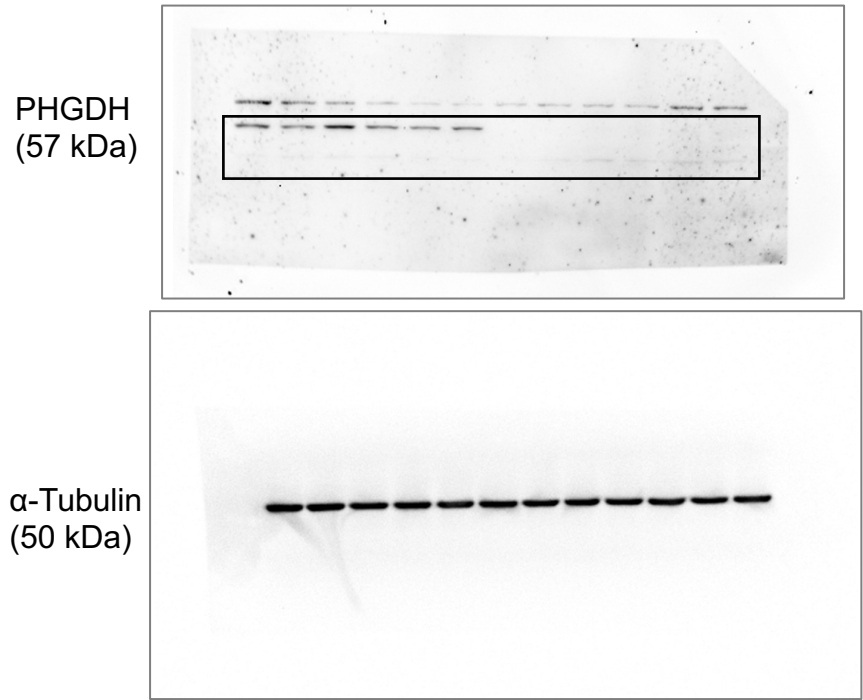

Figure 2B

Figure 2A

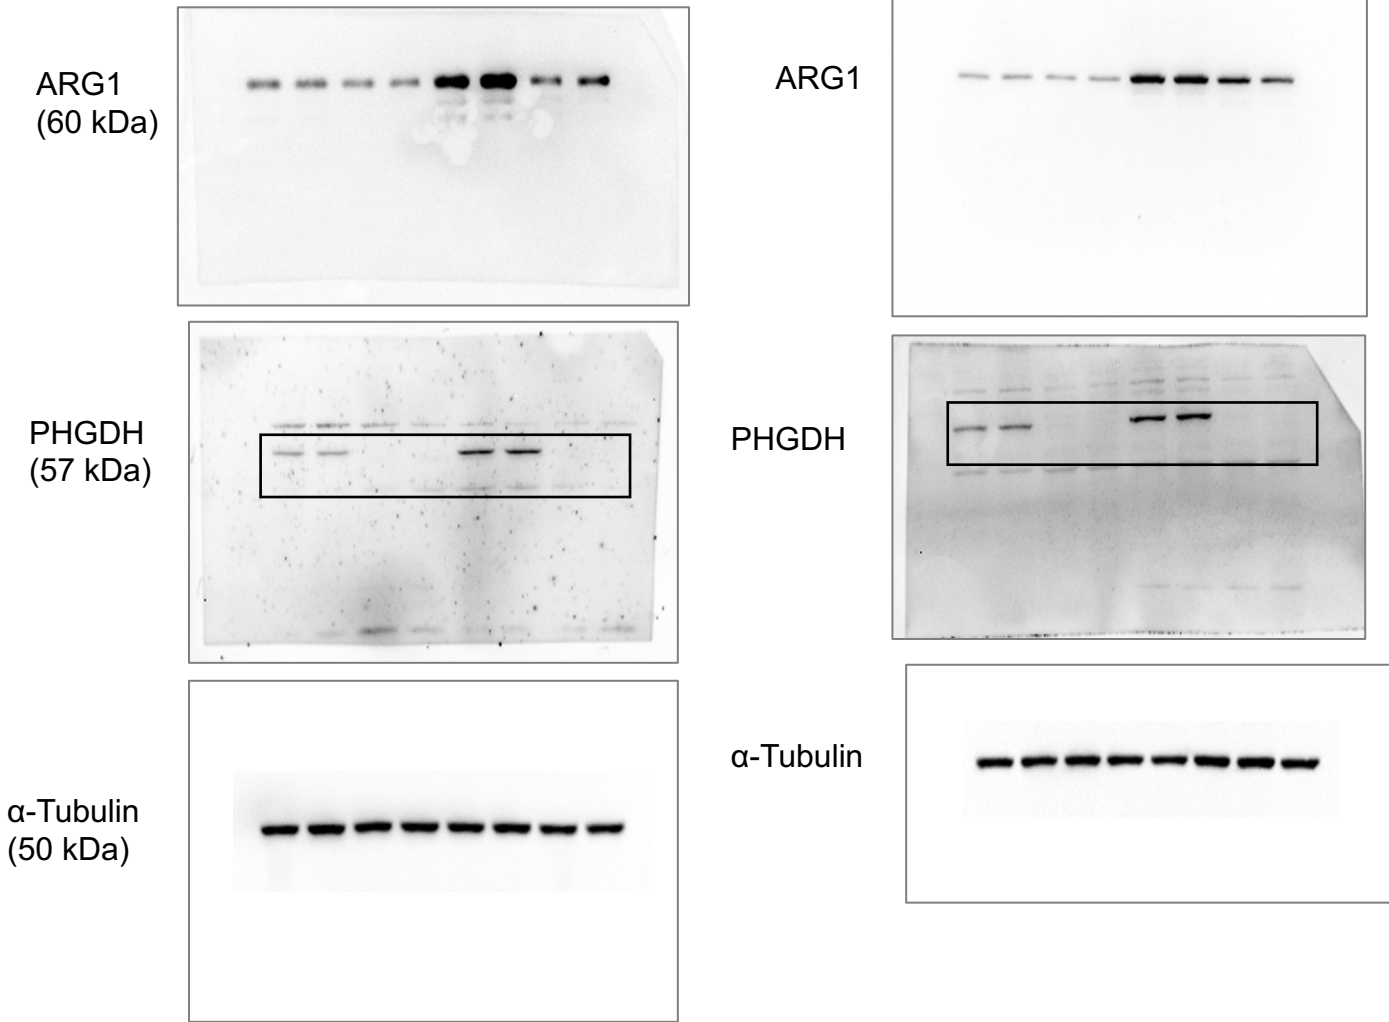

Figure 2J

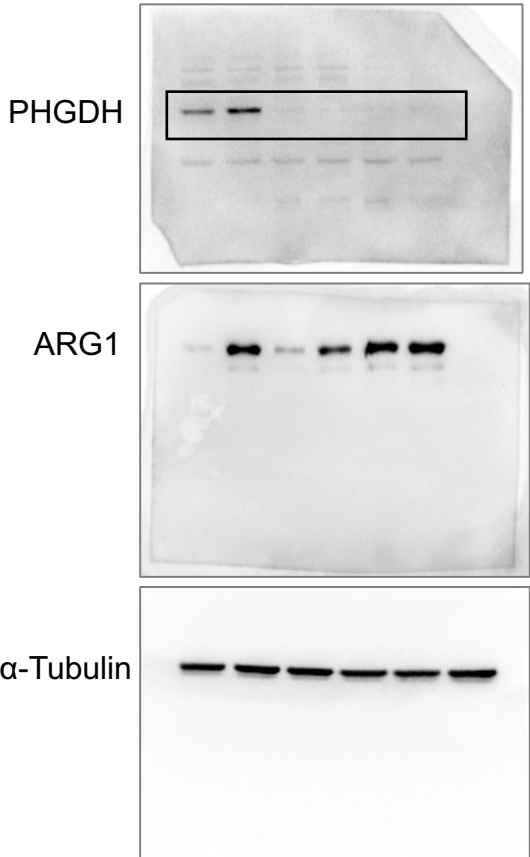

Figure 5I

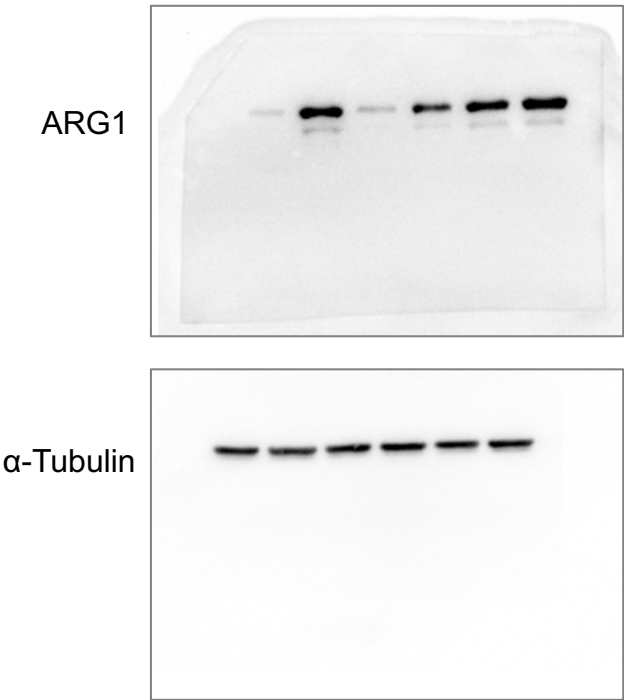

Figure 6B

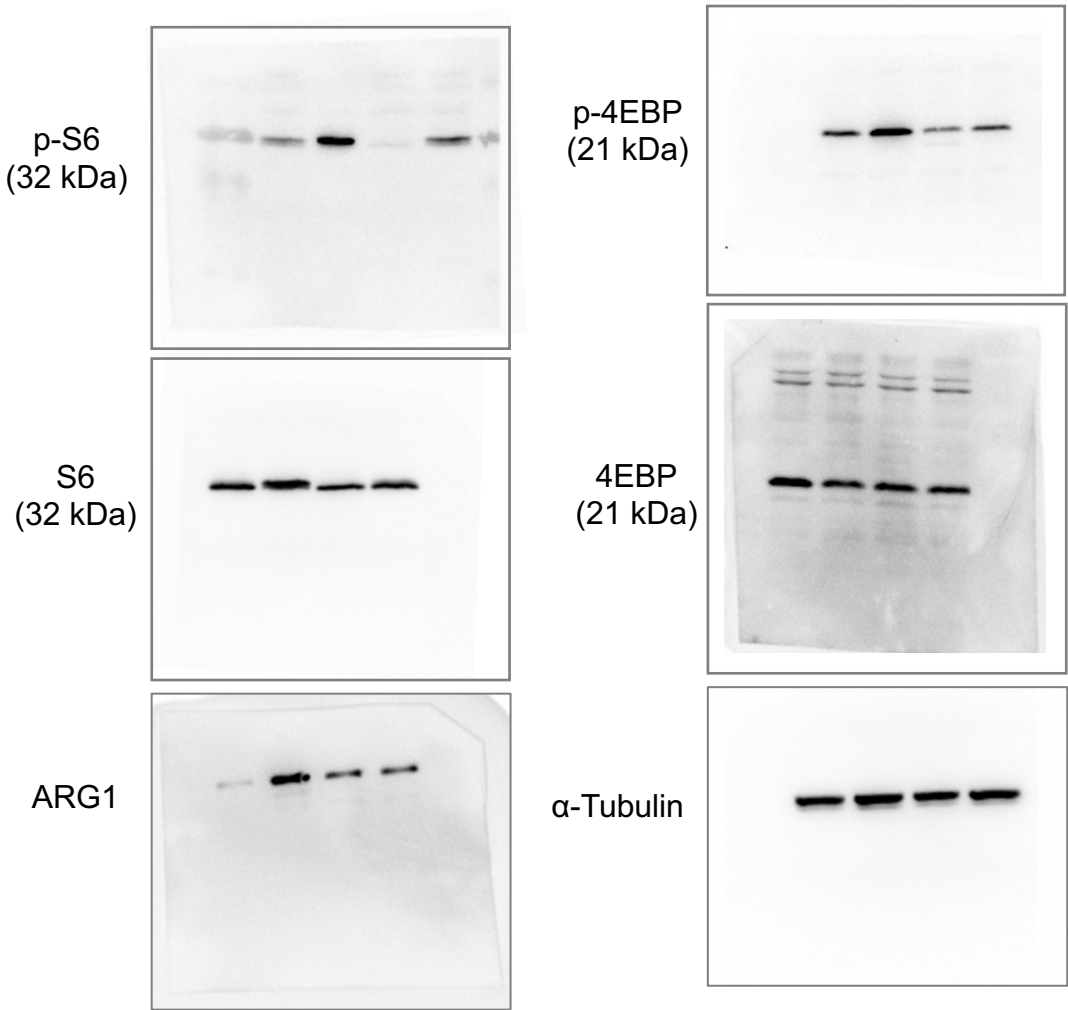

Figure 6E

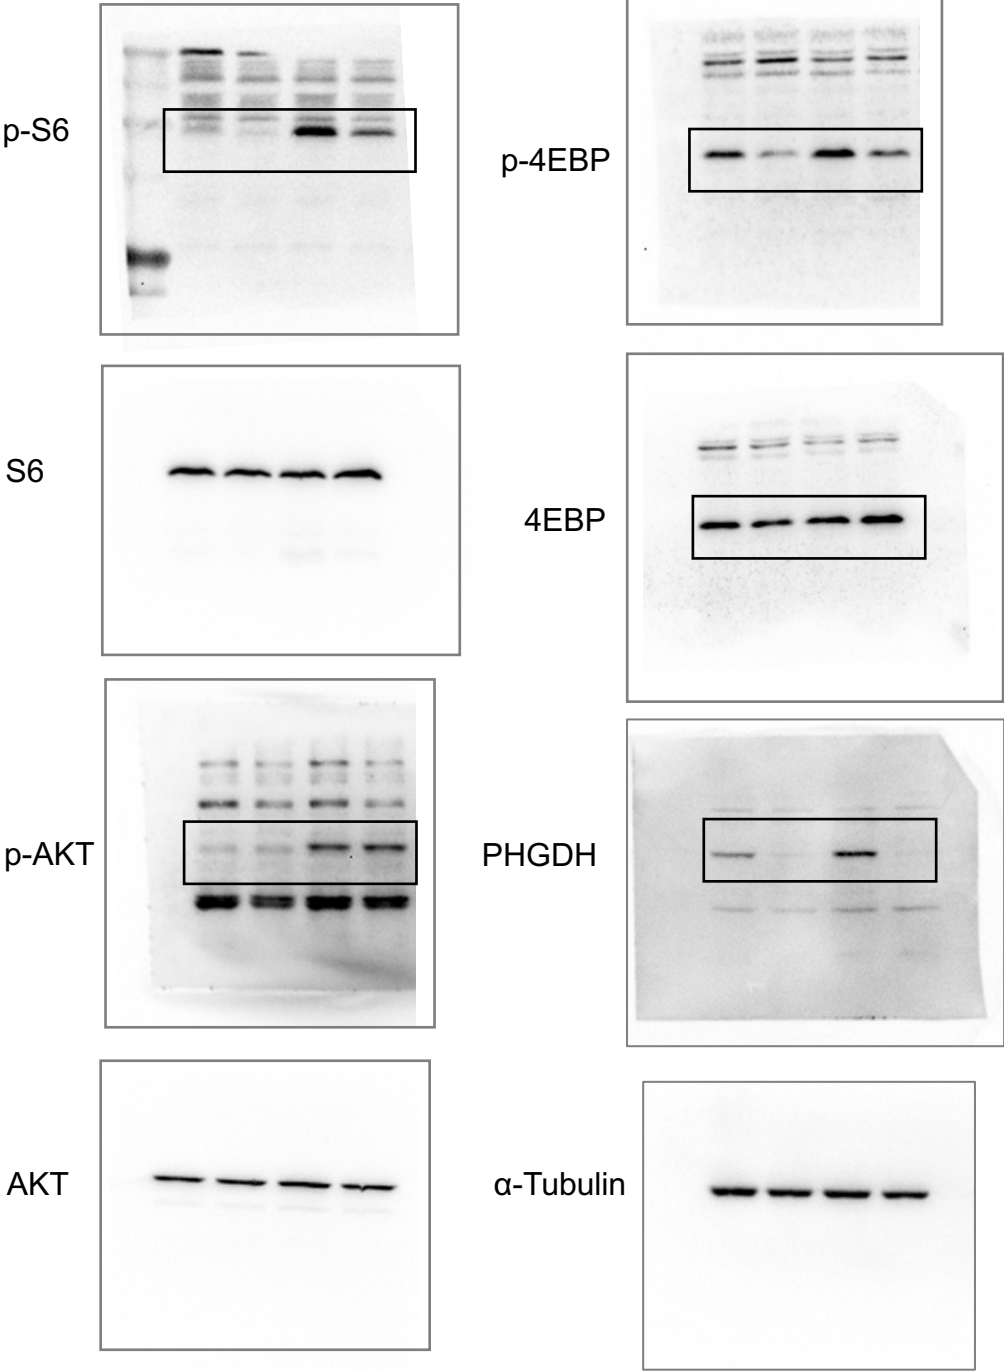

Figure 6G

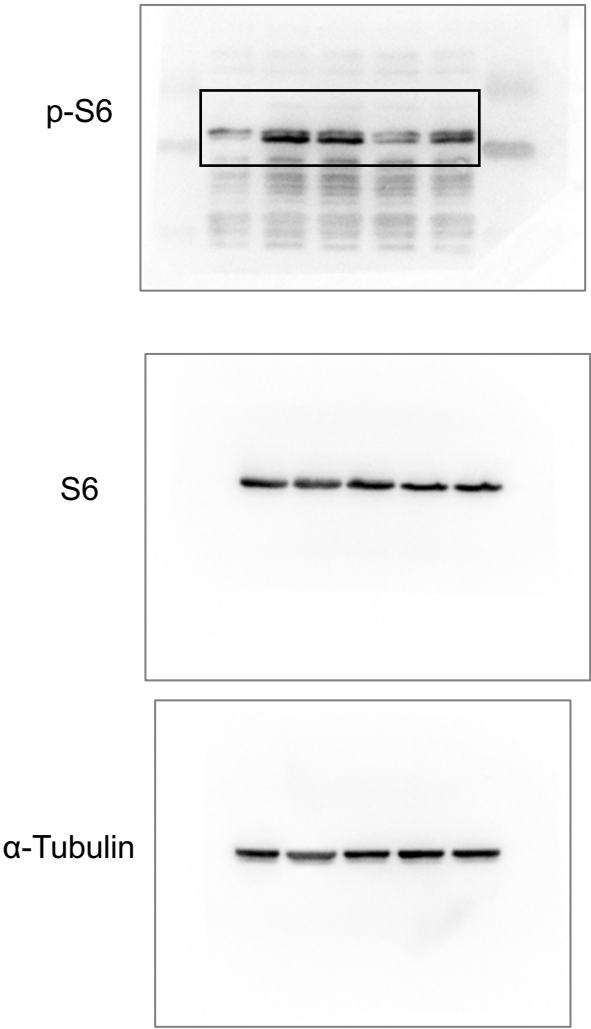

Figure 7B

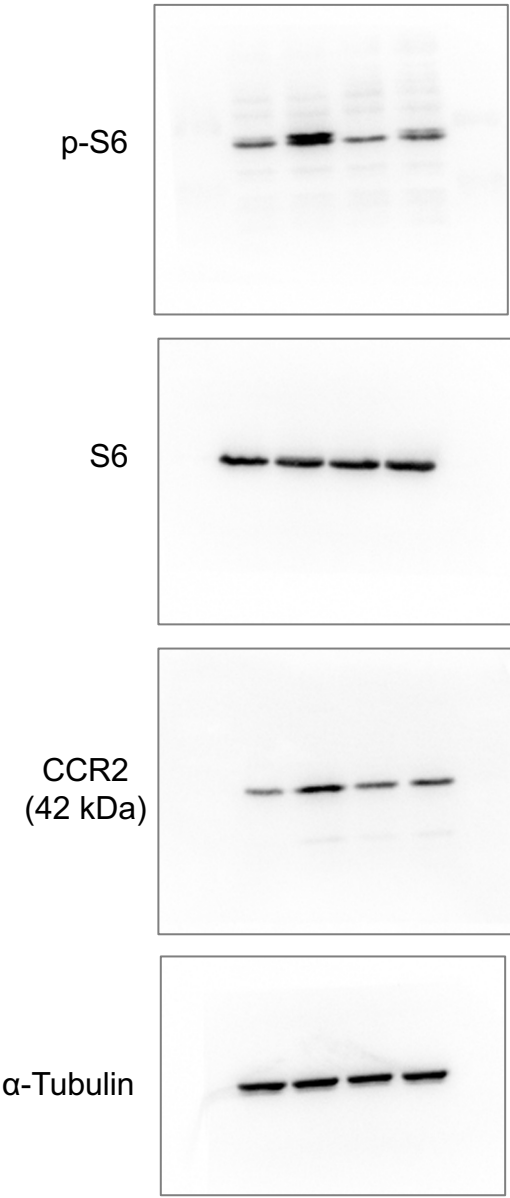

Figure S1B

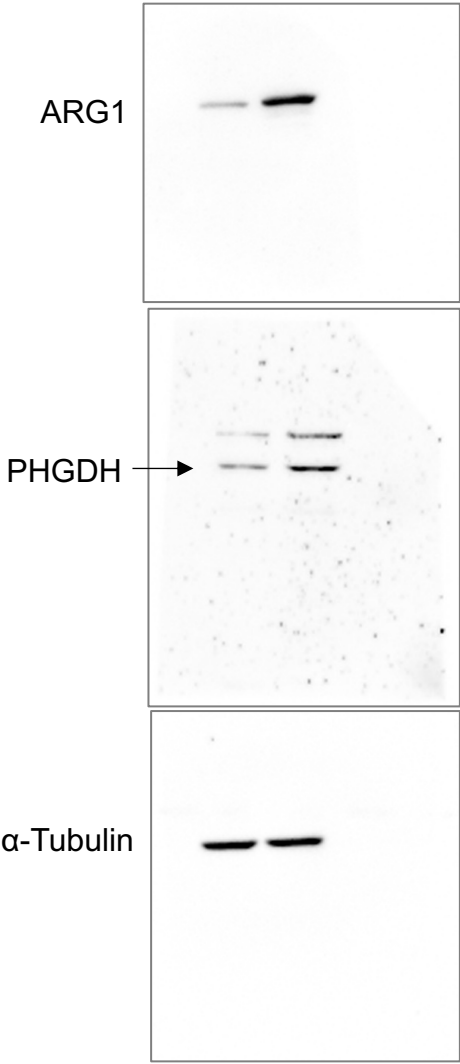

Figure S2A

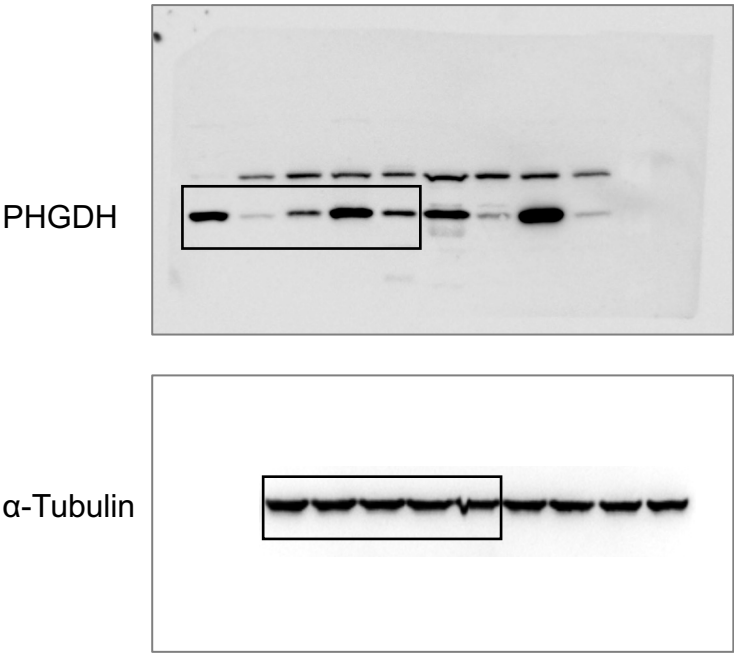

Figure S2B

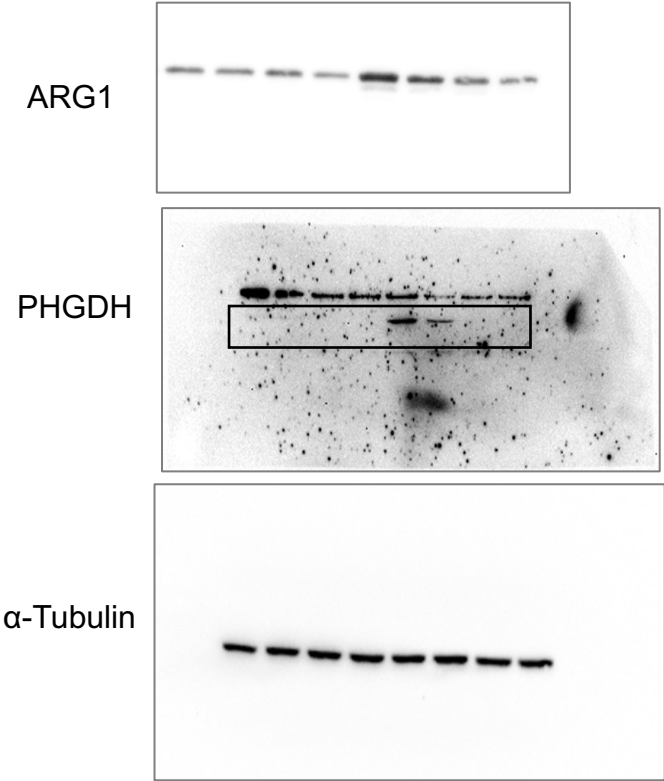

Figure S2C

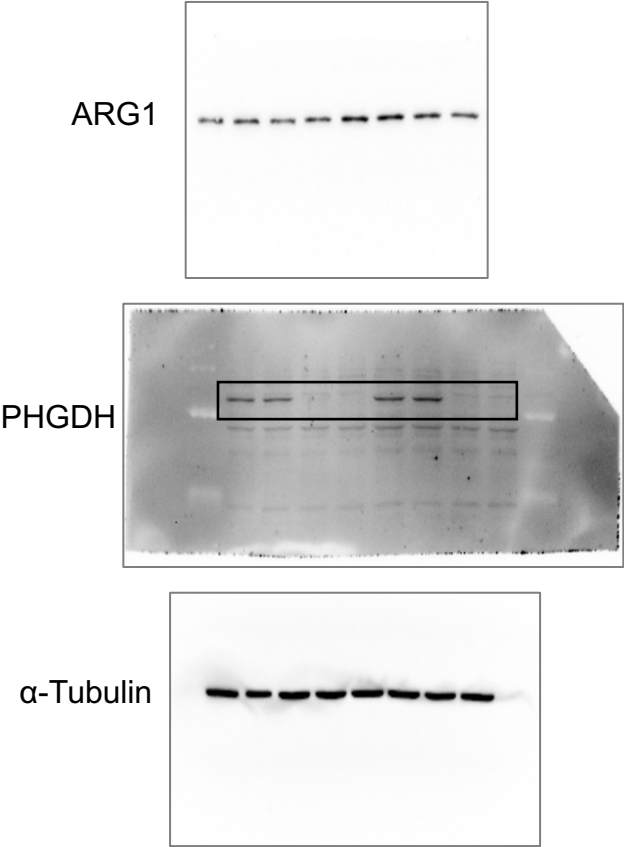

Figure S2G

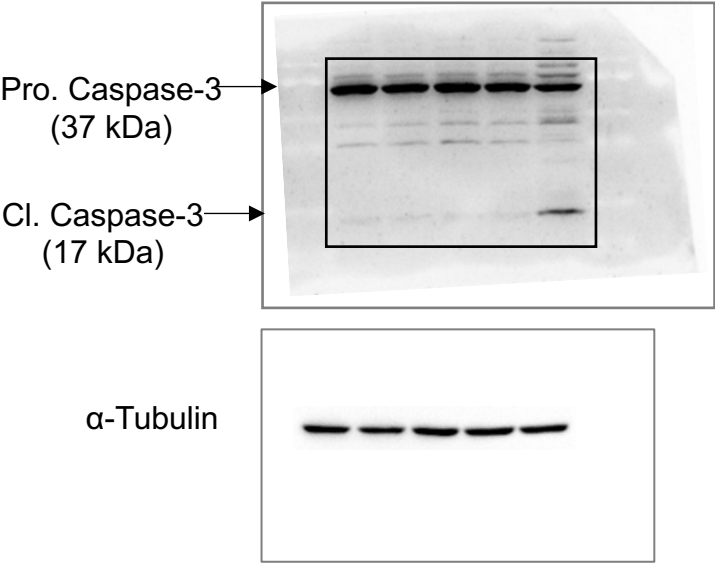

Figure S5B

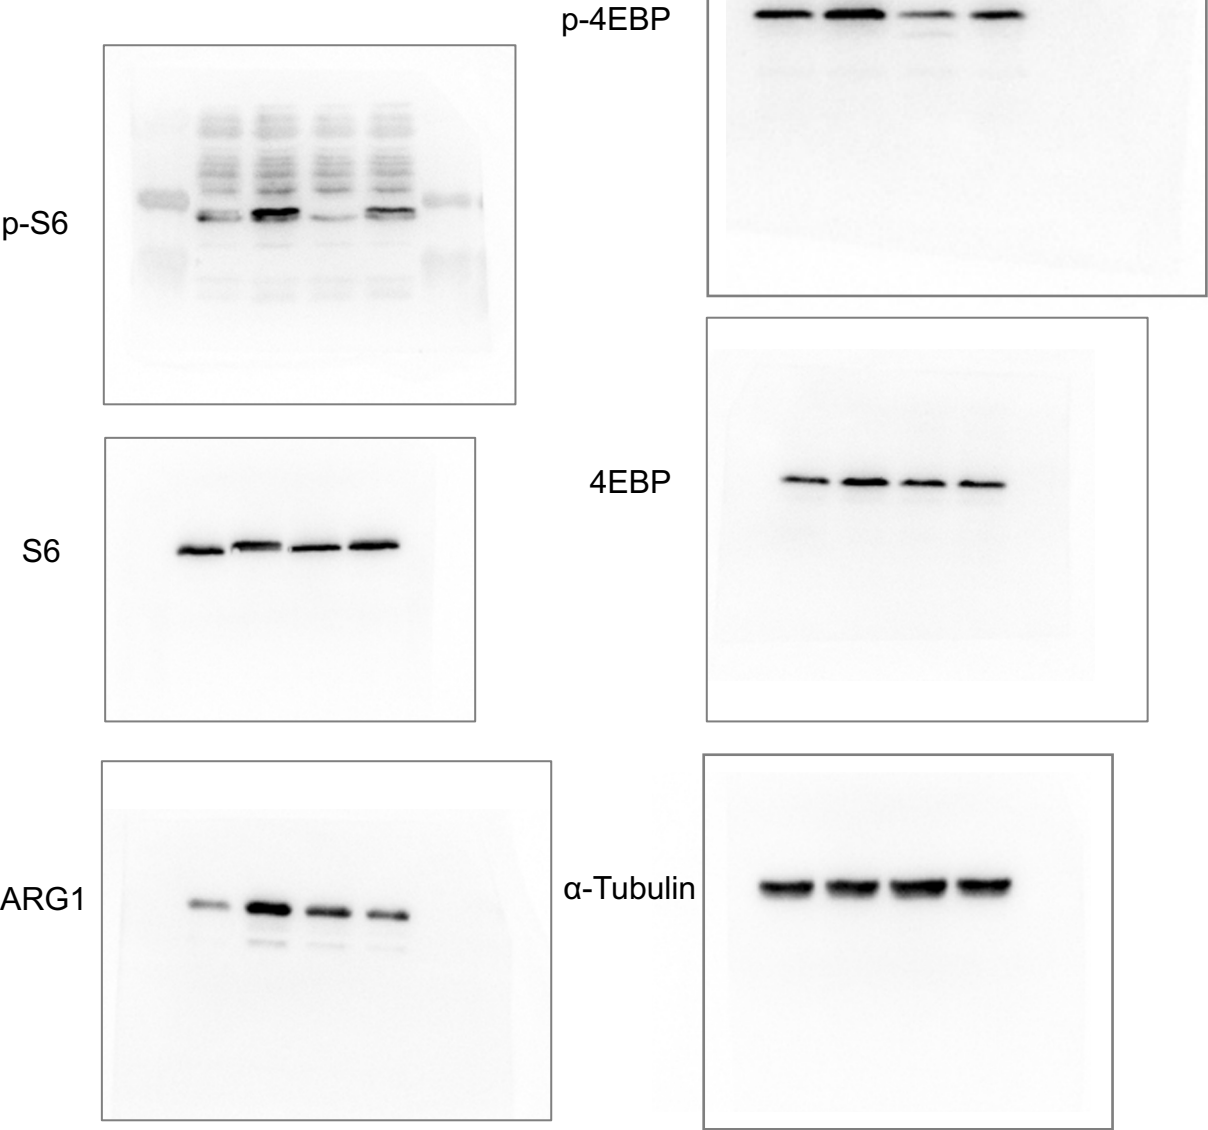

Figure S6B

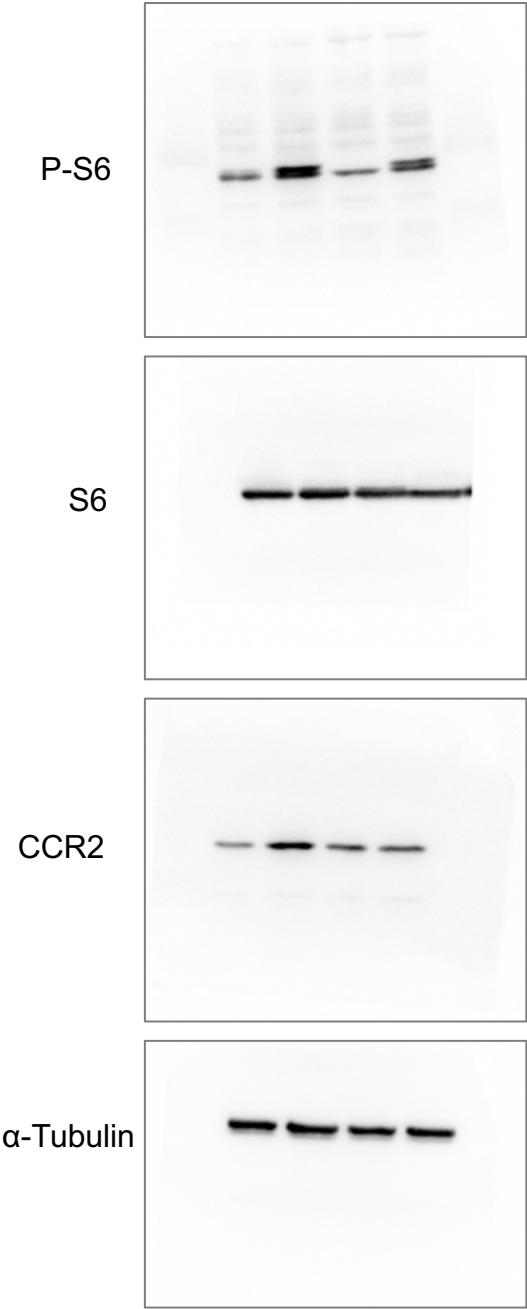

**Supplement:** Supplementary file 4 — Uncropped gels

How the deposited data were processed for this re-analysis (not part of the article)

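RNA was sequenced from 4 samples of *Phgdh* fl/fl TEMs and 4 samples of *Phgdh* fl/fl *Cx3cr1*-Cre TEMs after 24 h in AE17-TCM, and the samples were grouped by genotype as labelled by the submitters and the paper. The authors mapped the single-end reads to the mouse mm10 genome with TopHat2, counted them per gene with HT-seq and compared the genotypes with DESeq2. The sample values the authors deposited are a signal per gene and sample, namely read counts divided by a size factor per sample, although the paper speaks of FPKM. The mean per gene in the deposited table is in the same signal unit. The authors also deposited a log2 fold change per gene with its standard error, the Wald score behind it, and a p-value with its adjusted p-value. These comparison values are the authors', and they were used only where the authors' deposited table is named.

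The whole reads behind the sample values were recovered for 100% of the 144353 values above 0. The design had foreseen FPKM, with a mean FPKM of at least 1 as the filter. Because the values turned out to be normalized counts, log2(normalized count + 1) and a mean normalized count of at least 10 were used in their place, after the unit was known and before any comparison of the genotypes. The design as first written, with log2(FPKM + 1) computed from the recovered reads, called 4813 of 10321 genes, 4 of them with an absolute log2 fold change over 1.5. The genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, two-sided, Benjamini-Hochberg adjustment, no covariate). Gene lists were tested with limma's camera at an inter-gene correlation of 0.01. The cell cycle lists came from Seurat 5.3.0, with mouse symbols by capitalisation, and the Reactome sets from fgsea 1.28.0. Families were matched by gene symbol. Single genes were also tested by exact two-sided permutation over the 70 labelings of 4 against 4, with the same test in Python 3.11.15 and scipy 1.17.1 for the metabolites of Table S1. Gene positions, lengths and GC content came from GENCODE M21, whose genome build is that of mm10, and 18629 of the 18635 genes were found there.

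The genes named are the genes the paper names for this experiment, *Phgdh*, *Cx3cr1* and sex-linked genes, together with the 5 highest and 5 lowest log2 fold changes among genes with an adjusted p under 0.05, a mean FPKM of at least 5 in the higher group and groups that do not overlap. The 10 genes of a run on chromosome 7, *Slc6a20b*, *Slc15a2* and *Gm49599* were singled out after their values were seen. The same holds for the genes named because the paper measures them in TAMs. This rule, the designs of the comparisons, the gene lists, the sets and the alternatives were fixed before the data were examined, except the scale and filter given above, the alternatives called added, and the tests that the closing observations name as chosen after their results were seen.

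The alternatives set in advance were a pseudocount of 0.1, no filter, a filter at a mean FPKM of at least 5, quantile normalization, eBayes without trend, a replicate block, leaving out each sample in turn, DESeq2 1.42.0, an absolute fold change over 1.5, a camera test with estimated correlation, fgsea, and other distances from *Cx3cr1*. Added after the values were seen were edgeR 4.0.16 (quasi-likelihood, TMM) on the recovered reads, scaling to the total of recovered reads, FPKM computed from the recovered reads, and a count of metabolites by the direction of their means. The replicate numbers come from the labels, which do not say that samples of the same number share an origin.

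Totals of recovered reads lay between 38219563 and 47027420 per sample. The precision of a gene with few reads is set by counting, and that of abundant genes by the spread between replicates. The fits were tested on simulated counts for the real genes, in which 200 genes were changed by known fold changes. All 200 were called in the right direction by limma, edgeR and DESeq2 among 13628 genes tested, and 7, 6 and 4 unchanged genes were called. The changed genes were well above the filter, with median limma log2 fold changes of 1 and -0.997. All genes shared the same dispersion. The simulation therefore says little about smaller changes, genes with few reads or genes that vary together. Whole reads were recovered for 100% of the simulated values over 18635 genes. The hallmark and KEGG sets and the reads themselves were not used here. The result of 1 of the 15 Reactome sets is not reported here on its own, and it is included in the counts over the sets. Overlapping and antisense genes, and genes with close pseudogenes, carry the limits of the counting.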

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

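The match of pseudogenes to protein-coding transcripts was chosen as a test only after the values of these pseudogenes were seen. None of the other tests in this part was chosen after its result was seen. Of 196 groups of 4 samples that were examined, 11 held a sample far from the other 3 of its genotype, where about 9.8 are expected by chance. The number as a whole is what chance gives, which does not say whether the outliers gather in a single sample. No technical or biological explanation of a single sample was tested.

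In *Phgdh* fl/fl TEMs, replicate 1 accounts for 5 of the 11. It had the lowest value of its genotype for *Arg1* (1481 normalized counts, the others between 1642 and 1662), *Pdk1* (6062, the others between 6294 and 6327) and *Ldha* (37561, the others between 38836 and 38911). It was also lowest for the mean log2 value of the cytosolic ribosomal proteins (12.83, the others between 12.90 and 12.91) and of the proteasome subunits (11.81, the others between 11.87 and 11.88). On the first principal component it lay at -14.02, with the other samples of *Phgdh* fl/fl TEMs between -21.25 and -20.04. The chi-square per gene of its pairs with the other samples of its genotype lay between 6.09 and 7.15, and that of the pairs without it between 2.62 and 4.20. Without this sample 5944 genes had an adjusted p under 0.05, the highest count among the fits that leave out a sample. The labels and the paper's text name no batch that separates this replicate from the others. Replicate 2 of *Phgdh* fl/fl TEMs had the highest value for *Mmp9* (2006 normalized counts, the others between 1775 and 1799).

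In *Phgdh* fl/fl *Cx3cr1*-Cre TEMs, replicate 3 had the lowest value for *Il1a* (49.8 normalized counts, the others between 66.4 and 68.6) and the highest for *Hprt* (12456, the others between 11995 and 12017). Replicate 2 had the lowest value for *Cd80* (651, the others between 704 and 714). Replicate 1 had the highest value for *Map2k3* (2700.4, the others between 2589 and 2605) and the highest mean log2 value of the ribosomal proteins (12.74, the others between 12.65 and 12.66). The log2 fold change of *Il1a* kept its direction and an adjusted p under 0.05 in every setting that tested it.

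A pair of processed pseudogenes the paper does not discuss were close to absent in *Phgdh* fl/fl TEMs. *Gm14513*, on the X chromosome from 11684002 to 11684124, had between 0 and 6 reads per sample in *Phgdh* fl/fl TEMs and between 815 and 970 in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs, a log2 fold change of 8.29 (limma adjusted p = 6.2e-13). *Rps15a-ps8*, on chromosome 4 from 53791070 to 53791456, had between 1 and 9 reads and between 1209 and 1328, a log2 fold change of 8.19 (limma adjusted p = 5.7e-15). Reads shared with a parent gene are a candidate explanation where a protein-coding transcript matches the pseudogene at an identity of at least 95% over at least 90% of its length. For *Gm14513* the closest one, of *Rps3*, matched at 97.4% over 93.5%, within that limit. For *Rps15a-ps8* the closest one, of *Rps15a*, matched at 92.2% over its whole length, below that limit. Shared reads alone should appear in both genotypes in proportion to the parent gene. The parent genes were instead lower in the genotype with the reads, with log2 fold changes of -0.21 for *Rps3* and -0.24 for *Rps15a*, which goes against shared reads alone for both pseudogenes. A difference in sequence between the mice of the genotypes was not tested at these genes. It could send parent reads to the pseudogene in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs only, where the parent would then be lower. The lower parents therefore do not argue against misassigned reads of that kind. Mean normalized counts changed by -5241 for *Rps3* beside 927.2 for *Gm14513*. For *Rps15a* the change was -2722, beside 1314 for *Rps15a-ps8*. The pattern is not called biological.

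*Cd33* and *Clec4e*, which the paper does not discuss, were among the 5 genes with the highest log2 fold change once genes with a mean FPKM under 5 in the higher group or with overlapping groups were left out. *Cd33* (chromosome 7 from 43524216 to 43544428) rose from 2609 ± 114 to 5229 ± 93.5 normalized counts (SD, n = 4 each), a log2 fold change of 1.00 (limma adjusted p = 9.4e-16). *Clec4e* (chromosome 6 from 123281789 to 123289870) rose from 4554 ± 216 to 8662 ± 810, a log2 fold change of 0.92 (limma adjusted p = 2.1e-12). For both genes all 4 samples of *Phgdh* fl/fl *Cx3cr1*-Cre TEMs lay above all 4 samples of *Phgdh* fl/fl TEMs. The tests of depth and of abundant genes were run on the count of genes and not on these genes. A biological hypothesis, that the genotype raises both, was not tested apart from the comparison itself.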

How the results depend on the processing

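The tests of edgeR, of scaling to total reads, of computed FPKM and of the direction of the metabolite means were chosen only after the values were seen. The 5594 genes with an adjusted p under 0.05 became between 4967 and 5944 across the 8 fits that each left out a sample, where between 50 and 65 genes had an absolute log2 fold change over 1.5 in place of 55. A filter at a mean FPKM of at least 5, which tests 6383 genes, gave 3668 and 3. No filter gave 150 genes past the fold change cutoff, FPKM computed from the reads gave 4, and an absolute fold change over 1.5 gave 532. The other fits stayed between 4813 and 5608 called genes. The share of higher genes among the calls, 50.6%, was 42.4% with the filter at FPKM 5 and 56.2% with scaling to total reads. The median log2 fold change of all tested genes stayed between -0.024 and 0.013 across settings. The cause of these differences was not tested.

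The medians of the M1-like (0.31 to 0.70), M2-like (-0.26 to -0.17), mTORC1 (-0.25 to -0.21), S phase (-0.24 to -0.13) and ribosomal protein (-0.20 to -0.17) genes kept their direction and a camera or fgsea p under 0.05 in all 20 alternatives. The M1-like median of 0.31 comes from the filter at FPKM 5, which drops most genes of that list. The paragraph's ranges thus do not always cover the same genes. The paper's text does not name how the genes of the first 3 lists were chosen, so that this is not taken as a sign of stability for them. With the estimated inter-gene correlation, 3 lists no longer passed, namely the G2/M genes (median 0.091, p = 0.326), the respiratory chain (-0.12, p = 0.172) and the proteasome subunits (-0.13, p = 0.144). The G2/M genes also lost their difference with the filter at FPKM 5 (median 0.022, camera at an inter-gene correlation of 0.01, p = 0.351), and leaving out each sample gave medians from 0.050 to 0.11.

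Of the 15 Reactome sets, 8 had an adjusted p under 0.05, between 7 and 10 across the fits that left out a sample. With the estimated correlation the count was 0, with 6 at an unadjusted p under 0.05. Across the sets and settings, 17 values no longer passed the threshold and 9 newly passed it. A further 17 values reversed, all of them in sets whose median was close to 0 and whose adjusted p was above 0.05. For mTORC1-mediated signalling (-0.013) the median was 0.0020 with scaling to total reads, which moved the median of all tested genes from -0.0018 to 0.013, and -0.041 to 0.0056 across the fits without a sample. For chemokine receptors and chemokines (0.038) it was -0.019 with quantile normalization and -0.097 to 0.068 without a sample. For the unfolded protein response (0.015) it was -0.0054 with quantile normalization. For cholesterol biosynthesis (-0.0024) it was 0.022 with the filter at FPKM 5, 0.0014 with DESeq2, 0.0016 with edgeR, 0.013 with scaling to total reads, 0.018 with computed FPKM and -0.027 to 0.024 without a sample.

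Of 88 named genes, 84 kept their direction and their side of the threshold in all settings that tested them. *Il18* and *Ccl22* lost their call in 5 settings each and *Igf1* in 1 (quantile normalization, -0.027), while *Kdm5d* gained one in 2. The ratios of *Ccr2* (0.533 to 0.559), *Cxcr4* (1.16 to 1.197) and *Phgdh* (0.208 to 0.268) kept their side in all settings that were run for them.

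The odds ratio for genes near *Cx3cr1* (0.917) changed side without reaching p under 0.05 in any setting (p from 0.236 to 1). It was 1.01 without a filter, 1.07 without the trend, 1.02 with scaling to total reads, 1.15 with computed FPKM, 1.02 within 10 Mb and 0.727 to 1.06 when a sample was left out.

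For Table S1, the count of lower metabolites at an adjusted p under 0.05 was 0 (21 at an unadjusted exact p under 0.05) and 22 with limma on log2 values, which assumes a shared spread. The count of 0 reflects the smallest exact p of the design, 0.029, as well as the values. Leaving out a sample says nothing about this count, since the smallest exact p is then 0.057. The 55 lower means were 54 to 57 without a sample and 33 after median-of-ratios scaling. That scaling centres the ratios by design, with factors between 1.09 and 1.22 in *Phgdh* fl/fl TEMs and between 0.751 and 0.956 in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs, so that it removes a difference shared by most metabolites and says nothing about the stability of the 55.

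With the replicate number as a block, 5597 genes were called and 56 passed the fold change cutoff. The deviations of same-numbered samples from their group means correlated at -0.0805, 0.0608, 0.0891 and -0.028 (mean 0.0104) over 11260 genes. The mean for differently numbered samples was -0.00352, so that these correlations gave no sign of pairing. On the second principal component, however, replicates 1 and 4 were positive and replicates 2 and 3 negative in both genotypes. The source of that split was not tested. The planned division by median-of-ratios size factors was not run. The values already include it, and the factors computed again were 1.003 in each sample, which cannot move a result. Depth limits genes with few reads such as *Cxcl9*, with 4 to 12 reads per sample.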

Differences from the paper's values

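Apart from the alternatives called added, no test of this part was chosen after its result was seen. The ratio of *Ccr2* in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs over *Phgdh* fl/fl TEMs was 0.549, beside about 0.55 in Fig. 7A, read by eye, and that of *Cxcr4* was 1.17, beside about 1.2 in Fig. S7A, read by eye. Neither ratio differed from the paper's by more than the spread between replicates.

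The paper states that *Cxcr4* was not affected by the loss of PHGDH. Here *Cxcr4* had a log2 fold change of 0.23 (limma adjusted p = 1.4e-05), higher in all 4 samples of *Phgdh* fl/fl *Cx3cr1*-Cre TEMs than in any of *Phgdh* fl/fl TEMs. None of the alternatives, set before the data were examined or added, took it above an adjusted p of 0.05 (2.5e-08 to 0.00478). In the authors' deposited table its log2 fold change is 0.23 and its adjusted p-value 3.4e-08. It did not pass the paper's cutoff on the absolute log2 fold change in any of these.

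The paper names *Cxcl9* among the genes that PHGDH deficiency stimulated. Here it lay below the filter on low values. Without the filter its log2 fold change was 0.61 with an adjusted p of 0.241, in the only setting that tested it. The authors' deposited table gives an adjusted p-value of 0.37.

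The paper also names *Ccl22* and *Il18* for their change with PHGDH deficiency. Both passed here (limma adjusted p = 0.0261 for *Ccl22* and 0.0269 for *Il18*). In the authors' deposited table the adjusted p-value is 0.0612 for *Ccl22* and 0.0699 for *Il18*, and with DESeq2 on the recovered reads, set before the data were examined, it was 0.0546 and 0.0615. The alternatives that did not call them gave between 0.0519 and 0.0736 for *Ccl22* and between 0.0524 and 0.0828 for *Il18*.

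The paper's main text speaks at one place of an enrichment of the mTORC1 signature in PHGDH-deficient TEMs and at another of its decrease. The 46 genes of Fig. S6A were all lower in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs here, with a median log2 fold change of -0.24. The Reactome set of mTORC1-mediated signalling, which is not the paper's set, did not pass in any setting (median -0.013, adjusted p = 0.429).

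The paper draws *Vegfa* among the M2-like genes of Fig. 4A. Its log2 fold change here was -0.052 with an adjusted p of 0.0852, and none of the alternatives that tested it called it (0.0542 to 0.301). It passed only when adjusted over the list alone. The authors' deposited table gives an adjusted p-value of 0.0917. The paper reports PD-L1, *Slc40a1*, *Gpnmb* and *Il10* lower and *Tnfa* higher in TAMs, which are not the samples here. For TEMs, that table has *Cd274* (log2 fold change 0.71), *Slc40a1* (0.52) and *Gpnmb* (0.36) higher. Its adjusted p-values are 0.96 for *Il10* and 0.27 for *Tnf*. *Arg1* (-2.47), *Tgfb1* (-0.15), *Apoe* (-0.65) and *Nos2* (0.73) moved there as the paper reports for TAMs.

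The paper states that ornithine was decreased, along with itaconate and taurine. On the values of Table S1 its mean was lower in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs with a ratio of 0.503, and the exact two-sided permutation test gave p = 0.0857 (adjusted p = 0.144), while itaconic acid and taurine had an exact p of 0.029 (adjusted p = 0.0844). With limma on log2 values, set before the data were examined, all 3 passed, with an adjusted p of 0.0448 for ornithine, 0.023 for itaconic acid and 0.0154 for taurine. After median-of-ratios scaling, none of the 3 passed, with an adjusted p of 0.354 for ornithine, 0.295 for itaconic acid and 0.221 for taurine. The unadjusted exact p was under 0.05 for taurine only. That scaling takes off the difference shared by most metabolites and used the same factor for GC‒MS and LC‒MS. It therefore does not decide whether the 3 were lower.

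The paper states that glycolysis was decreased. The Reactome set of glycolysis, which is not the paper's set, had a median of -0.088 with an adjusted p of 0.0566. It reached an adjusted p under 0.05 without a filter (0.0279), with DESeq2 (0.00267), with fgsea (0.0103) and in 3 fits that left out a sample (0.0374, 0.0413 and 0.0497), within a range from 0.00267 to 0.367 over all alternatives. The paper also states that the metabolism of glycine, serine and threonine was lowered. The Reactome set of amino acid synthesis and interconversion, again not the paper's set, had an adjusted p of 0.0566 and passed without a filter (0.0279) and in 2 fits that left out a sample (0.0418 and 0.0483), within a range from 0.0279 to 0.687. The paper states that the inflammatory response was augmented, and the Reactome sets of chemokine receptors and of interferon gamma signaling did not pass in any setting.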

Other observations

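The tests of changed genes lying close together, of the chromosome 7 run and the other genes within it, of *Xist*, of S phase against G2/M genes, and of GC content and length for the respiratory chain, ribosomal proteins and proteasome subunits were chosen only after the results were seen.

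The 8 samples can be split into 4 and 4 in 35 ways, of which 8 part all same-numbered samples as the genotypes do. Only 1 of the 8, the real one, gave as many genes with an adjusted p under 0.05, and the same held for the genes past the fold change cutoff, each of the 8 gene lists, the Reactome sets and the distance between the S phase and G2/M medians. With 8 splits the share cannot go below 1 in 8, whatever the values, so that this count alone cannot set the results apart from a grouping by chance. Over all 35 splits, the other 34 gave at most 3 called genes, and the real split stood alone for all results except the Reactome sets, where 2 of 35 gave as many. For the Reactome sets another of the 8 splits gave 7 sets against the 8 of the real one, and for the G2/M genes another of the 35 gave a median of 0.0907 against 0.0910. The other 27 splits keep some same-numbered samples together.

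The samples of *Phgdh* fl/fl *Cx3cr1*-Cre TEMs had fewer reads, with a median total of 41640325 against 46000464. With each sample thinned at random to 38219563 reads, 5456 genes were called in place of 5594, so that depth was not the source of the count. When samples were scaled to totals without the 10 most abundant genes, 5627 genes were called, 3306 higher and 2321 lower, in place of 2830 and 2764. The number was thus not set by a few abundant genes, but the balance of directions moved with the scaling.

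Across 13626 genes the log2 fold change rose with gene length (Spearman's rho 0.236 across genes, which are not independent replicates) and little with GC content (rho -0.0721). Among 11514 protein-coding genes outside the lists rho with length was 0.267, and the median log2 fold change was -0.058 in genes up to the first quartile of length (2902 bases) and 0.074 in genes beyond the other end (6892 bases). After a smooth trend on GC content and length was taken off, the medians were 0.67 for the M1-like, -0.23 for the M2-like, -0.235 for the mTORC1, -0.23 for the S phase, 0.067 for the G2/M, -0.14 for the ribosomal protein and -0.10 for the proteasome genes, each more than 0.5 of its value before. For the respiratory chain the median fell to -0.056, under 0.5 of its value. GC content and length may therefore account for part of that difference. After the correction, camera at an inter-gene correlation of 0.01 still gave p = 0.00214. With the estimated correlation the list had not passed even before the correction (p = 0.172), and that test was not run after it. Whether GC content and length account for all of the difference is therefore not decided.

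The Cre sits at *Cx3cr1* on chromosome 9, and sequence linked to it differs between the genotypes. Of 77 tested genes within 5 Mb, 30 were called (39.0%), against 41.0% elsewhere (Fisher's exact test, two-sided, p = 0.729), so that linked sequence did not show as an excess of genes with an adjusted p under 0.05. Such a count would not show a large change of a single gene. *Slc6a20b*, singled out after its values were seen, lies within the 5 Mb on chromosome 9 from 123590800 to 123632565, close to *Ccr2*, and is among the 55 genes past the fold change cutoff (log2 fold change -1.91, limma adjusted p = 0.000441). The test is one of the region and does not exclude a local effect on *Ccr2*, 4.03 Mb away. *Cx3cr1* itself fell from 1075 ± 94.2 to 660 ± 32.2 normalized counts (SD, n = 4 each), a log2 fold change of -0.70.

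Genes with large changes lay close together. Of 21 genes with an adjusted p under 0.05 and an absolute log2 fold change over 2, 7 lay within 2 Mb of another, where 1.2 are expected, with a permutation p of 0.0027 over 10000 random draws of genes. Of the 55 genes past the fold change cutoff, 10 formed a run on chromosome 7 from 99624082 to 120202111 (20.6 Mb), all 10 higher in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs. The gap of 10 Mb and the cutoff were chosen after the positions were seen. At an absolute log2 fold change over 1.5, the longest run held 10 genes with gaps of up to 10 Mb (permutation p = 1e-04 over 10000 random draws of genes, the smallest they can give), 7 with 5 Mb (p = 6e-04) and 4 with 2 Mb (p = 0.037). Over 2, the runs by the same permutation test held 4 genes with 10 Mb (p = 0.0164), 4 with 5 Mb (p = 0.0042) and 3 with 2 Mb (p = 0.0227). All 6 runs lay on chromosome 7. Some genes of the run were almost absent in *Phgdh* fl/fl TEMs. *Crym* had 0 reads in all 4 samples of *Phgdh* fl/fl TEMs and between 24.8 and 50.6 normalized counts in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs, and *Gm4759* had at most 2 reads and between 254 and 282 normalized counts. *Trim34b*, with 144 normalized counts in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs and 3.65 in *Phgdh* fl/fl TEMs, is also a member of the interferon gamma set. Of the 141 other tested genes between the ends of the run, 88 were called (62.4%), against 40.6% elsewhere (Fisher's exact test, two-sided, p = 2.5e-07). *Folr2* and *Gm22655*, both lower in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs, lie in the same stretch. A candidate explanation is a segment of another mouse strain's DNA that one genotype carries, and the tests are in line with it. Because the run was chosen for its length, its own test cannot decide, and the sequence of the reads was not analysed here. *Phgdh* lies on chromosome 3 and *Cx3cr1* on chromosome 9, so that the run is linked to neither. An effect of PHGDH on these genes cannot be told apart from such a segment. On chromosome 16, *Slc15a2* (log2 fold change 5.75) and *Gm49599* (1.52) lie close to the M1-like gene *Cd86*. They were singled out after the positions were seen, and a segment of that kind was not tested there.

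*Xist*, which is expressed from the inactive X chromosome, had between 23 and 42 reads per sample in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs and between 0 and 9 in *Phgdh* fl/fl TEMs, a log2 fold change of 3.04 (limma adjusted p = 4.3e-05). A small share of cells of female mice in those samples may explain it. Then the 4 genes of the Y chromosome should all be lower by a similar factor. 2 of the 4 were lower, with log2 fold changes of -0.02 for *Ddx3y*, -0.18 for *Eif2s3y*, 0.08 for *Kdm5d* and 0.19 for *Uty*. A share of a few percent could not be seen in this way, so that the pattern cannot be told apart from this explanation.

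S phase genes were lower and G2/M genes higher, with medians that lay 0.30 apart on the log2 scale. The largest distance in the 7 other splits that part the same-numbered samples was 0.16, and over all 34 other splits it was 0.20. The difference of the G2/M genes was not kept in all settings, with a median of 0.022 (camera at an inter-gene correlation of 0.01, p = 0.351) under the filter at FPKM 5, so that a shift between phases is a hypothesis only.

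Genes of the annotation's TEC class, whose transcripts still await experimental evidence, were tested for a lower level in *Phgdh* fl/fl *Cx3cr1*-Cre TEMs, as a sign of a difference in depth. The 293 tested genes were not lower. Their median log2 fold change was 0.071, and 0.057 after thinning each sample to the lowest total.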
